# Imiquimod has strain-dependent effects in mice and does not uniquely model human psoriasis

**DOI:** 10.1186/s13073-017-0415-3

**Published:** 2017-03-09

**Authors:** William R. Swindell, Kellie A. Michaels, Andrew J. Sutter, Doina Diaconu, Yi Fritz, Xianying Xing, Mrinal K. Sarkar, Yun Liang, Alex Tsoi, Johann E. Gudjonsson, Nicole L. Ward

**Keywords:** Aldara, Differentiation, Epidermis, Interferon, IL-17A, Keratinocyte, RNA-seq, Toll-like receptor

## Abstract

**Background:**

Imiquimod (IMQ) produces a cutaneous phenotype in mice frequently studied as an acute model of human psoriasis. Whether this phenotype depends on strain or sex has never been systematically investigated on a large scale. Such effects, however, could lead to conflicts among studies, while further impacting study outcomes and efforts to translate research findings.

**Methods:**

RNA-seq was used to evaluate the psoriasiform phenotype elicited by 6 days of Aldara (5% IMQ) treatment in both sexes of seven mouse strains (C57BL/6 J (B6), BALB/cJ, CD1, DBA/1 J, FVB/NJ, 129X1/SvJ, and MOLF/EiJ).

**Results:**

In most strains, IMQ altered gene expression in a manner consistent with human psoriasis, partly due to innate immune activation and decreased homeostatic gene expression. The response of MOLF males was aberrant, however, with decreased expression of differentiation-associated genes (elevated in other strains). Key aspects of the IMQ response differed between the two most commonly studied strains (BALB/c and B6). Compared with BALB/c, the B6 phenotype showed increased expression of genes associated with DNA replication, IL-17A stimulation, and activated CD8+ T cells, but decreased expression of genes associated with interferon signaling and CD4+ T cells. Although IMQ-induced expression shifts mirrored psoriasis, responses in BALB/c, 129/SvJ, DBA, and MOLF mice were more consistent with other human skin conditions (e.g., wounds or infections). IMQ responses in B6 mice were most consistent with human psoriasis and best replicated expression patterns specific to psoriasis lesions.

**Conclusions:**

These findings demonstrate strain-dependent aspects of IMQ dermatitis in mice. We have shown that IMQ does not uniquely model psoriasis but in fact triggers a core set of pathways active in diverse skin diseases. Nonetheless, our findings suggest that B6 mice provide a better background than other strains for modeling psoriasis disease mechanisms.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13073-017-0415-3) contains supplementary material, which is available to authorized users.

## Background

The study of psoriasis has been hindered by the lack of a mouse phenotype that fully recapitulates the complex features of lesions in psoriasis patients [1, 2]. In recent years, topical application of imiquimod (IMQ) cream (Aldara™) to murine skin has increasingly been used as an acute psoriasiform murine model, in part due to its convenience and ability to elicit a dermatitis resembling some aspects of psoriasis [3, 4]. IMQ is a Toll-like receptor (TLR7/8) agonist that can be applied to mouse skin to elicit erythema, scaling, keratinocyte (KC) proliferation with acanthosis, altered KC differentiation (parakeratosis), and a dermal infiltrate that includes T cells [3]. The phenotype additionally involves induction of IL-17/IL-23 axis cytokines (e.g., IL-17A, IL-17 F, IL-22 and IL-23) and is partially dependent upon IL-23, IL-17 family cytokines, and the presence of T lymphocytes [3, 5, 6]. All of these features are consistent with human psoriasis lesions and accepted models of cutaneous lesion development [1, 2]. IMQ has thus been viewed as a convenient and easy-to-use mouse model of acute inflammatory response, which has been applied to facilitate mechanistic studies that would otherwise prove difficult or impossible to perform in humans.

Psoriasis is a complex genetic disease that depends upon interactions among environmental influences and disease variants at multiple loci [7]. Given this genetic basis, it is reasonable to expect that any realistic mouse model of psoriasis would be sensitive to genetic background, with certain aspects of the psoriasiform phenotype varying among mouse strains. Most studies of IMQ-induced lesions in mouse are performed using one strain (often B6 or BALB/c) and commonly only one sex has been investigated (frequently females) [4, 8]. It is not unusual for either the strain or sex of experimental animals to go unreported in published research [8], and the question of whether mechanistic findings are sensitive to genetic background or sex is seldom addressed. Those few studies that have analyzed multiple mouse strains, however, suggest that IMQ responses can be strain-specific [4, 9]. For example, BALB/c lesions develop more rapidly than B6 lesions following IMQ application [3, 4]. B6 mice may also have less severe systemic responses, which include dehydration leading to weight loss and decreased activity levels [3]. Even the more closely related C57BL/6 J and C57BL/6 N substrains were recently shown to exhibit differential IMQ responses, with C57BL/6 J mice exhibiting increased erythema, desquamation, epidermal proliferation, and skin inflammation [9]. It has been suggested that differences in IMQ response among these genotypes (C57BL/6 J, C57BL/6 N, and BALB/c) may be related to cutaneous IL-22 activation [3, 9], although other possibilities have not been investigated systematically.

The practical significance of strain-specific IMQ responses is that studies utilizing different strains may reach conflicting conclusions regarding the cell types, mediators, and pathways required for the psoriasiform phenotype [10]. This has been observed for other inflammatory skin phenotypes in mice [11] and can diminish the apparent repeatability of experimental findings, potentially leading to misdirected research effort and mechanistic conclusions that cannot be generalized [12, 13]. Examples illustrating genetic background as a possible pitfall in mechanistic studies are abundant and can be drawn from numerous contexts and model organisms [14–17]. Addressing these issues requires systematic investigation of IMQ responses in multiple mouse strains to better understand the degree to which the psoriasiform phenotype is sex- and strain-dependent. At the molecular level, this can lead to identification of pathways that respond similarly to IMQ regardless of genotype, which may in turn represent the most reliable center points for mechanistic investigations. At the same time, those responses that are strain-dependent may point towards allelic variants that shape innate immune responses, suggesting new avenues for studies of gene function [18]. Ultimately, such investigation should help refine the IMQ model by clarifying its strengths and limitations relative to human psoriasis, which should improve the chance that new findings are successfully translated to clinical studies with patients [12].

This study used RNA-seq to investigate the psoriasiform phenotype that develops following topical Aldara (5% IMQ) treatment in male and female mice of seven laboratory mouse strains (C57BL/6 J (B6), BALB/cJ, CD1, DBA/1 J, FVB/NJ, 129X1/SvJ, and MOLF/EiJ) [19]. The IMQ psoriasiform phenotype has previously been evaluated using microarrays [2, 20–22], but to our knowledge has not yet been evaluated by RNA-seq. Previously, we used microarrays to compare cutaneous phenotypes of five psoriasis mouse models and to score the similarities and differences of such models relative to human psoriatic plaques [2]. Following the same principle, the current analysis uses RNA-seq to evaluate the IMQ psoriasiform phenotype that manifests in males and females from seven strains. These strains include one representative from each major group identified from genetic analysis of existing mouse diversity [23]. Six of seven strains are inbred, but CD1 is an outbred strain maintained with minimal inbreeding to retain heterozygosity and genetic diversity [24]. Our goals were to evaluate the degree to which transcriptome-level IMQ responses depend on strain and sex and to distinguish shared responses from those that are strain- or sex-specific. We additionally identify genes, pathways, and cell types similarly altered in mouse phenotypes and human psoriasis, as well as discordant patterns representing aspects of human psoriasis not recapitulated by IMQ treatment.

## Methods

### Laboratory mice

Male (*n* = 5/strain) and female (*n* = 5/strain) mice were purchased at 8 weeks of age and allowed 14 days to acclimate prior to starting experiments. Most strains were purchased from the Jackson Laboratory (C57BL/6 J (B6), catalog number 000664; BALB/cJ, catalog number 000651; DBA/1 J, catalog number 000670; FVB/NJ, catalog number 001800; 129X1/SvJ, catalog number 000691; MOLF/EiJ, catalog number 000550). CD1 (ICR) mice were purchased from Charles River laboratories (catalog number 022). Mice were maintained within the Case Western Reserve University animal vivarium under specific-pathogen-free conditions and provided standard rodent chow diet (4.5% fat by weight, 14% kcal, Lab Diet P3000).

### Imiquimod protocol

A topical dose of 62.5 mg IMQ cream (5% Aldara; 3 M Pharmaceuticals) was applied daily to the shaved back region of mice. Control (CTL) animals were treated similarly with a non-toxic lanolin-derived occlusion cream (VWR, catalog number 56614-414). Mice in the CTL group did not exhibit macroscopic indications of skin irritation or inflammation (e.g., erythema, scaling, or induration). IMQ and CTL treatments were carried out for 5 consecutive days and mice were sacrificed on day 6 following injection with euthanasia solution (ketamine, 16.5 mg/mL; xylazine, 1.65 mg/mL) followed by cervical dislocation. Mice were weighed daily and provided saline (i.p.) as needed to supplement fluid loss associated with IMQ treatment, a well-known side effect [25]. This limited weight loss in most strains, although we note that one of five MOLF males and one of five MOLF females died prior to day 6. Samples from these mice were excluded from analyses, but for all other mice back skin and spleens were collected immediately upon sacrifice on day 6, flash frozen, and stored at −80 °C prior to isolation of total RNA. Skin adjacent to that collected for RNA was placed into formalin and processed for histology. For all strains, tissues were collected at approximately the same time of day to limit gene expression variation associated with circadian rhythms [26].

### Body weight, epidermal thickness, and spleen weight

Body weight was measured in all mice before onset of treatments and prior to sacrifice. Spleens from each mouse were removed and weighed immediately following sacrifice. Formalin-fixed paraffin-embedded skin was sectioned and stained with H&E. Epidermal thickness measurements were completed blind to treatment, background strain, and sex as described previously [27, 28]. For each strain, CTL and IMQ groups were compared with respect to body weight change (post-treatment versus pre-treatment), epidermal thickness, and spleen weight using linear models with simultaneous evaluation of contrasts (IMQ versus CTL) based upon the exact multivariate t-distribution (R package, multcomp; function, glht; Fig. 1b–d). Comparisons among the 14 strain–sex groups for each strain and treatment were carried out using Tukey’s honest significance test with an experiment-wise type I error rate of 0.05 (R package, agricolae; R function, HSD.test). Epidermal thickness required log_10_-transformation to improve normality of the distribution, whereas body weight change and spleen weight were analyzed without transformation (Additional file 1).

**Fig. 1:**
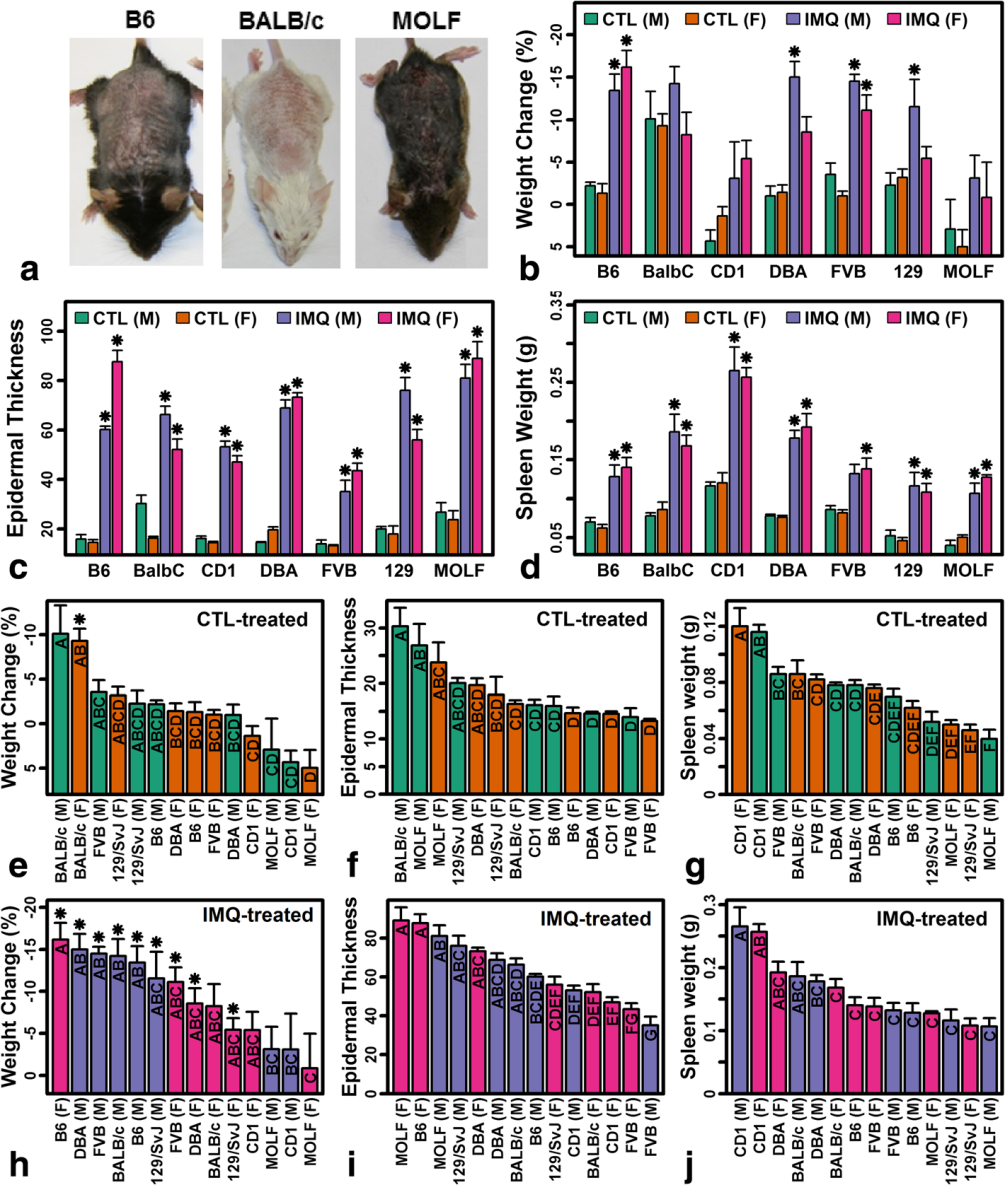
Cutaneous and systemic IMQ responses. **a** IMQ dermatitis in B6, BALB/c, and MOLF mice. **b** Weight loss following IMQ treatment (*P < 0.05, IMQ versus sex-matched control). **c** Epidermal thickness (*P < 0.05, IMQ versus sex-matched control; measured using microscopy). **d** Spleen weight (*P < 0.05, IMQ versus sex-matched control). **e**–**g** CTL-treated samples. **h**–**j** IMQ-treated samples. In **e**–**j**, groups without the same letter differ significantly (*P* < 0.05, Tukey honest significant difference). In **b**–**j**, three to five mice were evaluated for each strain, sex, and treatment (*error bars* represent standard error of the mean). *F* female, *M* male

### RNA-seq expression profiling

RNA-seq expression profiling was completed on randomly chosen mice (*n* = 2 for each sex, strain, and treatment). Total RNA was extracted from flash-frozen skin samples using the RNeasy Fibrous Tissue Mini Kit (Qiagen, catalog number 74704) with on-column DNase digestion (Qiagen, catalog number 79254). RNA concentrations were evaluated using the NanoDrop spectrophotometer and RNA integrity was assessed using the Agilent Bioanalyzer. RNA was further assessed for quality using the TapeStation (Agilent, Santa Clara, CA, USA) with the manufacturer’s recommended protocols. All samples had RNA integrity numbers of 8 or greater.

Samples were prepped using the Illumina TruSeq mRNA Sample Prep v2 kit (catalog numbers RS-122-2001 and RS-122-2002; Illumina, San Diego, CA, USA) following the manufacturer’s recommended protocols, with 0.1–3.0 μg of total RNA converted to mRNA by poly(A) purification. mRNA was then fragmented and copied into first strand cDNA using reverse transcriptase and random primers. The 3′ ends of cDNA were then adenylated and adapters were ligated. One adapter had a six-nucleotide barcode unique to each sample, which allowed multiple samples to be sequenced in each lane of a HiSeq flow cell (Illumina). Products were purified and enriched by PCR to create the final cDNA library. Final libraries were checked for quality and quantity by TapeStation (Agilent) and quantitative PCR using Kapa’s library quantification kit for Illumina Sequencing platforms (catalog number KK4835; Kapa Biosystems, Wilmington, MA, USA). They were then clustered on the cBot (Illumina) and sequenced six samples per lane on a 50 cycle single end HiSeq 2000 (Illumina) in high output mode (version 3 reagents).

An average of 35.5 million 50-bp reads was generated from the 56 samples (Additional file 2). The adaptor sequence was removed using the cutadapt algorithm with 5% maximum error rate (-e option) and 20-bp minimum read length (-m option) [29]. Low quality reads were removed using the cutadapt running sum quality filter with Phred33 quality threshold of 25 (-q option) and 20-bp minimum read length (-m option) [29, 30]. Reads were also quality filtered using the window-based algorithm within the FASTX-Toolkit (fastq_quality_filter), which excluded reads without phred33 score greater than 25 for at least 50% of the read length (options -q 25 -p 50) [30, 31]. The FASTX-Toolkit artifacts filter (fastx_artifacts_filter) was applied [31]. Read statistics and quality prior to mapping were assessed using the “fastx_quality_stats” utility [31] and FastQC [32].

Reads were mapped to the mouse genome (GRCm38/mm10) using TopHat2 [33] along with UCSC Genome Browser gene model annotations and Bowtie index files [34]. The TopHat2 coverage based search for junctions was disabled (--no-coverage-search) as well as mapping of reads to multiple locations (option -g 1) [33]. Bam files generated by TopHat2 were sorted, indexed, and further analyzed using samtools [35]. The number of reads mapping to each annotated gene was tabulated using HTSeq (function, htseq-count) and only reads completely and unambiguously overlapping a gene locus were included in tabulations (-m intersection-strict) [36]. Reads with alignment quality scores less than 10 were excluded (-a 10) [36]. Cufflinks was used to calculate fragments per kilobase of transcript per million mapped reads (FPKM) and associated FPKM confidence intervals [37]. Mapping quality assessments including the percentage of total mapped reads and percentage of exonic reads were generated using RSeQC [38] and RNA-SeQC [39].

### Differential expression analysis

Differential expression analysis was performed to identify genes with normalized read counts differing between IMQ- and CTL-treated samples. For each sex–strain combination, this comparison involved four samples (two IMQ-treated and two CTL-treated) and considered only genes with expression detected in at least one of the four samples. Genes were considered to have detected expression in a sample if the count per million mapped reads (cpm) was greater than 0.25 and if the FPKM lower 95% confidence interval was greater than 0. Tests for differential expression were performed using negative binomial generalized log-linear models as implemented within the R Bioconductor package edgeR [40]. To correct for library size differences among samples, gene counts were normalized using the trimmed mean of M-values (TMM) method (edgeR function, calcNormFactors) [41]. Within the negative binomial framework, dispersion parameters are estimated for each gene to quantify inflation of gene-specific variances relative to the Poisson probability distribution model [42]. These dispersions were estimated using the Cox-Reid Adjusted Profile Likelihood method (edgeR functions, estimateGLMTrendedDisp and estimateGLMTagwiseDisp) [40, 42]. Negative binomial models were then fit for each gene (edgeR function, glmFit) and *p* values for differential expression were obtained by likelihood ratio tests (edgeR function, glmLRT) [40]. Raw *p* values were adjusted for multiple hypothesis testing using the Benjamini–Hochberg method [43]. The same differential expression analysis methods were applied to identify genes differing significantly in pairwise comparisons of CTL samples from different strains. To identify genes with sex-dependent IMQ responses, negative binomial models with likelihood ratio tests were used (edgeR function, glmLRT), with full models for each gene formulated to include covariates corresponding to sex, treatment, and sex × treatment interaction, and reduced models including covariates corresponding to sex and treatment only.

### Mouse–human homology mapping

Vertebrate homology maps were downloaded from the Mouse Genome Database (http://www.informatics.jax.org) [44]. Homology maps included 16757 homologene identifiers uniquely associated with a mouse and human gene symbol. This allowed matching of mouse and human expression data based upon gene symbols sharing a common homologene identifier.

### Additional gene expression datasets

Gene expression in human psoriasis was evaluated using results from an RNA-seq meta-analysis comparing gene expression in psoriasis lesions to uninvolved skin from 44 patients (Gene Expression Omnibus (GEO) series identifiers GSE41745, GSE54456/GSE63979, GSE66511) [45]. Additional datasets incorporated into analyses include those from prior microarray studies of IMQ dermatitis in mice (GSE27628, GSE47607, GSE60804, GSE63684, GSE78057) [2, 20–22], human KCs treated with poly(I:C) (GSE21260) [46], human KCs treated with IL-17A (GSE12109, GSE24767, GSE27533, GSE32620, GSE36287, GSE52361, GSE53751), the Immunological Genome Project (IGP; GSE15907) [47, 48], macroscopically normal human skin from control subjects without skin disease (*n* = 90 subjects; GSE54456; Additional file 2), laser capture microdissected human suprabasal and basal epidermis (GSE42114) [49], regenerated human epidermis organotypic cultures (GSE52953) [50], Mediterranean spotted fever eschars (GSE32993), burn wound margins 0–3 days post-injury (GSE8056) [51], and *Leishmania braziliensis*-infected cutaneous lesions (GSE55664) [52]. Comparisons to 35 human skin diseases were made using a database of 124 expression signatures compiled and described in a previous publication [45]. IGP data were processed and analyzed to identify cell type-specific genes as described previously [47]. For all other datasets, normalized expression data were downloaded as series matrix files, with the exception of Affymetrix datasets for which raw CEL files were downloaded and normalized using robust multichip average (RMA) [53]. Tests for differential expression were performed using empirical Bayes linear models (R package, limma) [54] with raw *p* values corrected using the Benjamini–Hochberg algorithm [43].

### Real time quantitative reverse transcription PCR

The 7900HT Fast Real-time PCR system with Fast 384-well Block Module was used to carry out RT-PCR reactions (Applied Biosystems, catalog number 4309849). Pre-designed TaqMan® primer assays were purchased from Thermo Fisher Scientific (*Stat1*, Mm00439531_m1; *Irf1*, Mm01288580_m1; *Epgn*, Mm00504344_m1; *Cd3g*, Mm00438095_m1; *Cd4*, Mm00442754_m1; *Cd8a*, Mm01182107_g1; *Cyp2g1*, Mm01168480_m1; *Fosb*, Mm00500401_m1; *Aldh1l2*, Mm00463499_m1; *Atp13a5*, Mm00558722_m1; *P2rx1*, Mm00435460_m1; *Il17a*, Mm00439618_m1; *Il17b*, Mm01258783_m1; *Il17c*, Mm00521397_m1; *Il17d*, Mm01313472_m1; *Il17e*, Mm00499822_m1; *Il17f*, Mm00521423_m1; *Il1f5*, Mm00497802_m1; *Krt1*, Mm00492992_g1). 18S ribosomal RNA (*Rn18s*) was used as an endogenous control gene to normalize cycle threshold values (Applied Biosystems, catalog number Mm04277571_s1). The 2^-∆∆Ct^ method was used to calculate fold changes and estimate relative expression among samples [55]. Statistical analyses were performed using log2-scaled estimates of relative gene expression (i.e., *Rn18s* CT − Target gene CT). Group differences in relative expression were evaluated by Tukey’s honest significance test with an experiment-wise type I error rate of 0.05 (R package, agricolae; R function, HSD.test). Differential IMQ responses between strains were evaluated using linear models with coefficients corresponding to strain, sex, treatment, and strain-by-treatment interaction terms (R function, lm).

## Results

### Mouse strains differ in their baseline characteristics but macroscopic IMQ responses are consistent

Mouse back skin was treated with 62.5 mg Aldara™ (5% IMQ) or a non-toxic lanolin-derived occlusion cream (CTL) once per day for five consecutive days. Superficial erythema and scaling was similar among strains (Fig. 1a) with consistent splenomegaly (Fig. 1d) and increased epidermal thickness (acanthosis) (Fig. 1c). IMQ reduced body weight in most strains, but this was significant only in B6, DBA, FVB, and 129/SvJ mice (Fig. 1b). Unexpectedly, CTL treatment of BALB/c mice decreased body weight significantly (Fig. 1e), and consequently there was no difference between effects of CTL and IMQ on body weight in this strain (Fig. 1b). Otherwise, with or without IMQ treatment, strains varied continuously with regard to epidermal thickness, weight loss, and spleen weight (Figs. 1e–j). MOLF mice were the most disparate, with high epidermal thickness, low spleen weight, and no significant weight loss following IMQ treatment (Fig. 1e–j). Thickness of CTL-treated skin of MOLF males, for example, was increased twofold relative to FVB males (Fig. 1f).

### Genome-wide expression responses to IMQ differ prominently in MOLF males

RNA-seq was used to profile transcriptomes of 56 CTL- and IMQ-treated skin samples (7 strains × 2 sexes × 2 treatments; *n* = 2 samples per strain/sex/treatment combination). 

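Back skin of male and female mice of the 7 strains had been treated once per day for 5 days with 62.5 mg of CTL cream or of cream containing 5% IMQ. For each of the 56 samples, the authors deposited the number of reads that htseq-count assigned to each gene, without normalization. They also deposited FPKM values from Cufflinks, which were not used in any test. Between 21425331 and 40521849 reads per sample were assigned to genes, with a median of 28909750 in the 28 CTL samples and 28820774 in the 28 IMQ samples. The 10 most abundant genes of a sample took between 4.7% and 11.3% of its counts. The files name 24358 genes by symbol only. Of these, 23153 were matched by symbol and 1090 by an unambiguous synonym to the RefSeq annotation of GRCm38, which gave 20498 protein-coding genes and their positions. Protein-coding genes with a library-size-scaled count (CPM) above 0.25 in at least 1 sample were tested with edgeR's likelihood ratio test after TMM normalization. A gene was called a DEG when its Benjamini-Hochberg adjusted p-value (FDR) was under 0.1 and its fold change (FC) was above 2 or below 0.5. The IMQ-versus-CTL fit of each sex–strain combination had 2 CTL and 2 IMQ mice, so that a fold change rests on 4 mice. The run prefixes of the deposited data divide the samples into 2 library series, with 36 samples in one and 20 in the other. The series are a possible technical batch, which neither the labels nor the paper name. B6, DBA, MOLF and 129/SvJ belong to the larger series, BALB/c and CD1 to the smaller, and FVB replicates 1 and 2 to different series. Sex-linked transcripts went against the label in 2 libraries. The library labelled DBA male IMQ 2 had 7 reads on the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty and 6998 on Xist, whereas the library labelled DBA female IMQ 2 had 6707 and 56. Both were kept as labelled.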

An average of 34.9 million quality-filtered reads was generated from the 56 samples, and of these 97.2% on average mapped to the mouse genome (UCSC GRCm38/mm10; Additional file 2). As expected, the proportion of mapped reads differed among strains, although at least 95% of reads on average were mapped for all strains (Additional file 2). Of mapped reads, an average of 87.6% mapped to annotated exons, and this percentage differed only slightly among strains and was no less than 86% for any genotype (Additional file 2). 

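Expression in CTL skin was expressed as CPM after TMM normalization, averaged over the 4 CTL mice of each strain, and genes were ranked among the 16924 protein-coding genes detected across the 56 samples. Positions are those of GRCm38, the build to which the authors mapped the reads. Krt1 (chromosome 15, 101845426 to 101850786) encodes a keratin of the suprabasal epidermis. Its CPM ranged from 2316.4 ± 838.9 (SD, n = 4) in B6 mice, where it ranked 20, to 8316.6 ± 3414.2 (SD, n = 4) in MOLF mice, where it ranked 2. The spread between mice was wide in CD1 mice, whose 4 Krt1 values lay between 1437.8 and 12210.6. Krt14 (chromosome 11, 100203162 to 100207510), which encodes a keratin of the basal layer, ranged from 1665.9 ± 351.3 (SD, n = 4) in B6 mice to 4162.1 ± 1768.1 (SD, n = 4) in BALB/c mice, and its rank from 33 to 8. The ribosomal protein gene Rpl37a (chromosome 1, 72711260 to 72713813) varied least, from 492.1 ± 89.4 (SD, n = 4) in FVB mice to 614.7 ± 110.7 (SD, n = 4) in CD1 mice, with ranks between 217 and 197. Values from human skin were not used here.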

For each strain, expression of genes in CTL skin was correlated with that of homologous genes in normal human skin (*r*_s_ ≥ 0.816; Additional file 3a–h), and genes most highly expressed in human skin likewise had robust expression in mouse CTL skin (e.g., *Krt1*, *Krt14*, *Rpl37a*; Additional file 3i).

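Profiles of log2 CPM (prior count of 1) over the protein-coding genes were clustered by average linkage on the Pearson correlation distance. When the tree was divided into 2 clusters, 1 CTL and 1 IMQ sample of 129/SvJ females separated from the remaining 54 samples. Division into 3 clusters set apart 1 more sample, a CD1 female treated with IMQ. With 4 clusters, the largest held 39 samples, of which 26 were IMQ and 13 were CTL, and another held 14 samples, all CTL. That CTL cluster contained samples of 5 strains and none from BALB/c or MOLF mice. The nearest neighbor of a sample had the same treatment in 45 of 56 cases, the same strain in 54 and the same sex in 34. With the Spearman correlation distance the 4 clusters had the same sizes and held the same numbers of IMQ and CTL samples, and the nearest neighbor shared the treatment in 44 cases.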

Cluster analysis of protein-coding gene expression profiles grouped IMQ samples apart from CTL samples (Additional file 4). Most expression variation was explained by mouse strain (Additional file 4e), with expression profiles of B6, BALB/c, DBA, and 129/SvJ genotypes differing from MOLF, CD1, and FVB (Additional file 4). 

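For each gene, the sum of squares of log2 CPM was divided among strain, sex, treatment and their interactions. The shares were then averaged over genes with equal weight. Strain accounted for 30.6% of the variation and its interactions with treatment and with sex for 11.0% and 8.39%, while 31.2% remained between the 2 replicates of a condition. Leaving out a replicate left 1 sample per condition and gave 37.3% for strain. Since no share between replicates remains then, the other shares rise by construction, and this does not show how stable the share of strain is. For each pair of strains, the mean log2 profiles, centered on the mean of the 7 strains, were correlated across genes, which are not independent replicates. Centering makes these correlations negative on average, so that their sign carries no information and only differences between sets do. The mean correlation was -0.08 over the 6 pairs among B6, BALB/c, DBA and 129/SvJ, -0.14 over the 3 pairs among MOLF, CD1 and FVB, and -0.20 over the 12 pairs between both sets. Among CTL samples alone the corresponding means were -0.17, -0.22 and -0.14.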

Consistent with this, strain variation was prominent among CTL samples, with differential expression analysis suggesting that baseline expression differed most in B6 and MOLF strains (false discovery rate (FDR) <0.10; Additional file 3j). 

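A single edgeR fit over the 28 CTL samples, with strain and sex as factors, compared each strain with the 6 others among 16729 genes. MOLF mice differed from another strain by 3560 genes on average (range over 6 pairs, 2681 to 4781; likelihood ratio test with Benjamini-Hochberg adjustment). The corresponding means were 3032 in CD1, 2937 in BALB/c and 2674 in 129/SvJ mice. B6 mice differed by 2183 genes on average, with the widest relative range, from 401 against FVB mice to 4040. DBA and FVB mice had means of 1961 and 1812. All CD1 and BALB/c mice belong to the smaller library series. Their differences from B6, DBA, MOLF and 129/SvJ mice thus cannot be told apart from a difference between series. Between CD1 and BALB/c, 1435 genes differed, the lowest count of either strain. Pairs within the larger series ran from 815 (B6 and DBA) to 4040 (B6 and MOLF). When each pair of strains was fitted on its own, the ranking changed, with means of 3060 in MOLF, 2848 in BALB/c, 2670 in B6, 2604 in CD1 and 1432 in 129/SvJ mice. The setting that moved the counts of the single fit most was leaving out replicate 2, with 2 mice per strain left and means of 578 in CD1 and 1350 in 129/SvJ mice.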

Despite such baseline expression differences, IMQ response vectors of MOLF and CD1 mice were aberrant within two-dimensional principal component space, particularly among males (Fig. 2a, b). 

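Principal components were computed from centered log2 CPM, and a response vector joined the mean of the 2 CTL samples to the mean of the 2 IMQ samples. The 2 axes carried 21.3% and 11.9% of the variance. Vectors of 13 combinations pointed toward higher values on the main axis, from 27.5 in CD1 females to 117.2 in B6 females. The MOLF male vector pointed the other way, with a shift of -6.27 on the main axis and 22.8 on the other axis. It formed an angle of 92.9 degrees with the mean vector of the other combinations, against 24.7 degrees in 129/SvJ females, the next largest. In CD1 mice the angles were 11.8 degrees in males and 4.16 degrees in females. The CD1 male shift of 43.0 was smaller than the gap of 53.2 between its 2 CTL samples, and the MOLF male shift along the main axis was likewise within the gap of 22.2 between its CTL samples. The same held for BALB/c males (31.9 against 39.0), FVB males (41.1 against 54.6) and 129/SvJ females (78.4 against 80.1).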

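Log2 fold changes (IMQ/CTL) of the 14699 protein-coding genes tested in all 14 combinations were compared by Spearman correlation across genes, which are not independent replicates. Between MOLF males and B6 males the coefficient was -0.13, whereas B6 males were positively correlated with males of BALB/c (0.43), CD1 (0.34), DBA (0.66), FVB (0.47) and 129/SvJ (0.48). MOLF males were negatively correlated with 9 of the 13 other combinations, with a mean of -0.05 and a minimum of -0.24 against FVB males. The 4 positive coefficients were 0.08 with DBA males, 0.15 with MOLF females, 0.19 with 129/SvJ males and 0.09 with 129/SvJ females. All 78 pairs that did not include MOLF males were positively correlated, with a minimum of 0.13. Leaving out 1 sample at a time moved this comparison most among the alternatives, since the coefficient between MOLF and B6 males then ranged from -0.26 to 0.01.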

MOLF males were most atypical and IMQ-induced expression shifts were negatively correlated with other strains (Fig. 2c, d). Consistent with this, we identified self-organizing map regions with opposite IMQ responses in MOLF males (Fig. 2e).

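Among the 1676 DEGs of MOLF males, 959 (57.2%) had a fold change opposite in sign to the mean of the other 13 combinations. The next largest share was 19.0%, in FVB males. A single edgeR fit over the 56 samples tested each response against the mean of the other 13 among 16924 genes. In MOLF males, 2552 genes responded differently (likelihood ratio test, Benjamini-Hochberg FDR), 1230 of them higher and 1322 lower than the mean, and 2206 moved in the opposite direction. The corresponding number was 381 in B6 females, 140 in FVB males and at most 76 in any other combination. No gene passed in BALB/c males or DBA males, in which 422 and 810 genes had an unadjusted p-value under 0.05. The quasi-likelihood test changed these counts most, to 2637 in MOLF males, 82 in B6 females and 2 in FVB males. Rtp4 (chromosome 16, 23520219 to 23614222) exceeded the mean of the other responses by 3.86 on the log2 scale (FDR = 1.2e-07), with a fold change of 3.77 in MOLF males and a mean of -0.09 elsewhere. Zbp1 (chromosome 2, 173206612 to 173218959) exceeded it by 3.19 (FDR = 1.2e-07). In the other direction, Atp13a5 (chromosome 16, 29230490 to 29378766) lay at -3.66 (FDR = 4.9e-07) relative to that mean, and Plcxd2 (chromosome 16, 45959261 to 46010413) at -3.41 (FDR = 9.4e-07).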

**Fig. 2:**
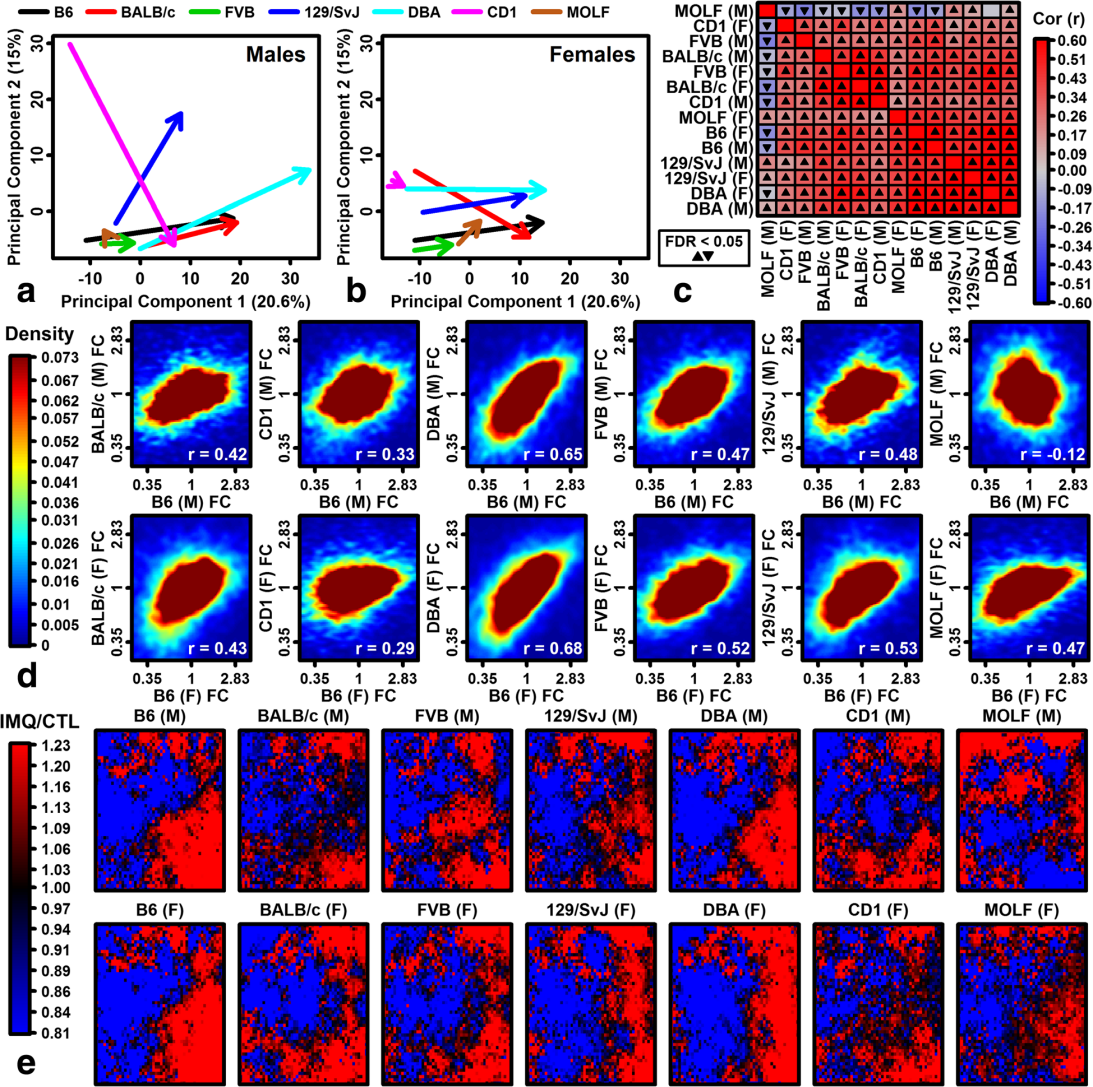
Genome-wide expression responses to IMQ. **a**, **b** Imiquimod principal component response vectors for **a** males and **b** females (*arrow start*, CTL sample average; *arrow end*, IMQ sample average). **c** Spearman correlations between fold change (FC) estimates (IMQ/CTL). **d** Comparison of FC estimates (IMQ/CTL) of each strain to B6 mice of the same sex (*top*, males; *bottom*, females; *white font*, Spearman correlation coefficient). *Colors* reflect gene density (see scale). **e** Self-organizing maps (SOMs). Genes are plotted on the same SOM for each sex/strain and the color scale denotes FC (IMQ/CTL). *F* female, *M* male

### Sex-specific IMQ responses differ among strains and are strongest in MOLF and FVB mice

In relative terms, most expression variation was explained by strain and treatment (IMQ versus CTL), with less variation explained by sex (Additional file 4e). 

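In the same division of the variation, treatment accounted for 8.95% and sex for 2.87%. The interaction of sex with treatment carried 1.3% and that of all 3 factors 5.76%. The share left between replicates sums over many more comparisons, so that these shares cannot be set against it directly. Spread between mice alone also gives each term a share, larger for terms with more comparisons. A small share of an interaction therefore need not reflect an effect. Restricting the genes to the 13792 that were above 1 CPM in at least 28 samples gave 9.71% for treatment and 2.91% for sex. Without replicate 2, the share of sex rose to 5.25%, and without replicate 1 that of treatment rose to 11.8%. Neither fit leaves a share between replicates, so that the other shares rise by construction.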

Consistent with this, IMQ expression responses were positively correlated between sexes for each strain (Additional file 5). 

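The Spearman correlation between male and female fold changes, across the genes tested in all combinations, was positive in each of the 7 strains. It was 0.81 in B6, 0.71 in DBA, 0.63 in 129/SvJ and 0.6 in BALB/c mice. With 1 sample left out at a time, the coefficient stayed between 0.74 and 0.81 in B6 mice. In CD1 mice it was 0.32 and depended on single samples, ranging from -0.17 to 0.59. Exchanging both DBA libraries whose sex-linked counts went against their labels, an alternative chosen after seeing the data, gave 0.73 in DBA mice.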

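The lowest male–female coefficients were found in MOLF mice (0.151) and FVB mice (0.259). Both changed considerably when 1 of the 8 samples was left out, ranging from -0.18 to 0.43 in MOLF mice, where the sign reversed, and from 0.01 to 0.38 in FVB mice. Pearson correlation gave 0.24 and 0.39, and a replicate block gave 0.19 and 0.24.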

The magnitude of such correlations, however, varied considerably (0.152 ≤ *r*_s_ ≤ 0.799), with weaker correlations in MOLF and FVB strains (*r*_s_ = 0.152 and 0.267, respectively; Additional file 5). 

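Sex-by-treatment interactions were tested in each strain with an edgeR fit over its 8 samples. The number of genes with an interaction (likelihood ratio test with Benjamini-Hochberg adjustment) was 588 in MOLF mice, of which 369 responded more positively in females and 219 more positively in males. It was 452 in FVB mice (272 and 180). In the other strains it was 38 in B6, 23 in BALB/c, 16 in DBA, 5 in 129/SvJ and 1 in CD1 mice. The quasi-likelihood test moved the counts most, leaving 68 genes in MOLF and 37 in FVB mice. It left 0 genes in each of the other strains, where between 125 (CD1) and 685 (DBA) genes had an unadjusted p-value under 0.05. With the replicate number of the labels as a block, the counts were 444 and 545. In FVB mice that block is also the library series. Exchanging both DBA libraries whose sex-linked counts go against their labels, an alternative chosen after seeing the data, raised the DBA count from 16 to 377. Il1f6 in MOLF mice had a log2 fold change of -2.13 in males and 1.21 in females, a difference of 3.35 (SE 0.41, FDR = 4.1e-11). Has1 (chromosome 17, 17833691 to 17855589) differed in the other direction, by -4.73 (SE 0.73, FDR = 8.2e-07). In FVB mice, Lyve1 (chromosome 7, 110850607 to 110862953) fell in males (-1.60) and rose in females (2.47), a difference of 4.03 (SE 0.43, FDR = 1.1e-15). Hs3st3b1 (chromosome 11, 63884693 to 63922284) showed a difference of -2.10 (SE 0.38, FDR = 3.1e-05). The FVB fit includes the library labelled female CTL 2, which had 25 reads on Xist, against at least 19392 in the other FVB females.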

In line with this, we identified 350 and 422 genes with significant sex-by-treatment interaction effects in MOLF and FVB mice, respectively, but few or no genes with such effects in other strains (FDR <0.10; Additional file 5I). Genes with significant interaction effects in MOLF and FVB mice were largely distinct with little overlap (Additional file 5k). 

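Among the 15650 genes tested in both strains, 442 had an interaction in FVB mice and 578 in MOLF mice, and 54 had one in both. By chance 16.3 shared genes would occur (2-sided Fisher's exact test over genes, which are not independent replicates; odds ratio 3.9, p = 7.7e-15). The interaction had the same sign in both strains for 19 of the 54 shared genes.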

By applying a less stringent significance criterion (*P* < 0.05), it was possible to identify some genes with the same sex-by-treatment interaction pattern in as many as three or four strains (e.g., *Cyp2g1*, *Aldh1l2*; Additional file 5l–p). 

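Aldh1l2 (chromosome 10, 83487447 to 83534146) had a positive interaction, that is, a higher log2 fold change in females than in males, in all 7 strains. In edgeR's likelihood ratio test the difference was 3.86 (unadjusted p = 2.7e-09) in B6, 2.68 (unadjusted p = 4.2e-07) in DBA, 1.45 (unadjusted p = 5.2e-04) in FVB, 1.56 (unadjusted p = 0.0019) in BALB/c and 1.75 (unadjusted p = 0.0033) in MOLF mice. In the same edgeR test it was 1.34 (unadjusted p = 0.081) in 129/SvJ and 0.64 (unadjusted p = 0.4) in CD1 mice. After Benjamini-Hochberg adjustment across genes, the FDR was below the threshold in 4 strains, at 7.1e-06 in B6, 0.0034 in DBA, 0.034 in FVB and 0.094 in MOLF mice. The direction differed between the sexes in B6 mice, with a log2 fold change of -1.47 (SE 0.28, FDR = 9.7e-06) in males and 2.39 (SE 0.48, FDR = 4.8e-05) in females.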

Of these, the most consistent trend was observed for a cytochrome P450-encoding gene (*Cyp2g1*), which in five of seven strains was decreased by IMQ in males but increased by IMQ in females (*P* < 0.05 for each of five strains; Additional file 5l). 

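Cyp2g1 (chromosome 7, 26808927 to 26821197) encodes a cytochrome P450. In B6 males its normalized CPM was 43.1 and 21.8 in the 2 CTL mice and 131.8 and 142.7 in the 2 IMQ mice, a log2 fold change of 2.11 (SE 0.32, FDR = 9.0e-09) from edgeR's likelihood ratio test with Benjamini-Hochberg adjustment. In B6 females it was 465.5 and 246.4 in CTL and 76.4 and 22.2 in IMQ mice, a log2 fold change of -2.81 (SE 0.49, FDR = 2.0e-06). The female-minus-male difference was negative in all 7 strains. In edgeR fits over the 8 mice of each strain it amounted to -4.93 (unadjusted p = 2.0e-12) in B6, -3.27 (unadjusted p = 1.2e-05) in BALB/c, -3.04 (unadjusted p = 0.0032) in DBA, -2.59 (unadjusted p = 0.0089) in CD1, -2.13 (unadjusted p = 0.018) in 129/SvJ, -1.21 (unadjusted p = 0.022) in FVB and -1.48 (unadjusted p = 0.22) in MOLF mice. Males rose and females fell in B6, BALB/c, CD1, DBA and FVB mice, whereas in MOLF and 129/SvJ mice the gene fell in both sexes and more so in females. Log2 fold changes of males ranged from -0.57 in 129/SvJ to 2.85 in BALB/c, and those of females from -2.81 in B6 to -0.43 in BALB/c mice.

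**Figure D1:**
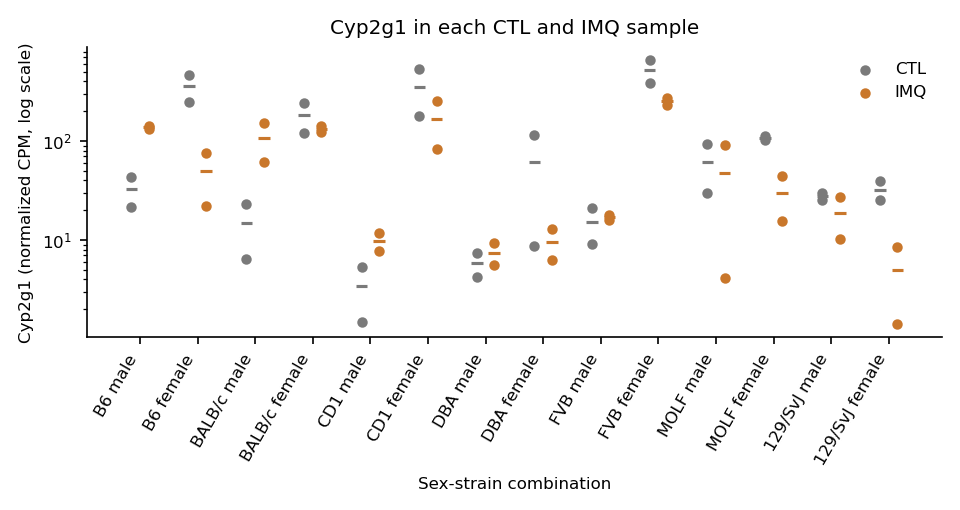
Normalized CPM of Cyp2g1 on a log scale (vertical axis) in each CTL sample (gray) and IMQ sample (orange) of the 14 sex–strain combinations (horizontal axis), with a bar at the mean of the 2 samples of each group. In B6 mice the IMQ samples lie above both CTL samples in males (142.7 and 131.8) and below both in females (76.4 and 22.2).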

Consistent sex-specific IMQ responses were thus observed for some genes, although no gene showed a consistent sex-specific pattern across all seven strains (Additional file 5).

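At an unadjusted p-value under 0.05 (edgeR likelihood ratio test), 578 genes had an interaction of the same sign in exactly 2 strains, 137 in 3, 30 in 4, 11 in 5 and 2 in 6 strains. The pair of genes with the same sign in 6 strains were Cyp2g1 and Igfl3, and 0 genes reached 7 strains. With 7 strains tested at that level and no adjustment across strains, some shared signs occur by chance.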

### IMQ activates immune and inflammatory gene expression in all strains but decreases expression of homeostatic genes

The number of genes with detectable expression was similar in all strains (Fig. 3a), but the number of differentially expressed genes (DEGs) between CTL and IMQ skin varied, ranging from 35 (CD1 males) to 2676 (B6 females) (Fig. 3b). This reflected IMQ effect size differences, since the distribution of fold change estimates (IMQ/CTL) was compressed in strains with few DEGs (e.g., CD1 mice, BALB/c males, MOLF females; Fig. 3c). 

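Between 15454 (BALB/c males) and 15980 (129/SvJ females) protein-coding genes passed the expression filter in the fit of a combination. With edgeR's likelihood ratio test and Benjamini-Hochberg adjustment, the number of DEGs ranged from 42 in CD1 males and 50 in CD1 females to 2686 in B6 females. B6 males had 2150, DBA females 1922, BALB/c females 1671 and DBA males 1429 DEGs. Both DBA counts include a library whose sex-linked counts went against its label. Exchanging these libraries, an alternative chosen after seeing the data, gave 276 DEGs in DBA males and 3283 in DBA females. FVB females and males had 1036 and 641, and 129/SvJ males and females 959 and 276. BALB/c males and MOLF females had 182 and 161. Decreased genes outnumbered increased genes in B6 females (1570 against 1116) and increased genes were more numerous in FVB females (584 against 452). The choice of test moved the counts most. With the quasi-likelihood test, 2335 DEGs remained in B6 females and 1 in 129/SvJ females, and 0 remained in CD1 males, CD1 females and MOLF females, where 656, 399 and 928 genes had an unadjusted p-value under 0.05. The labels number the 2 mice of each condition without stating what equal numbers share. Across 14123 genes, the deviation between CTL mice 1 and 2 was correlated with that between IMQ mice 1 and 2 by 0.66 in 129/SvJ females and 0.32 in CD1 females, with a median over the 14 combinations of -0.055 and a minimum of -0.43 in FVB males. With the replicate number as a block, 129/SvJ females had 1215 DEGs, CD1 males 136 and MOLF females 103, while the other 11 counts stayed within 1.5 times the unblocked ones.

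**Figure D2:**
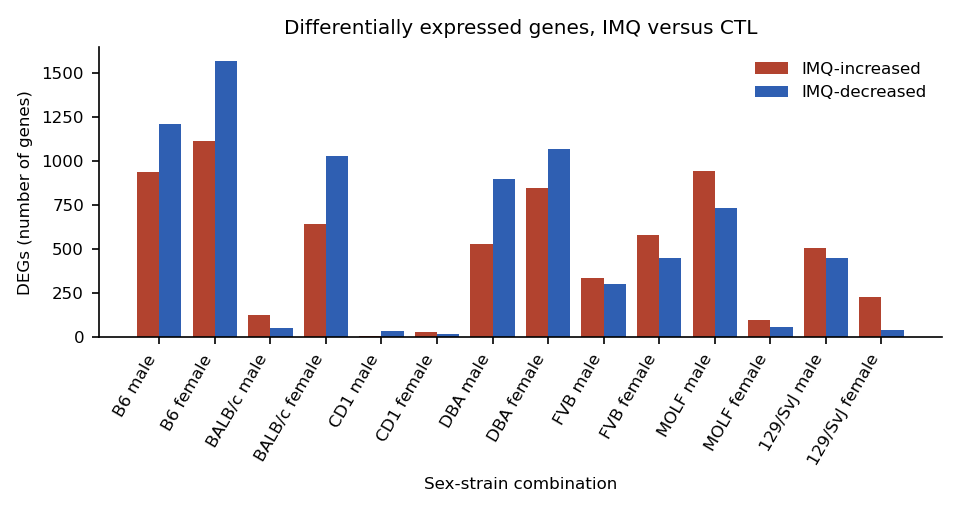
Number of DEGs (vertical axis) increased (red) and decreased (blue) by IMQ in each of the 14 sex–strain combinations (horizontal axis), from the fit of 2 CTL and 2 IMQ samples without a block. B6 females have the tallest bars (1116 increased and 1570 decreased), and CD1 males the shortest (8 and 34).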

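The interquartile range of log2 fold changes was 0.53 in CD1 males, 0.41 in CD1 females, 0.40 in BALB/c males and 0.43 in MOLF females, against 0.97 in B6 females and 0.87 in DBA females. Over the 14 combinations it was correlated with the number of DEGs (Pearson r = 0.89, permutation p = 5.0e-05, Benjamini-Hochberg adjusted p = 6.0e-04; Spearman rho = 0.87, permutation p = 1.2e-04, adjusted p = 7.2e-04; all 2-sided). Without the 2 combinations farthest from the median range, r was 0.81 and rho 0.80. A DEG is defined by its fold change, and both measures come from the same 4 samples. A positive relation is therefore partly built in, and its p-values do not show that effect size explains the counts. The permutation also treats both sexes of a strain as independent. Over the 8 combinations of the 4 strains whose libraries all belong to the larger series, r was 0.85 (exact permutation p = 0.0095) and rho 0.93 (exact permutation p = 0.0022). The smaller series holds both sexes of only BALB/c and CD1 mice, too few to recompute the relation. The number of DEGs was also related to the biological coefficient of variation estimated by edgeR, which ranged from 0.183 in 129/SvJ males to 0.411 in 129/SvJ females (r = -0.64, permutation p = 0.012, adjusted p = 0.028; rho = -0.62, permutation p = 0.021, adjusted p = 0.042). Without its 2 extreme combinations, r was -0.59 and rho -0.47. In the 8 combinations of the larger series, r was -0.66 and rho -0.52, and without 2 of them r was 0.28, so that the relation there rests on those combinations. With the smallest total count of the 4 samples, r was -0.51 and rho -0.52 (permutation p = 0.062 for each, adjusted p = 0.083). These relations, each over all combinations and over the larger series, were the 6 computed, and their 12 p-values were adjusted together.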

Among the 14 strain–sex combinations, the number of DEGs identified was negatively correlated with baseline (CTL) body weight and spleen weight (*r*_s_ = −0.42 and −0.37, respectively), although this trend was not statistically significant (*P* ≥ 0.141; Additional file 6). 

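In edgeR's likelihood ratio tests with Benjamini-Hochberg adjustment, 2830 genes were increased by IMQ in at least 1 combination, 8 in 12 or more and 0 in all 14. Fcrl5 (chromosome 3, 87435777 to 87500678) was increased in 13 combinations and positive in all 14, with log2 fold changes from 1.55 in CD1 males to 10.68 in DBA females and a geometric mean FC of 205.1. Its baseline was low, with a mean CPM of 0.0214 in B6 CTL mice, so that the size of the fold change is imprecise. With 1 sample left out at a time, the CD1 male value ranged from 0.61 to 9.95. Cd300e (chromosome 11, 115051917 to 115066676) was increased in 12 combinations, from 1.39 in FVB males, where the change did not pass the threshold, to 8.57 in 129/SvJ females, with a mean FC of 45.2. Fpr1 (chromosome 17, 17876471 to 17883939) was increased in 12 combinations, from 1.15 in CD1 males to 10.58 in 129/SvJ females, with a mean FC of 23.1. Its CD1 male value ranged from 0.24 to 5.62 with 1 sample left out at a time. The other genes increased in 12 combinations were Fcgr4, Gzma, Itgam, Lst1 and Slc13a3.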

Genes consistently elevated by IMQ were associated with peptide cross-linking, inflammation, and immune/defense response (e.g., *Fcrl5*, *Cd300e*, *Fpr1*; Fig. 3d, f). 

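In the same edgeR tests, 3875 genes were decreased by IMQ in at least 1 combination and 8 in 10 or more, but none in all 14; 966 genes were increased in one combination and decreased in another. Sema3d (chromosome 5, 12383161 to 12588953) was decreased in 11 combinations and negative in all 14, with log2 fold changes from -3.37 in 129/SvJ females to -0.12 in CD1 males and a mean FC of 0.278. Mrgprb3 (chromosome 7, 48642863 to 48643801) was decreased in 10 combinations (from -6.08 in FVB males to -0.79 in CD1 males; mean FC 0.125). Retnla (chromosome 16, 48842609 to 48844461) was decreased in 10 combinations (from -4.70 in B6 females to -0.48 in CD1 females; mean FC 0.185).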

Genes consistently decreased by IMQ (e.g., *Sema3d*, *Mrgprb3*, *Retnla*) were associated with homeostasis and transport (Fig. 3e, g).

**Fig. 3:**
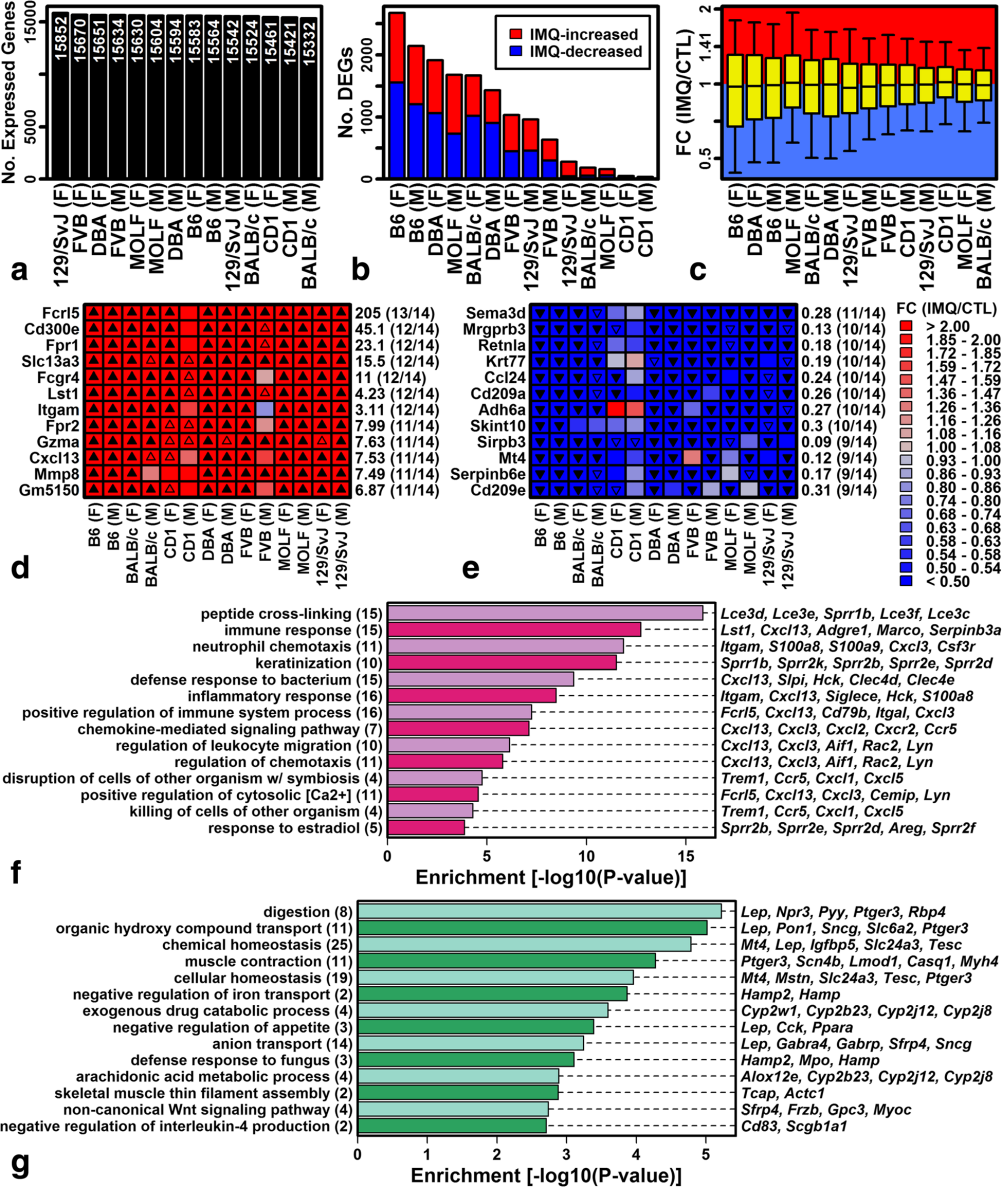
Differential expression with IMQ treatment. **a** Number of expressed protein-coding genes. **b** Number of differentially expressed genes (*DEGs*; IMQ-increased, fold change (FC) >2.0 with FDR <0.10; IMQ-decreased, FC <0.50 with FDR <0.10). **c** FC distributions (IMQ/CTL). *Boxes* outline the middle 50% of FC estimates (*whiskers*, 10th and 90th percentiles). **d**, **e** Genes most frequently increased (**d**) or decreased (**e**) by IMQ treatment. **f**, **g** Gene Ontology biological process terms significantly overrepresented among genes most frequently increased (**f**) and decreased (**g**) by IMQ. Values in *parentheses* (*left margin*) indicate the total number of IMQ-increased (**f**) or IMQ-decreased (**g**) genes associated with each term. The *right margin* lists example IMQ-increased/decreased genes associated with each term. *F* female, *M* male

Fold changes (IMQ/CTL) estimated by RNA-seq were usually correlated with those from previous microarray studies [2, 20–22], but the strength of such correlations varied by strain and among array experiments (Additional file 7a–d). Correspondence was weaker relative to one microarray study utilizing ear skin, rather than back skin, suggesting that site of application is influential (Additional file 7b). Although RNA-seq/microarray FCs were correlated, we nonetheless identified 719 DEGs induced by IMQ in B6 and/or BALB/c mice (the previously studied strains), which had not reached the same significance thresholds in microarray experiments (fold change >2.0 with FDR <0.10; Additional file 7c). Similarly, we identified 1407 IMQ-repressed DEGS not identified previously by microarray (B6 and/or BALB/c; fold change <0.50 with FDR <0.10; Additional file 7c). Key cytokine-encoding genes were among those identified by RNA-seq but not in prior microarray experiments (e.g., *Il17c*, *Il21r*, *Il18*, *Il20*; B6 and/or BALB/c; Additional file 7e, f).

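The responses of B6 and BALB/c mice were compared in an edgeR fit over their 16 samples, with 4 CTL and 4 IMQ mice per strain and both sexes in each group. Across 16238 genes, 2233 responded differently in the 2 strains (likelihood ratio test, Benjamini-Hochberg FDR), 1178 with a higher and 1055 with a lower fold change in B6 mice. Leaving out a mouse moved this count most, to between 1571 and 2775 genes. Il17c (chromosome 8, 122422020 to 122423639) had a log2 fold change of 6.82 (SE 1.2) in B6 and -2.06 (SE 0.69) in BALB/c mice, a difference of 8.88 (FDR = 1.1e-09). Its mean CPM was 0.0188 in B6 and 5.38 in BALB/c CTL mice, and 2.64 and 1.22 in IMQ mice. Il21r (chromosome 7, 125603252 to 125634397) had log2 fold changes of -0.40 (SE 0.34) in B6 and 1.01 (SE 0.30) in BALB/c mice, a difference of -1.41 (FDR = 0.023). Il18 (chromosome 9, 50554700 to 50581841) rose in both strains, by 0.76 (SE 0.31) in B6 and 1.15 (SE 0.31) in BALB/c mice, and its response did not differ between them (-0.39 (FDR = 0.66)). Il20 (chromosome 1, 130906985 to 130911296) had log2 fold changes of 1.19 (SE 0.64) and -0.91 (SE 0.63), a difference of 2.10 (FDR = 0.15) that did not pass the threshold. In the fits of single combinations, Il20 was increased in B6 males (2.75 (SE 0.90, FDR = 0.02)) and decreased in BALB/c females (-1.67 (SE 0.59, FDR = 0.047)). Microarray data were not analysed here.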

### Correspondence with human psoriasis varies among mouse strains and is non-significant for genes decreased by IMQ in MOLF males

Genes altered by IMQ in B6 mice were previously shown to exhibit similar expression shifts in human psoriasis lesions (*r* = 0.21) [2]. For 12 of 14 sex–strain combinations, fold changes (IMQ/CTL) were even more strongly correlated with psoriasis (lesional/uninvolved skin) than estimated previously [2], with an estimated correlation of 0.45 in B6 males (Additional file 8a). The correlation magnitude, however, varied considerably and ranged from 0.05 (MOLF males) to 0.45 (B6 males) (Additional file 8a). There was no significant tendency for psoriasis-decreased DEGs to be similarly repressed by IMQ in MOLF males, although this was the case for each of the 13 other sex–strain combinations (Additional file 8c). Of the 50 genes most strongly elevated in psoriasis lesions, none were significantly induced by IMQ in all strains, although we could identify some induced in most except MOLF males (e.g., *Serpin3a*, *Serpin3d*, *Klk9*, *Klk13*; Additional file 8d). Similarly, none of the 50 genes most strongly repressed in psoriasis lesions were significantly repressed by IMQ in all strains (Additional file 8e). 

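The 50 genes shown by the paper were examined in the fits of single combinations (edgeR likelihood ratio test, Benjamini-Hochberg FDR). None was increased in all 14 combinations; the most frequent was increased in 10. In MOLF males, 15 were decreased and 10 increased. Serpinb3a (chromosome 1, 107045587 to 107052303), named Serpin3a in the paper, was increased in 10 combinations, with log2 fold changes up to 7.82 in B6 females, and was decreased in MOLF males (-2.66 (SE 0.28, FDR = 6.9e-16)). Serpinb3d (chromosome 1, 107078163 to 107083480) was increased in 8 combinations, up to 5.73 in B6 females, and decreased in MOLF males (-2.67 (SE 0.57, FDR = 1.2e-04)). Klk9 (chromosome 7, 43791625 to 43796758) was increased in 7, up to 4.06 in B6 females, and Klk13 (chromosome 7, 43712567 to 43727864) in 8, up to 6.52 in B6 females. In MOLF males their log2 fold changes were -2.12 (SE 0.27, FDR = 4.1e-12) and -2.20 (SE 0.30, FDR = 1.7e-10). Tested against the mean response of the other 13 combinations, MOLF males differed by -5.85 (FDR = 7.9e-04) for Serpinb3a, -5.04 (FDR = 1.8e-04) for Serpinb3d, -4.23 (FDR = 5.8e-04) for Klk9 and -5.10 (FDR = 0.0019) for Klk13.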

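The paper's figure shows 56 genes repressed in psoriasis lesions, of which 54 were tested in at least 1 combination. None was decreased in all 14 combinations, and the most frequent was decreased in 10. B6 females had the largest number of decreased genes, 19 of 51 tested, and CD1 males, CD1 females and 129/SvJ females had 0. In those 3 combinations, 29 of 52, 26 of 51 and 42 of 52 genes had a negative log2 fold change. The 0 in 129/SvJ females comes from the fit without a block. With the replicate number as a block, decreased DEGs among all genes rose there from 45 to 510, and the list was not recounted. The mean log2 CPM of the list fell by 0.56 in B6 mice (n = 4 CTL and 4 IMQ, 2-sided exact permutation p = 0.029, the smallest that 4 mice against 4 allow) and decreased by 0.38 in BALB/c mice (same test, p = 0.029). Adjusted over 14 lists by Benjamini-Hochberg, the p-value of this exact test was 0.033 in B6 and 0.11 in BALB/c mice. The difference between both strains, -0.18, did not pass a permutation test (adjusted p = 0.24 over 14 lists, Benjamini-Hochberg).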

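In single-combination fits (edgeR likelihood ratio test, Benjamini-Hochberg FDR), Syt8 (chromosome 7, 142434850 to 142440396) was increased in 7 of 14 combinations and positive in 13, with log2 fold changes from -0.21 in MOLF males to 2.60 in DBA females. Cdhr1 (chromosome 14, 37077849 to 37098347) was increased in 8 combinations and positive in 12, from -1.29 in CD1 males to 7.21 in B6 females. Cntn2 (chromosome 1, 132509425 to 132543251) was increased in 3 combinations, B6 males (2.31 (SE 0.67, FDR = 0.009)), DBA males (2.20 (SE 0.41, FDR = 3.7e-05)) and 129/SvJ males (1.73 (SE 0.41, FDR = 9.3e-04)), and was positive in 11.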

Notably, some genes strongly decreased in psoriasis lesions were elevated by IMQ in most strains (*Syt8*, *Cdhr1*, *Cntn2*; Additional file 8e). The IMQ/psoriasis correspondence, therefore, was better than estimated previously using microarray [2], but nonetheless imperfect and dependent upon strain and sex.

### Anti-viral and mitotic pathways activated in psoriasis lesions have strain-dependent responses to IMQ in mice

We identified Gene Ontology (GO) biological process (BP) terms significantly overrepresented among genes with elevated expression in psoriasis lesions and evaluated whether corresponding mouse genes were similarly altered by IMQ (Fig. 4a). In most strains, psoriasis-increased genes associated with DNA replication and mitosis were induced by IMQ (Fig. 4a). 

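The 55 genes that the paper shows for organelle fission were summarized as mean log2 CPM per mouse. The score rose from 2.94 ± 0.1 to 4.19 ± 0.25 (SD, n = 4 CTL and 4 IMQ mice) in B6 mice, where every IMQ mouse lay above every CTL mouse (2-sided exact permutation p = 0.029). In BALB/c mice it was 3.72 ± 0.54 in CTL and 3.75 ± 0.34 in IMQ skin (SD, n = 4 each, exact permutation p = 0.89). The change was larger in B6 by 1.21 (permutation test of the strain-by-treatment interaction, adjusted p = 0.0055 over 14 lists, Benjamini-Hochberg). With differences taken within replicate number and sex, an exact test of the 4 pairs of each strain gave an adjusted p of 0.05, from the smallest p that the design allows. In BALB/c males, 44 of the 55 genes had a negative log2 fold change (mean -0.18), and 0 were DEGs. In BALB/c females 45 were positive (mean 0.21). In B6 males and females, 42 and 44 were increased. Tested gene by gene, 42 of the 55 had a higher fold change in B6 than in BALB/c mice. Ccnb1 (chromosome 13, 100778739 to 100786486) had a log2 fold change of 1.58 (SE 0.26, FDR = 1.9e-07) in B6 males and -0.18 (SE 0.44, FDR = 1) in BALB/c males, and Ncapg (chromosome 5, 45669891 to 45700547) of 1.62 (SE 0.34, FDR = 6.7e-05) and -0.27 (SE 0.43, FDR = 1) (edgeR likelihood ratio test, Benjamini-Hochberg FDR). The difference between the strains over both sexes was 1.77 (FDR = 9.8e-05) for Ccnb1 and 1.61 (FDR = 3.4e-04) for Ncapg.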

BALB/c males, however, were an exception and in many cases such genes were not altered or decreased (e.g., *Ccnb1*, *Ncapg*; Fig. 4c). Consistent with this, there was a trend towards increased expression of epithelial mitogen (*Epgn*) with IMQ treatment in B6 but not BALB/c mice (Fig. 4f; *P* = 4.96 × 10^−5^, strain-by-treatment interaction).

**Fig. 4:**
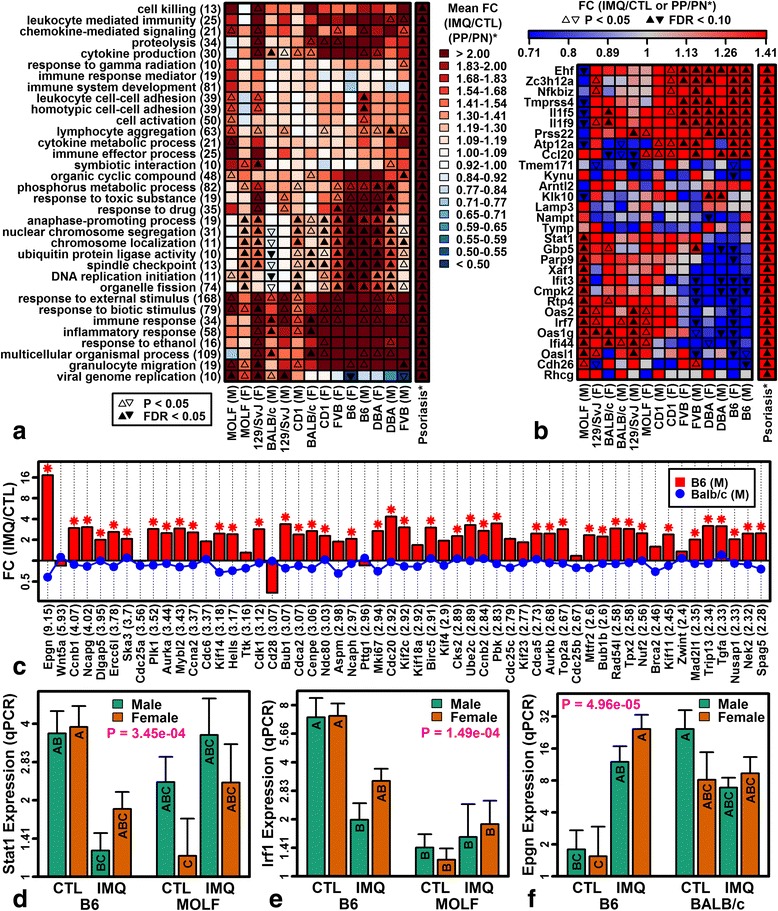
Gene Ontology (GO) biological process (BP) terms enriched among psoriasis-increased DEGs and correspondence with IMQ responses. **a** Psoriasis-enriched GO BP terms. The heatmap shows average IMQ responses of ten representative mouse homologs for each GO BP term. Chosen genes are homologous to the ten human genes associated with the listed term for which expression was most strongly elevated in psoriasis lesions (i.e., lowest *p* value). **b** Psoriasis-increased DEGs induced by poly(I:C) in cultured human KCs. **c** Genes associated with “organelle fission” (GO:0048285) (*FDR <0.10, IMQ versus CTL). **d**–**f** RT-PCR analysis of *Stat1* (**d**), *Irf1* (**e**), and *Epgn* (**f**) expression (*n* ≥ 4 per strain/sex/treatment group; *n* = 38–40 mice total). Groups without the same letter differ significantly (*P* < 0.05, Tukey honest significant difference. *Error bars* represent standard error of the mean; *p* values strain-by-treatment interaction effect). *Rn18s* was used as an endogenous control to estimate relative gene expression. *F* female, *FC* fold change, *M* male, *PN* uninvolved skin from psoriasis patients, *PP* lesional skin from psoriasis patients, *qPCR* quantitative PCR

IMQ induced expression of psoriasis-increased genes associated with immune and inflammatory response (Fig. 4a). However, psoriasis-increased genes associated with viral genome replication were induced by IMQ in MOLF, 129/SvJ, and BALB/c strains but not B6, DBA, and FVB (Fig. 4a). We thus examined genes elevated in psoriasis lesions and induced in human KCs following treatment with poly(I:C) (e.g., *Ehf*, *Nfkbiz*, *Zc3h12a*; Fig. 4b) [46]. These genes were variably altered by IMQ in mouse strains, with opposite IMQ responses depending on strain (Fig. 4b), and several encoded transcription factors mediating response to viral RNA and interferon (e.g., *Stat1* and *Irf1*; Fig. 4d, e).

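Fold changes of 3 such genes differed between B6 and BALB/c mice in the fit over 16 samples (edgeR likelihood ratio test, Benjamini-Hochberg FDR). Ehf (chromosome 2, 103263431 to 103303275) had a log2 fold change of 2.66 (SE 0.23) in B6 and 0.44 (SE 0.23) in BALB/c mice, a difference of 2.23 (FDR = 1.0e-08). Nfkbiz (chromosome 16, 55811375 to 55838954) had 1.72 (SE 0.25) and -0.05 (SE 0.25), a difference of 1.77 (FDR = 8.9e-05). Zc3h12a (chromosome 4, 125118414 to 125127881) had 2.11 (SE 0.27) and -0.06 (SE 0.27), a difference of 2.17 (FDR = 3.6e-06). Among the 14 combinations, Nfkbiz and Zc3h12a rose most in FVB males, by 2.54 and 2.76, and Ehf was decreased in MOLF males (-1.17 (SE 0.26, FDR = 2.4e-04)).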

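Of the 30 genes in the paper's figure, 29 were tested in at least 1 combination, and 17 were increased in one combination and decreased in another. MOLF males had 12 increased and 6 decreased genes, and B6 females 9 and 11. The mean score of the list changed by 0.08 in B6 (exact permutation p = 0.51, n = 4 against 4) and 0.26 in BALB/c mice (exact permutation p = 0.26, n = 4 against 4). These changes of the mean did not differ (permutation test, adjusted p = 0.46 over 14 lists). Gene by gene, 9 had a higher and 11 a lower fold change in B6 than in BALB/c mice (edgeR likelihood ratio test, Benjamini-Hochberg FDR). The mean therefore averages over responses in both directions. Irf1 (chromosome 11, 53770014 to 53778374) was decreased in B6 females (-1.23 (SE 0.27, FDR = 1.1e-04); edgeR likelihood ratio test, Benjamini-Hochberg) and increased in FVB males (1.21 (SE 0.24, FDR = 1.0e-04)) and MOLF males (1.17 (SE 0.35, FDR = 0.011)).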

Genes with decreased expression in psoriasis lesions were frequently associated with homeostasis, transport, metabolism, and development (Additional file 9a), partially consistent with the core set of genes downregulated by IMQ across mouse strains (Fig. 3g). Many homeostatic and transport genes most strongly decreased in psoriasis were similarly repressed by IMQ, although a number of these were increased in MOLF males (Additional file 9b, c).

### IMQ induces stronger activation of the IL-17A pathway in B6 compared to BALB/c mice

Psoriasis is a cytokine-driven disease and manipulation of cytokine-encoding genes impacts the mouse IMQ phenotype [4]. We thus evaluated expression of genes encoding cytokines and chemokines, as well as genes associated with cluster of differentiation proteins on the surface of immune cells (Fig. 5). Cytokines and chemokines with increased expression in human psoriasis were often similarly elevated by IMQ, but there was no case in which such genes were similarly and significantly altered in both sexes and all strains (Fig. 5a, c). 

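Of the 52 cytokine genes and 33 chemokine genes in the paper's figure, none was increased or decreased in all 14 combinations (edgeR likelihood ratio test, Benjamini-Hochberg FDR). The most frequent cytokine gene was increased in 8 combinations and the most frequent chemokine gene in 11. Both directions occurred for 17 cytokine and 14 chemokine genes. The mean cytokine score rose by 0.54 in B6 mice (exact permutation p = 0.029, n = 4 against 4) and changed by 0.00 in BALB/c mice (exact permutation p = 0.97, n = 4 against 4). The difference between strains passed a permutation test (adjusted p = 0.027 over 14 lists), but not with differences taken within replicate number and sex (adjusted p = 0.08, exact test). The chemokine score rose by 0.26 and 0.05, and the strains did not differ in this mean (adjusted p = 0.51, permutation test). Gene by gene, 5 chemokine genes had a higher and 6 a lower fold change in B6 than in BALB/c mice (edgeR likelihood ratio test, Benjamini-Hochberg FDR). MOLF males had 16 increased chemokine genes, the largest number among the combinations.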

Expression of *Il1f5*, *Il1f6*, *Il1f8*, and *Il1f9* was elevated in human psoriasis and most strains except MOLF males (Fig. 5a). 

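Of these genes, Il1f6 (chromosome 2, 24215417 to 24225701) was increased in 8 combinations, Il1f5 (chromosome 2, 24276954 to 24282432) and Il1f9 (chromosome 2, 24186476 to 24193567) in 7 each, and Il1f8 (chromosome 2, 24153172 to 24160103) in 6. All 4 had a positive log2 fold change in 13 combinations and a negative one in MOLF males. The highest values were 3.15 in B6 females for Il1f5, 5.46 in B6 females for Il1f6, 3.46 in B6 females for Il1f8 and 2.70 in B6 males for Il1f9. In MOLF males the log2 fold change was -2.48 (SE 0.29, FDR = 1.4e-13) for Il1f5, -2.88 (SE 0.29, FDR = 5.1e-18) for Il1f8 and -1.19 (SE 0.27, FDR = 2.9e-04) for Il1f9 (edgeR likelihood ratio test, Benjamini-Hochberg). Tested against the mean of the other combinations, MOLF males differed by -4.16 (FDR = 1.3e-04) for Il1f5, -4.63 (FDR = 8.6e-04) for Il1f6, -4.53 (FDR = 9.8e-06) for Il1f8 and -2.66 (FDR = 0.0043) for Il1f9. CD1 mice, MOLF females, BALB/c males and 129/SvJ males had no significant increase of any of the 4 genes.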

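In the fit over 16 samples (edgeR likelihood ratio test, Benjamini-Hochberg FDR), Il17a (chromosome 1, 20730905 to 20734496) had a log2 fold change of 6.74 (SE 1.65) in B6 mice and -0.68 (SE 0.67) in BALB/c mice, a difference of 7.42 (FDR = 1.8e-06). Il17f (chromosome 1, 20777146 to 20785274) had 4.95 (SE 0.69) and -0.52 (SE 0.58), a difference of 5.47 (FDR = 8.2e-07). Il17b (chromosome 18, 61687935 to 61692538) had 1.7 (SE 0.78) and -1.27 (SE 0.70), and the difference of 2.97 (FDR = 0.056) passed the threshold. In single combinations, Il17c was increased in B6 males (9.84 (no read in either CTL mouse and so no SE, FDR = 3.2e-08)) and females (5.06 (SE 1.19, FDR = 1.4e-06)) and decreased in BALB/c females (-3.21 (SE 0.66, FDR = 2.1e-04)). These genes rest on few reads. In B6 males, the 2 CTL mice had 1 and 0 reads on Il17a and the 2 IMQ mice 77 and 13, so that the size of the fold change is imprecise. Il17b was not a DEG in either sex of B6 mice and was increased in DBA males (2.41) and females (2.54).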

Expression of IL-17 family cytokines, including *Il17a*, *Il17b*, *Il17c*, and *Il17f*, was differentially altered by IMQ among strains, with IMQ-increased expression in B6 mice and IMQ-decreased (or unaltered) expression in BALB/c mice (Fig. 5a). These trends were confirmed by RT-PCR (*n* = 5 per strain/sex/treatment group; *P* ≤ 0.037, strain-by-treatment interaction; Additional file 10). Consistent with this, genes induced by IL-17A in cultured human KCs were more strongly elevated by IMQ in B6 relative to BALB/c mice (Fig. 5d). 

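The 33 genes that the paper shows as most often induced by IL-17A were scored as mean log2 CPM. In B6 mice the score rose from 3.92 ± 0.31 in CTL to 5.78 ± 0.32 in IMQ skin (SD, n = 4 each, 2-sided exact permutation p = 0.029). In BALB/c mice it was 5.54 ± 0.42 in CTL and was 5.68 ± 0.32 in IMQ skin (SD, n = 4 each, exact permutation p = 0.66). The increase was larger in B6 by 1.72 on the log2 scale (permutation test, adjusted p = 0.0055 over 14 lists, Benjamini-Hochberg). With differences taken within replicate number and sex, the adjusted p was 0.05 (exact test) and no longer below 0.05. It came from the smallest p that the design allows. Gene by gene, 20 of the 33 had a higher fold change in B6 than in BALB/c mice and 0 a lower one (edgeR likelihood ratio test, Benjamini-Hochberg FDR). The lowest FDR belonged to Lcn2 (log2 fold change 4.98 in B6 and -0.52 in BALB/c; FDR = 7.8e-13), Serpinb3a (6.80 (SE 0.45) and 1.3 (SE 0.44); FDR = 1.4e-12) and Slpi (6.33 and 0.57; FDR = 3.0e-11).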

Of 33 genes induced by IL-17A in human KCs, 21 were induced by IMQ in B6 mice, but only six were induced by IMQ in BALB/c mice (Fig. 5e).

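By the same calls, 21 of the 33 genes were increased in at least one sex of B6 mice and 19 in both, and 5 in at least one sex of BALB/c mice (edgeR likelihood ratio test, Benjamini-Hochberg). All 5 were increased in BALB/c females, in which 3 other genes of the list were decreased, and 0 were increased in BALB/c males. The mean log2 fold change of the list was 1.89 in B6 males, 2.12 in B6 females, 0.18 in BALB/c males and 0.12 in BALB/c females.

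**Figure D3:**
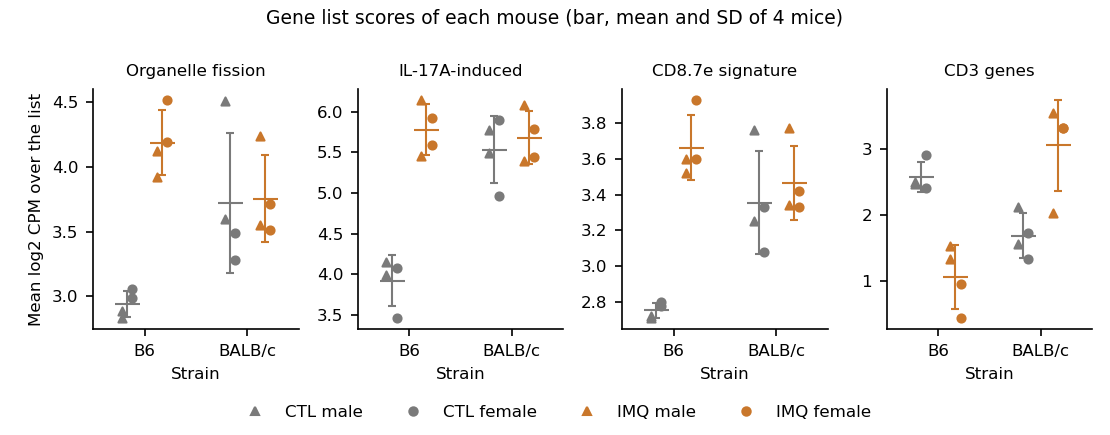
Mean log2 CPM (vertical axis) over the genes of 4 lists in each CTL mouse (gray) and IMQ mouse (orange) of B6 and BALB/c (horizontal axis), with males as triangles, females as circles, and bars at the mean and SD of 4 mice. For the genes induced by IL-17A, the IMQ mice of B6 average 5.78 and lie above all CTL mice, whose mean is 3.92, whereas the BALB/c means are 5.54 and 5.68.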

**Fig. 5:**
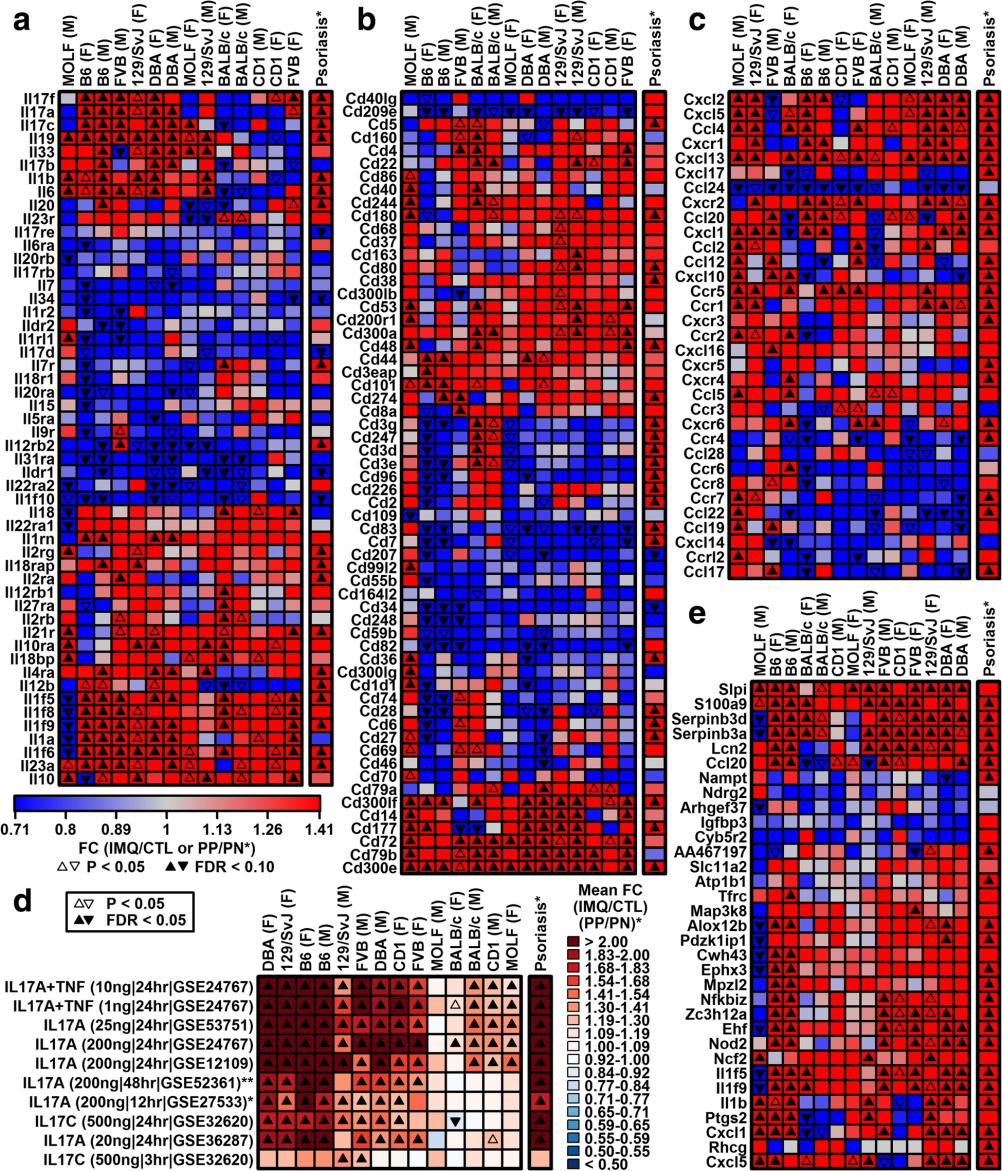
Cytokine, chemokine, and cluster of differentiation gene expression. **a**–**c** Genes encoding cytokines (**a**), cluster of differentiation proteins (**b**), and chemokines (**c**). **d** Genes induced by IL-17 family cytokines (human KCs). Heatmap colors depict average IMQ response of 50 genes most strongly induced in each experiment (*left margin*; *HaCaT; **reconstituted epidermis; cytokine concentration and exposure time shown in *parentheses*). **e** Genes most frequently induced in six experiments from **d** in which KCs were treated with IL-17A alone. *F* female, *FC* fold change, *M* male, *PN* uninvolved skin from psoriasis patients, *PP* lesional skin from psoriasis patients

### Innate immune responses to IMQ are consistent among strains but T lymphocyte expression differs by strain

Activation of cytokine pathways by IMQ may differ in mouse strains due to disparities in the abundance of infiltrating immune cells. We thus used microarray data from the Immunological Genome Project (IGP) to identify signature genes specifically expressed by sorted immune cell populations [47, 48] and evaluated whether expression of such genes is systematically altered in IMQ-treated skin and human psoriasis (Fig. 6).

**Fig. 6:**
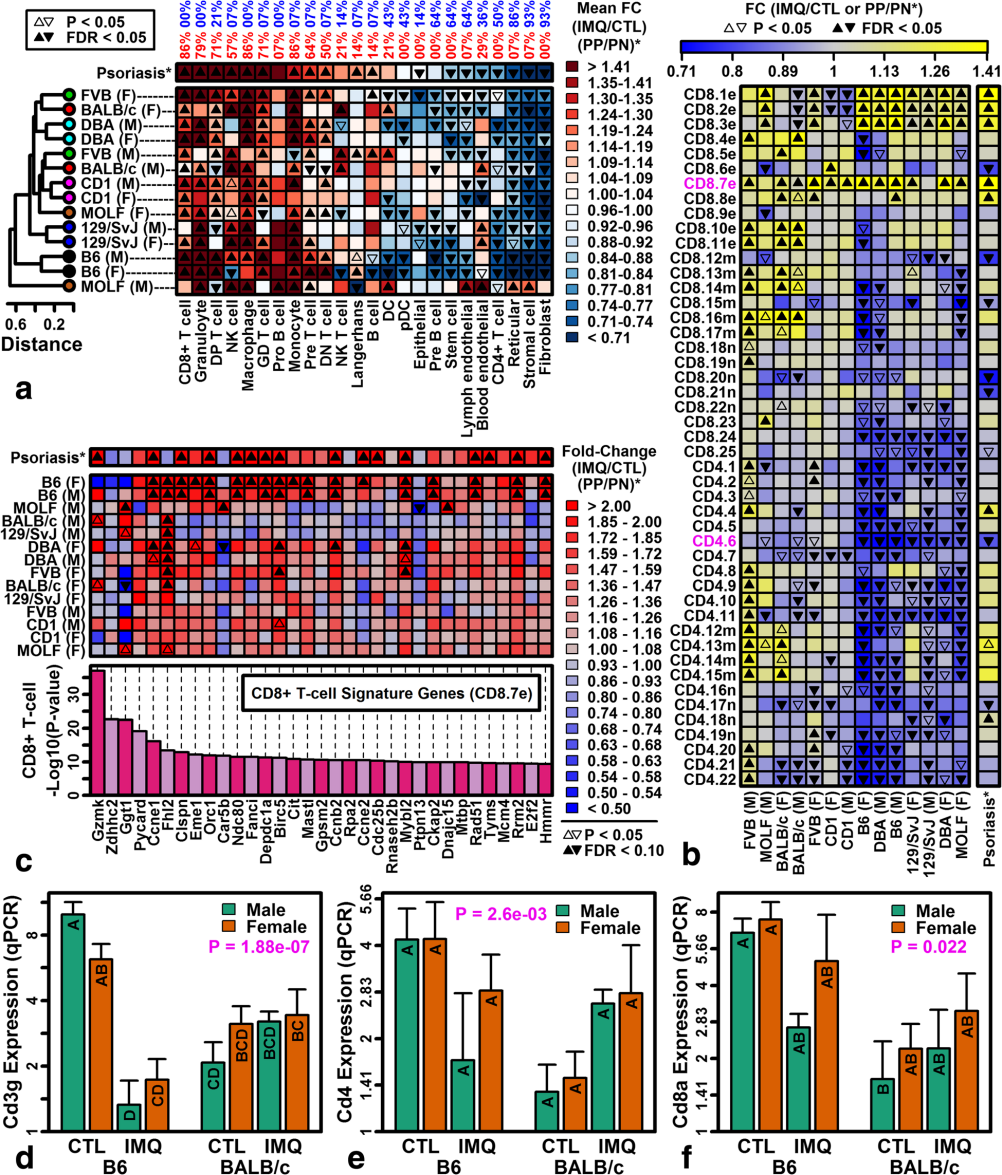
Effects of IMQ on the expression of cell type-specific genes (Immunological Genome Project). **a** Heatmap colors depict average IMQ responses of 100 signature genes specifically expressed by each cell population (*bottom margin*; percentage of sex–strain combinations with significantly increased (*red*) or decreased (*blue*) signature gene expression; FDR <0.05, Wilcoxon rank sum test). **b** Replicate CD4+ and CD8+ T cell populations. Heatmap colors depict average IMQ responses of 100 signature genes for each T-cell population (*left margin*: *n* = naïve T cell, *m* = memory T cell; *e* = effector T cell; *magenta font* indicates representative populations shown in **a** and **c**). **c** CD8.7e signature genes (GEO samples GSM538387, GSM538388, and GSM605897). *P* values (*vertical axis*) quantify the degree of cell type-specific expression for each gene (CD8.7e versus other IGP cell types, Wilcoxon rank sum test). **d**–**f** RT-PCR analysis of *Cd3g* (**d**), *Cd4* (**e**), and *Cd8* (**f**) expression (*n* = 5 per strain/sex/treatment group; *n* = 40 mice total). Groups without the same letter differ significantly (*P* < 0.05, Tukey honest significant difference; *error bars* represent standard error of the mean; *p* values, strain-by-treatment interaction effect). *Rn18s* was used as an endogenous control to estimate relative gene expression. *F* female, *FC* fold change, *M* male, *PN* uninvolved skin from psoriasis patients, *PP* lesional skin from psoriasis patients, *qPCR* quantitative PCR

Both IMQ dermatitis and psoriasis showed increased expression of immune cell-expressed genes and decreased expression of genes expressed by resident cell types (e.g., fibroblasts and epithelial and endothelial cells; Fig. 6a). Consistent with human psoriasis, IMQ increased expression of genes expressed by innate immune cells (e.g., macrophages, monocytes, and granulocytes; Fig. 6a). On the other hand, Langerhans and dendritic cell (DC)-expressed genes were weakly altered in human psoriasis but variably affected by IMQ in different strains (Fig. 6a).

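The CD3 genes Cd3g, Cd3d, Cd3e and Cd247 fell together in B6 mice and rose in BALB/c mice. Their mean log2 CPM was 2.58 ± 0.23 in CTL and 1.06 ± 0.49 in IMQ skin of B6 mice (SD, n = 4 each, 2-sided exact permutation p = 0.029), and 1.69 ± 0.33 and 3.07 ± 0.69 in BALB/c mice (SD, n = 4 each, exact permutation p = 0.057). One BALB/c male treated with IMQ had a score of 2.04, below the other 3 IMQ mice of that strain, which lay between 3.33 and 3.56. The response differed between B6 and BALB/c by -2.89 (permutation test of the interaction, unadjusted p = 6.7e-04, adjusted p = 0.0055 over 14 lists). Taken within replicate number and sex, the difference had an adjusted p of 0.05 (exact test), which is not below 0.05. It came from the smallest p that the design allows. In the edgeR fit over 16 samples, Cd3g (chromosome 9, 44969572 to 44980431) had a log2 fold change of -1.61 (SE 0.30) in B6 and 1.45 (SE 0.30) in BALB/c mice, a difference of -3.06 (FDR = 8.5e-10) by the likelihood ratio test with Benjamini-Hochberg adjustment. The difference was -2.79 (FDR = 1.5e-04) for Cd3d (chromosome 9, 44981769 to 44987052) and -2.97 (FDR = 5.2e-07) for Cd3e (chromosome 9, 44998735 to 45009663). By sex, all 4 genes were decreased in B6 females and increased in BALB/c females, whereas 2 were decreased in B6 males and 0 were DEGs in BALB/c males, where all 4 fold changes were positive.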

Genes encoding CD3 antigen were repressed by IMQ in B6 mice but not BALB/c mice, suggesting strain-specific effects of IMQ on T-lymphocyte abundance (Figs. 5b and 6d). Consistent with this, signature genes expressed by CD4+ T-cell populations were decreased in B6, DBA, and 129/SvJ IMQ phenotypes but unaltered or elevated in the FVB and BALB/c phenotypes (Fig. 6b). In agreement with this, *Cd4* expression was decreased by IMQ in B6 but not BALB/c mice (Fig. 6e; *P* = 2.6 × 10^−3^, strain-by-treatment interaction). Genes expressed by most CD8+ T-cell populations followed similar trends and, indeed, the *Cd8a* expression pattern mirrored *Cd4* (Fig. 6f; *P* = 0.022, strain-by-treatment interaction). However, genes expressed by effector CD8+ T cells harvested from virus-infected mice (CD8.7e) were elevated in nearly all IMQ phenotypes as well as human psoriasis, with stronger increases in B6 mice compared to other strains (Fig. 6a–c).

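The 33 CD8.7e signature genes named in the paper's figure had a positive mean log2 fold change in 13 of 14 combinations, from 0.08 in 129/SvJ males to 1.12 in B6 females, and -0.03 in BALB/c males. Of these genes, 18 were increased in B6 females, 14 in B6 males and 6 in DBA females, and at most 3 in any other combination. The mean score rose by 0.91 in B6 mice (n = 4 against 4, exact permutation p = 0.029) and by 0.11 in BALB/c mice (n = 4 against 4, exact permutation p = 0.49). The difference of 0.80 passed a permutation test (unadjusted p = 0.0014, adjusted p = 0.0055 over 14 lists). Taken within replicate number and sex, the difference had an adjusted p of 0.05 (exact test), which is not below 0.05. It came from the smallest p that the design allows. The smallest FDRs for a difference between both strains (edgeR likelihood ratio test, Benjamini-Hochberg) belonged to Mybl2 (2.02 in B6 and -0.06 in BALB/c; FDR = 4.9e-05) and Ccne1 (1.83 and -0.02; FDR = 9.3e-05). B6 mice were compared with no strain other than BALB/c in this way. Mybl2 also belongs to the organelle fission list, whose score likewise rose more in B6 mice. Cd8a itself had a log2 fold change of -0.99 (FDR = 0.027) in B6 and 1.06 (FDR = 0.058) in BALB/c mice (same edgeR test). The rise of the score therefore does not show that CD8+ T cells increased.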

### IMQ treatment of MOLF males induces TLR gene expression but downregulates KC differentiation genes localized to suprabasal epidermis

The MOLF male expression response to IMQ was negatively correlated with other strains (Fig. 2c, d). 

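In MOLF males, Ifit1 (chromosome 19, 34640889 to 34650009) had a log2 fold change of 3.14 (SE 0.41, FDR = 1.5e-10) and Ifit3 (chromosome 19, 34583119 to 34588982) of 3.05 (SE 0.50, FDR = 4.9e-07) (edgeR likelihood ratio test, Benjamini-Hochberg). Both were decreased in 5 other combinations, most in B6 females (-2.15 and -2.51). Lep (chromosome 6, 29060221 to 29073876), which encodes leptin, had a log2 fold change of 3.66 (SE 0.88, FDR = 0.0027) and was decreased in 9 other combinations. Adipoq (chromosome 16, 23146536 to 23157968), which encodes adiponectin, had 2.66 (SE 0.42, FDR = 2.7e-07) and was decreased in 3. Against the mean response of the other 13 combinations, the difference was 3.66 (FDR = 9.8e-06) for Ifit1, 3.62 (FDR = 7.4e-06) for Ifit3, 5.71 (FDR = 1.2e-05) for Lep and 3.37 (FDR = 1.0e-05) for Adipoq. Lep and Adipoq belong to a set of 8 adipocyte markers chosen before the data were examined. The other 6 markers were all increased in MOLF males (mean log2 fold change 3.14), and 5 of 8 skeletal muscle markers were also increased (mean 1.16). Of 7 interferon-induced markers besides Ifit1 and Ifit3, all were increased in MOLF males (mean 2.25), and 6 were decreased in B6 females (mean -1.49).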

Genes specifically elevated by IMQ in MOLF males were associated with organic acid metabolic process, brown fat cell differentiation, type I interferon, and lipid storage (e.g., *Ifit1*, *Ifit3*, *Lep*, *Adipoq*; Additional file 10a). 

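Il1a (chromosome 2, 129299609 to 129310186) was increased in 6 combinations, up to 3.84 in B6 males, and decreased in MOLF males (-1.45 (SE 0.29, FDR = 3.8e-05); edgeR likelihood ratio test, Benjamini-Hochberg). Krt1 had a log2 fold change of -3.01 (SE 0.48, FDR = 3.6e-07) in MOLF males and was increased in 5 other combinations, up to 3.69 in B6 females. Its CPM was 10833.7 and 11474.6 in the 2 CTL mice and 1852.7 and 890.4 in the 2 IMQ mice. Serpinb3b (chromosome 1, 107153961 to 107161114), named Serpin3b in the paper, had a log2 fold change of -1.20 (SE 0.29, FDR = 0.0012) in MOLF males and was increased in 6 other combinations. The response in MOLF males differed from the mean of the other 13 by -2.98 (FDR = 0.0035) for Il1a, -4.33 (FDR = 2.9e-04) for Krt1 and -2.87 (FDR = 0.004) for Serpinb3b. The 36 genes in the paper's figure that fell in MOLF males had a positive mean log2 fold change in each of the other combinations, from 0.42 in MOLF females to 3.62 in B6 females. Since that figure chose them for their decrease in MOLF males, their own decrease there is no independent measurement.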

Genes specifically repressed by IMQ in MOLF males included IL-1 family cytokines (e.g., *Il1a*, *Il1f5*, *Il1f6*, *Il1f8*, *Il1f9*; Fig. 5a; Additional file 11b), as well as other genes associated with epidermis development, peptide cross-linking, and skin barrier establishment (e.g., *Krt1*, *Serpin3a*, *Serpin3b*; Additional file 11b, f). Consistent with this, genes decreased by IMQ in MOLF males were elevated in suprabasal versus basal epidermis (Fig. 7a, c) [49], as well as during 7 days of organotypic human epidermal regeneration (Fig. 7b, d) [50]. This was not the case for other strains, however (Fig. 7a–f). 

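Of the 31 genes in the paper's figure that were most elevated in suprabasal epidermis, 26 were decreased in MOLF males (edgeR likelihood ratio test, Benjamini-Hochberg), with a mean log2 fold change of -1.63. At most 2 were decreased in any other combination, and the mean there ranged from -0.05 in MOLF females to 1.01 in B6 females. Tested against the mean response of the other 13 combinations, 24 of the 31 were lower in MOLF males. Of the 36 genes of regenerated epidermis, 23 were decreased in MOLF males (mean -1.39) and at most 4 elsewhere. In MOLF males, Grhl1 (chromosome 12, 24572232 to 24617391) had a log2 fold change of -1.37 (SE 0.28, FDR = 7.1e-05), Krt78 (chromosome 15, 101946001 to 101996624) of -2.37 (SE 0.34, FDR = 6.0e-09), Klk7 (chromosome 7, 43811294 to 43816387) of -1.39 (SE 0.36, FDR = 0.0028) and Dsc1 (chromosome 18, 20083471 to 20114773) of -2.65 (SE 0.37, FDR = 1.7e-09). Relative to the mean of the other responses, the differences were -1.55 (FDR = 0.0041) for Grhl1, -2.95 (FDR = 0.0019) for Krt78, -2.42 (FDR = 0.014) for Klk7 and -3.76 (FDR = 2.4e-04) for Dsc1. Outside MOLF males none of these 4 genes was decreased, and Klk7 was increased in 5 combinations, Dsc1 in 4 and Krt78 in 3.

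**Figure D4:**
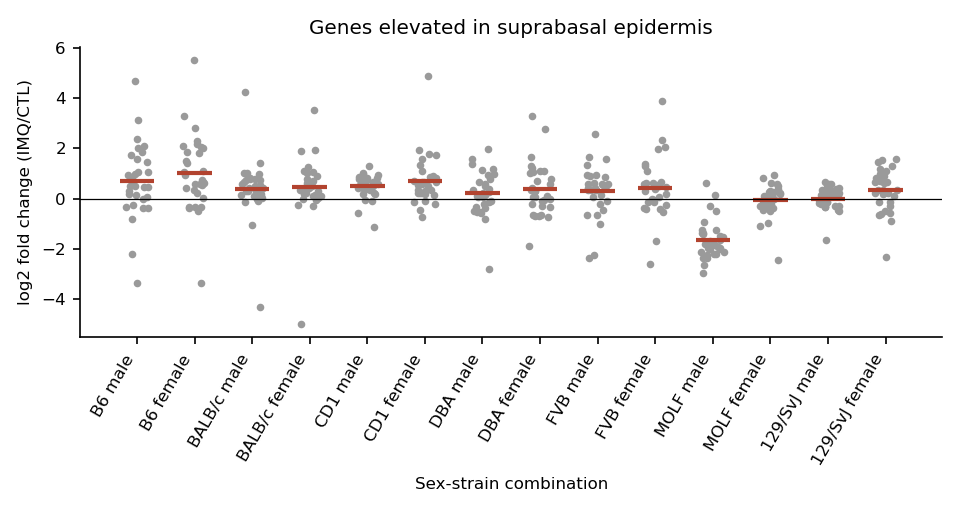
Log2 fold change (IMQ/CTL, vertical axis) of the 31 genes elevated in suprabasal epidermis (gray points) in the 14 sex–strain combinations (horizontal axis), with a red line at the mean of the 31 genes. In MOLF males 29 of the 31 points lie below 0, against 6 in B6 females.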

Nearly all of the genes most strongly elevated in suprabasal epidermis (or during epidermal regeneration) were decreased by IMQ in MOLF males but not other strains (e.g., *Grhl1*, *Krt1*, *Krt78*, *Klk7*, *Dsc1*; Fig. 7g, h). Using RT-PCR, we confirmed that *Il1f5* and *Krt1* show different expression responses to IMQ in B6 and MOLF mice, with slightly decreased expression in MOLF males in contrast to strongly elevated expression in the B6 strain (Additional files 11c and 10d; *P* < 0.011, strain-by-treatment interaction).

**Fig. 7:**
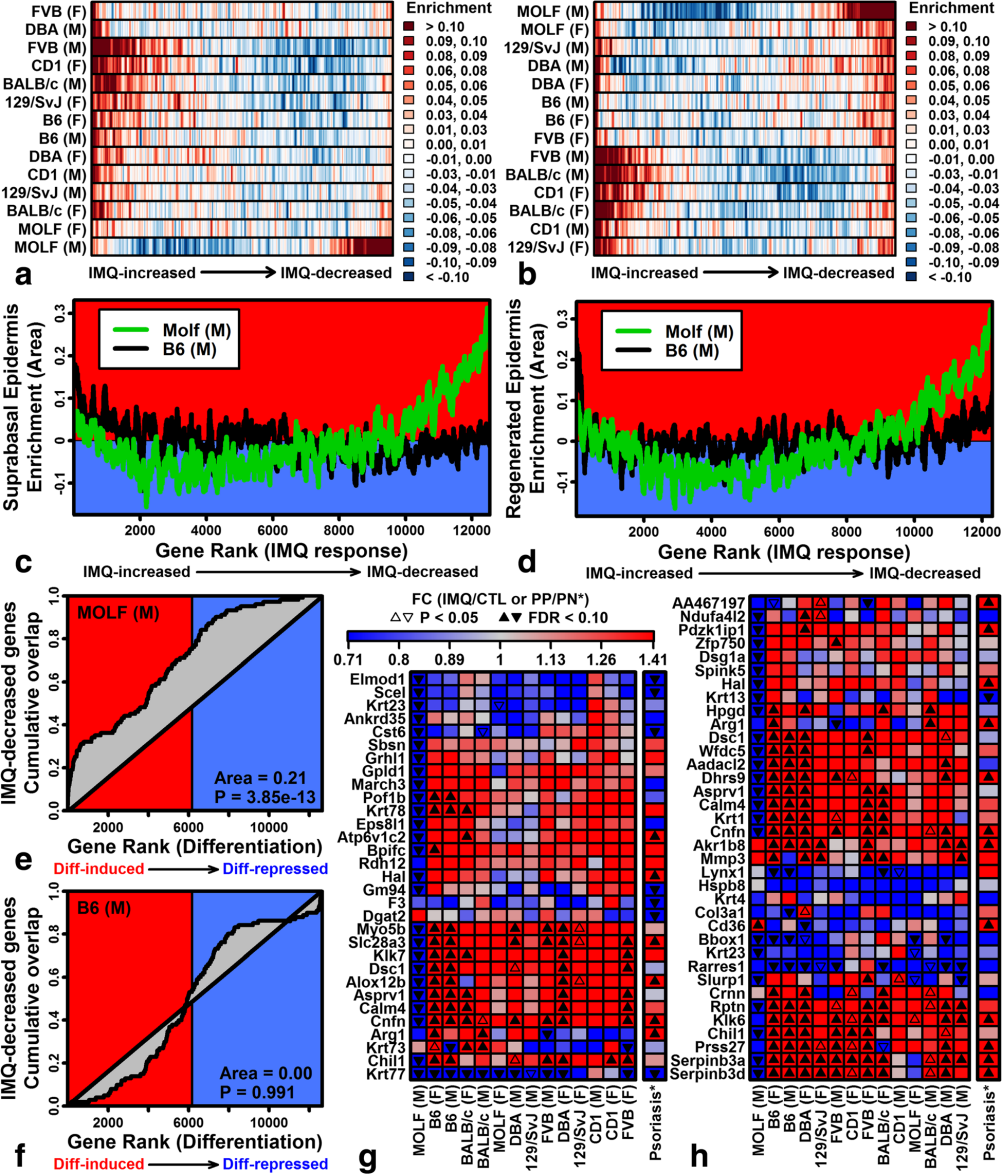
IMQ treatment of MOLF males downregulates KC differentiation genes localized to suprabasal epidermis. **a** Suprabasal versus basal epidermis (GSE42114; sliding window analysis). Genes were ranked based upon their IMQ response and windows of 100 genes were tested for enrichment in suprabasal epidermis (*red*, suprabasal-increased; *blue*, suprabasal-decreased). **b** Human epidermal regeneration (GSE52651; sliding window analysis). Genes were ranked based upon their IMQ response and windows of 100 genes were tested for enrichment in regenerated epidermis (day 7 versus day 0; *red*, differentiation-increased; *blue*, differentiation-decreased). **c** Suprabasal versus basal epidermis. Enrichment statistics in MOLF and B6 males. **d** Human epidermal regeneration (day 7 versus day 0). Enrichment statistics in MOLF and B6 males. **e**, **f** Gene set enrichment analysis for the top 100 IMQ-decreased genes in MOLF males (**e**) and B6 males (**f**). Cumulative overlap (*vertical axis*) is shown between IMQ-decreased genes and genes ranked according to their expression in suprabasal versus basal epidermis (*horizontal axis*). **g**, **h** Genes most strongly elevated in suprabasal (**g**) versus basal (**h**) epidermis and in regenerated epidermis (day 7 versus day 0 cultures). *F* female, *FC* fold change, *M* male, *PN* uninvolved skin from psoriasis patients, *PP* lesional skin from psoriasis patients

Previous work has shown that MOLF mice exhibit unique responses to TLR agonists, such as lipoteichoic acid, poly(I:C), lipopolysaccharides, cytosine guanine dinucleotide (CpG), and resiquimod [18, 56, 57]. A set of 101 TLR-associated genes compiled by the Kyoto Encyclopedia of Genes and Genomes (KEGG) [58] was disproportionately elevated by IMQ in all strains, including MOLF males and females (Additional file 12; KEGG pathway mmu04620). *TLR1* expression was significantly elevated by IMQ in MOLF males and females, and MOLF males showed robust elevation of other TLR upstream components (*TLR2*, *TLR6*, *CD14*, *PI3K*), as well as mRNAs encoding downstream transcription factors (STAT1, IRF7) and cytokines (tumor necrosis factor (TNF)-α, IL-1β, IL-6, RANTES, MIP1-α, MIP-1β) (Additional file 12). 

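Tlr1 (chromosome 5, 64924680 to 64933600) had a log2 fold change of 2.63 (SE 0.46, FDR = 2.9e-06) in MOLF males and 1.85 (SE 0.46, FDR = 0.018) in MOLF females (edgeR likelihood ratio test, Benjamini-Hochberg), and was increased in 8 of 14 combinations. In MOLF males, the upstream components Tlr2 (chromosome 3, 83836272 to 83841824), Tlr6 (chromosome 5, 64953092 to 64970942) and Cd14 (chromosome 18, 36725064 to 36726815) had log2 fold changes of 1.57 (SE 0.41, FDR = 0.0028), 1.41 (SE 0.44, FDR = 0.018) and 2.48 (SE 0.40, FDR = 3.7e-07). The transcription factor gene Irf7 (chromosome 7, 141263183 to 141266499) had 3.57 (SE 0.33, FDR = 7.8e-20), which differed from the mean of the other combinations by 3.29 (FDR = 8.7e-05). Among cytokine genes, log2 fold changes in MOLF males were 1.77 for Tnf (FDR = 0.019), 3.22 for Il1b (FDR = 1.8e-07), 3.80 for Il6 (FDR = 5.0e-06), 2.21 for Ccl5 (FDR = 0.023), 4.26 for Ccl3 (FDR = 3.4e-04) and 5.03 for Ccl4 (FDR = 1.6e-09), the last 3 encoding RANTES, MIP1-α and MIP-1β. All 11 of these genes were thus increased in MOLF males, with a mean of 2.9. In MOLF females all 11 were positive with a mean of 0.83, but Tlr1 alone passed the threshold. Of the 11, those whose response in MOLF males was higher than the mean of the other combinations were Tlr2 (1.15 (FDR = 0.0051)), Cd14 (1.57 (FDR = 0.033)), Il6 (3.08 (FDR = 0.059)), Ccl4 (3.04 (FDR = 0.03)) and Irf7. In 129/SvJ mice the mean was 3.38 in females and 2.20 in males, and in CD1 mice -0.35 and 0.59. The gene that the paper gives as PI3K was not analysed here, since the name covers several genes.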

Among all strains, expression of TLR-associated genes was most strongly elevated in 129/SvJ mice but most weakly elevated in CD1 mice (Additional file 12).

### Genes altered by IMQ overlap significantly with those altered in other human skin conditions besides psoriasis (wounding, acne, eschars, infection)

Gene expression patterns in psoriasis overlap considerably with those in other human skin diseases [45]. We therefore considered whether expression responses to IMQ in mice were consistent with other human skin diseases besides psoriasis (Fig. 8).

**Fig. 8:**
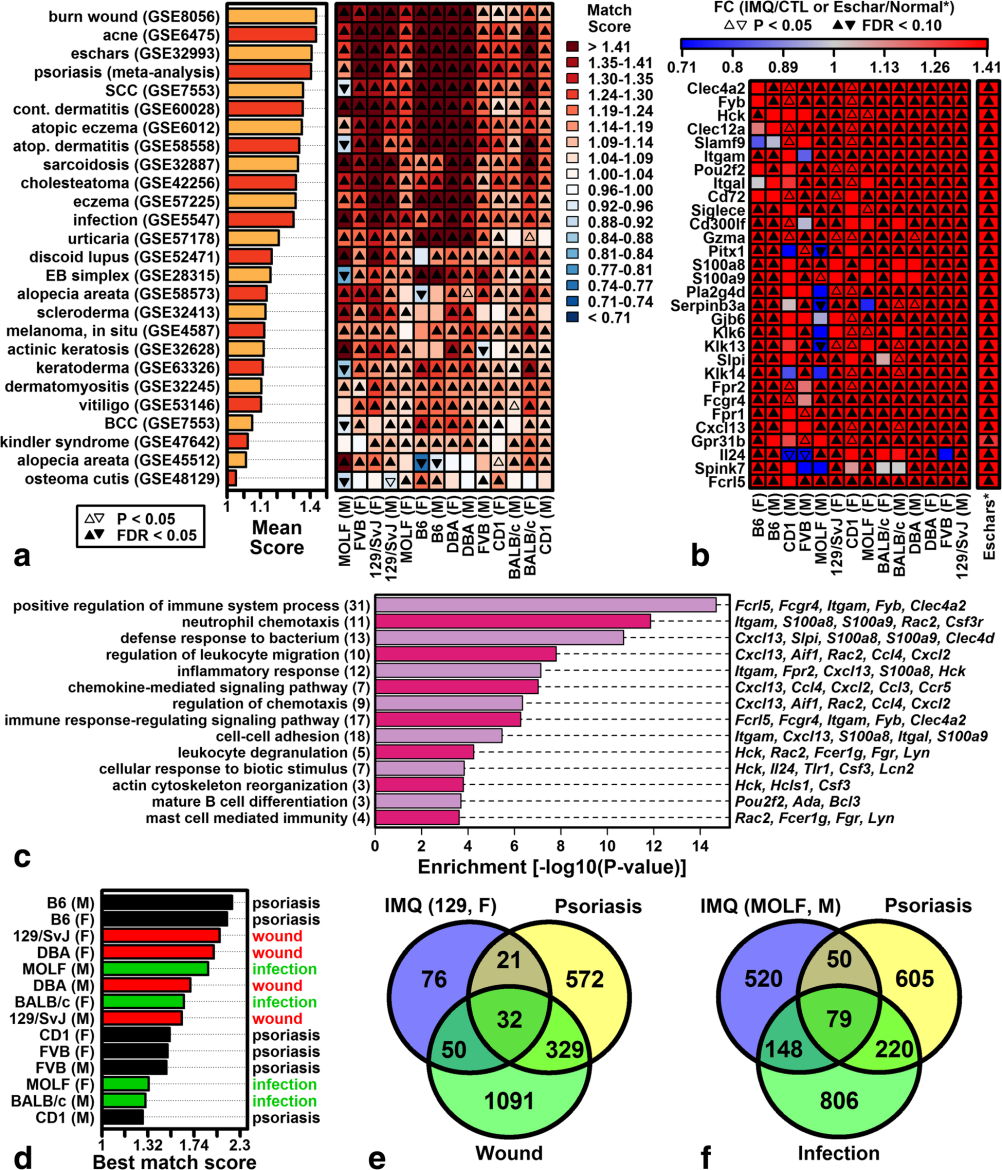
Genes altered by IMQ overlap significantly with those altered in other human skin conditions besides psoriasis (eschars, acne, infection, wounding). **a** Match scores. Scores represent the average fold change (FC) of the 200 genes most strongly increased in each disease (IMQ/CTL) and the 200 genes most strongly decreased in each disease (CTL/IMQ). Diseases are ranked by average score across IMQ phenotypes. **b** Genes increased in Mediterranean spotted fever (MSF) eschars and IMQ phenotypes. **c** GO BP terms enriched among genes increased in MSF eschars and IMQ phenotypes. **d** The highest score is shown for each sex–strain combination. **e** 129/SvJ females. Overlap of genes increased in IMQ dermatitis, burn wounds, and psoriasis lesions (FDR <0.10 in each case). **f** MOLF males. Overlap of genes increased in IMQ dermatitis, *L. braziliensis*-infected cutaneous lesions, and psoriasis lesions (FDR <0.10 in each case). *F* female, *FC* fold change, *M* male

IMQ expression responses were compared to 124 expression signatures derived from microarray studies of 35 skin diseases [45]. A match score was calculated for each disease to quantify whether genes most strongly increased/decreased in disease lesions were similarly altered by IMQ (Fig. 8a). On average across all strains, match scores for wounding (GSE8056), acne (GSE6475), and Mediterranean spotted fever (MSF) eschars (GSE32993) were higher than those for psoriasis (Fig. 8a), although significant correspondence was observed for several human skin diseases (e.g., squamous cell carcinoma, contact dermatitis, atopic eczema, atopic dermatitis; Fig. 8a). 

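Itgam (chromosome 7, 128062640 to 128118491) was increased in 12 of 14 combinations, with log2 fold changes up to 2.78 in 129/SvJ females (edgeR likelihood ratio test, Benjamini-Hochberg). S100a8 (chromosome 3, 90669071 to 90670034) was increased in 9 combinations and positive in all 14, from 0.51 in MOLF females to 9.53 in B6 females. S100a9 (chromosome 3, 90692630 to 90695721) was increased in 8, from 0.66 in MOLF females to 8.83 in B6 females. Cxcl13 (chromosome 5, 95956939 to 95961068) was increased in 11, from 0.48 in CD1 males to 5.61 in DBA males. In the fit over B6 and BALB/c mice, the difference in response was 6.64 (FDR = 4.6e-09) for S100a8 and 6.11 (FDR = 4.2e-08) for S100a9, whereas Itgam (-0.12 (FDR = 0.85)) and Cxcl13 (-0.56 (FDR = 0.71)) did not differ. The 30 genes of the paper's figure had a positive mean log2 fold change in every combination, from 0.90 in CD1 males to 4.01 in 129/SvJ females, and all 30 were increased in 129/SvJ males. Since that figure chose them as increased both in eschars and by IMQ, their rise, and that of their score, is no independent measurement. The score over these genes rose by 3.39 in B6 and by 2.27 in BALB/c mice. Every IMQ mouse lay above every CTL mouse of its strain (exact permutation p = 0.029, n = 4 against 4, unadjusted). With Benjamini-Hochberg adjustment over 14 lists, the p-value of this exact test was 0.033 in B6 and 0.11 in BALB/c mice.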

Genes elevated by IMQ and in MSF eschars were associated with neutrophil chemotaxis, defense response to bacterium, leukocyte migration, and inflammatory response (e.g., *Itgam*, *S100a8*, *S100a9*, *Cxcl13*; Fig. 8b, c). For six of the 14 sex–strain combinations, the single highest match score was obtained for psoriasis (Fig. 8d), but in other cases IMQ responses were most similar to another disease (e.g., wounding and infection; Fig. 8d). Among 179 genes elevated by IMQ in 129/SvJ females, for example, 82 were correspondingly increased in burn wound margins (0–3 days post-injury) [51], whereas fewer (53) were elevated in psoriasis lesions (Fig. 8e). 

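In 129/SvJ females, 231 genes were increased and 45 decreased by IMQ (edgeR likelihood ratio test, Benjamini-Hochberg), without restriction to genes with a human homolog. The replicate block gave 705 and 510, and the quasi-likelihood test 1 and 0, with 1053 genes at an unadjusted p-value under 0.05. Expression data from human burn wounds and psoriasis lesions were not used here.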

Likewise, among 797 genes elevated by IMQ in MOLF males, 227 were elevated in *L. braziliensis*-infected cutaneous lesions [52], but only 129 were elevated in psoriasis lesions (Fig. 8f).

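The fit of MOLF males gave 942 increased and 734 decreased genes with no restriction to human homologs (edgeR likelihood ratio test, Benjamini-Hochberg). The number of increased genes fell to 495 with the quasi-likelihood test and was 775 with the replicate block. Data from infected human lesions were not used here.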

### The psoriasis-specific expression signature varies among strains but is most closely aligned with IMQ responses in B6 mice

All mouse strains showed expression responses to IMQ that overlapped significantly with other human skin diseases besides psoriasis (Fig. 8a). Compared to other strains, however, the B6 response to IMQ was most consistent with psoriasis (Additional file 8a), and for this strain no other disease matched IMQ responses more closely than psoriasis (Fig. 8d).

We next considered genes with a high psoriasis specificity index (PSI) identified recently from a large-scale comparison of expression data from human skin diseases [45]. Such genes provide a good basis for evaluation of psoriasis mouse models since they are significantly altered in psoriasis lesions but not similarly altered in lesions from other skin diseases [45]. Many such genes did not show psoriasis-like expression responses to IMQ in any strain (e.g., *Atp1b1*, *Dnah2*, *Slc8a1*, *Prkcb*; Additional file 13). 

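In the fits of single combinations (edgeR likelihood ratio test, Benjamini-Hochberg FDR), Atp1b1 (chromosome 1, 164437099 to 164458355) was not a DEG in any combination, with log2 fold changes from -0.42 in BALB/c females to 0.57 in DBA females. Prkcb (chromosome 7, 122289104 to 122634402) was likewise not a DEG, from -0.59 in B6 females to 0.70 in BALB/c males. Dnah2 (chromosome 11, 69420807 to 69549108) was decreased only in B6 females (-1.89 (SE 0.55, FDR = 0.0052)), and Slc8a1 (chromosome 17, 81373105 to 81738387) was increased only in 129/SvJ males (1.02 (SE 0.27, FDR = 0.0045)). In the fit over B6 and BALB/c mice, the response differed for Dnah2 (-1.71 (FDR = 0.017)) and Prkcb (-1.03 (FDR = 0.0043)) but not for Atp1b1 (0.50 (FDR = 0.26)) or Slc8a1 (-0.37 (FDR = 0.58)).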

Some psoriasis-specific genes, however, were similarly altered by IMQ, although these IMQ responses varied among strains (Additional file 13). The response in B6 mice best paralleled expression patterns specific to human psoriasis (Additional file 13b, e). 

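For the 30 psoriasis-specific increased genes and the 30 decreased genes in the paper's figure, a match score was computed in each combination as the geometric mean of FC (IMQ/CTL) or of its inverse. For increased genes the highest scores were 2.11 in B6 females and 1.76 in B6 males, followed by 1.5 in DBA females. With 1 sample left out at a time, the B6 female score ranged from 1.73 to 2.29 and the B6 male score from 1.57 to 1.97. The score of CD1 females, 1.47, ranged from 0.502 to 2.04. For decreased genes the highest scores were 1.95 in B6 males and 1.67 in B6 females, and the next was 1.29 in DBA males. Among alternatives that keep all samples, the arithmetic mean moved the scores most and gave 3.12 for increased genes in B6 females. The change of mean log2 CPM in B6 mice minus that in BALB/c mice was 0.44 for increased genes (permutation test, adjusted p = 0.04 over 14 lists) and -0.78 for decreased genes (adjusted p = 0.024, same permutation test). Neither difference passed when changes were taken within replicate number and sex (adjusted p = 0.11 and 0.08, exact test).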

Only B6 mice, for example, showed significantly decreased expression of *Fcer2*, *Cspg4*, *Lsp1*, and *Aldh1b1* with IMQ treatment to recapitulate expression shifts unique to psoriasis lesions. In contrast, IMQ responses in MOLF males and 129/SvJ mice were least consistent with psoriasis-specific expression shifts, and in some cases IMQ altered expression in the direction opposite to that observed in psoriasis lesions (Additional file 13b, e).

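Lsp1 (chromosome 7, 142458223 to 142494868) was decreased in B6 males (-1.20 (SE 0.27, FDR = 2.8e-04)) and females (-1.53 (SE 0.28, FDR = 2.8e-06)) and in no other combination (edgeR likelihood ratio test, Benjamini-Hochberg). Fcer2a (chromosome 8, 3680280 to 3694174), the mouse gene for Fcer2, was decreased in B6 females (-1.80 (SE 0.52, FDR = 0.0045)), and Aldh1b1 (chromosome 4, 45799022 to 45804608) in B6 females (-1.11 (SE 0.47, FDR = 0.08)). Cspg4 (chromosome 9, 56865104 to 56899870) was decreased in B6 males (-1.20 (SE 0.30, FDR = 0.0013)). It also had an FDR below the threshold with an FC above 0.5 in B6 females (-0.67 (SE 0.27, FDR = 0.062)), DBA females (-0.94 (SE 0.29, FDR = 0.015)) and FVB females (-0.99 (SE 0.25, FDR = 0.0024)). A call in one strain is not a difference between strains. Tested directly against BALB/c mice, the response of B6 mice differed by -1.42 (FDR = 4.0e-05) for Lsp1, -1.63 (FDR = 0.044) for Fcer2a and -1.21 (FDR = 0.066) for Aldh1b1, but not for Cspg4, at -0.30 (FDR = 0.69).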

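The match scores of MOLF males were the lowest of the 14 combinations, 0.596 for increased and 0.819 for decreased genes, where values below 1 mean that the average change was opposite to that in psoriasis. With 1 sample left out at a time they ranged from 0.501 to 0.642 and from 0.654 to 1.17, so that the score for decreased genes changed side. It also did with the arithmetic mean, at 1.02. The scores for increased genes were 1.14 in 129/SvJ males and 1.19 in 129/SvJ females, close to 1.18 in MOLF females. For decreased genes they were 1.08 and 1.13, above the 1.02 of BALB/c males. In MOLF males, 12 of the 30 increased genes were decreased by IMQ and 1 was increased.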

## Discussion

The IMQ model of psoriasiform dermatitis has been used in more than 200 mouse studies as a convenient tool to probe mechanisms underlying psoriasis vulgaris. The importance of strain and sex on IMQ response has never been systematically investigated, but may impact conclusions and interpretation of experimental findings. Indeed, inattention to strain and sex may underlie conflicting results among laboratories, possibly even impeding translation from mouse to humans [10, 11, 59]. Understanding these factors can therefore bolster reproducibility of mechanistic studies [13]. Using RNA-seq, we showed that strain and sex influence correspondence between Aldara (5% IMQ)-induced dermatitis and human psoriasis, suggesting that phenotypes developing on alternative backgrounds model the human disease to differing extents. Strain differences were not peripherally associated with psoriasis disease mechanisms but related to key aspects of the pathogenesis (e.g., KC differentiation, T-cell abundance, and IL-17A and type I interferon responses). The transcriptional IMQ signature, moreover, did not uniquely correspond to human psoriasis but was consistent with diverse inflammatory skin conditions. Consequently, the human disease best matching IMQ expression responses varied by strain, with psoriasis correspondence strongest in B6 mice. Surprisingly, responses in four strains were more consistent with wounding or infection (e.g., BALB/c, 129/SvJ, DBA, MOLF).

The formation and development of psoriasis lesions depend upon a dynamic cytokine network that involves a multitude of interacting cell types and mediators. At present, however, biologic therapies directed against only a limited number of cytokines have proven clinically effective, including TNF, IL-17A, and IL-23 [60–62]. Of these, IL-17A may represent the most pivotal “hub” within the cytokine network coordinating plaque development, since TNF and IL-23 appear to positively regulate IL-17A production, in part through their influence on Th17 differentiation [3]. In this study, responses of IL-17 family cytokines to IMQ varied, with differing response patterns in the two most commonly studied strains (B6 and BALB/c). In B6 mice, IMQ increased expression of *Il17a*, *Il17b*, *Il17c*, and *Il17f*, partially consistent with human psoriasis, but in the BALB/c strain such genes were unaltered by IMQ (Additional file 10). Stronger elevation of IL-17 family gene expression in B6 mice was concurrent with heightened epidermal thickness and mitotic gene expression, along with increased expression of genes expressed by CD8+ T cells, granulocytes, and ɣδ T cells (Fig. 6a). These findings conflict with a previous study reporting that *Il17a* expression was induced by IMQ in both B6 and BALB/c mice, although with a faster response in BALB/c (2 days) compared to B6 mice (3–4 days) [3]. Since IMQ responses were evaluated after a longer time period in this study (6 days), however, it is unlikely that our results solely reflect delayed *Il17a* response to IMQ in B6 mice. In previous studies, manipulation of IL-17 family cytokines appears to have only modest effects on IMQ dermatitis, with the largest effects observed in mice lacking IL-17 F [3, 5, 63, 64]. The main implication of our findings is that the commonly studied B6 and BALB/c mice cannot be regarded as interchangeable in such work and disparate responses in these strains may impact conclusions related to this important cytokine family.

Topical IMQ was originally developed as a means to induce anti-viral responses and type I interferon in animal models [4]. It is therefore surprising that genes associated with viral genome replication and poly(I:C) were among the most variably altered by IMQ, with key pathway components activated in some strains (MOLF, 129/SvJ, BALB/c) and repressed in others (B6, DBA, FVB) (Fig. 4a, b). In the latter group, IMQ also led to stronger declines in the expression of genes specifically expressed by plasmacytoid dendritic cells (pDCs), which are considered to be the main source of IFN-α in IMQ dermatitis [65]. Our results may reflect strain disparities in pDC abundance, since prior studies have demonstrated increased pDC numbers in 129/SvJ and BALB/c mice compared to the B6 strain (blood, spleen, and lymph nodes), along with reduced ability of B6 mice to produce IFN-α following viral stimulation [66, 67]. The exact role of pDCs and type I interferon in IMQ dermatitis is complex with conflicting evidence. One study reported that pDC depletion in B6 mice has little impact on IMQ dermatitis with similar phenotypes in wild-type mice and *Ifnar1*-KO mice (i.e., mice deficient for receptor 1 of type I IFNs) [65]. A more recent study, however, indicates that erythema, epidermal proliferation, and splenomegaly are reduced in IMQ dermatitis of *Ifnar1*-KO mice (B6) [68]. Given that B6 mice exhibit relatively weak type I interferon IMQ responses (Fig. 4a, b), the IMQ phenotype may be attenuated more substantially by *Ifnar1* ablation on other genetic backgrounds (e.g., MOLF, 129/SvJ, and BALB/c).

MOLF/EiJ mice are representatives of strains commonly referred to as “wild-derived”, which have a unique genetic history with divergence from classic inbred strains occurring more than one million years ago [69]. MOLF mice thus represent a reservoir of genetic diversity absent from common laboratory strains, providing a rich genetic resource for discovering novel gene functions based on previously untested allelic variants. It was of interest to evaluate IMQ dermatitis in MOLF mice, since previous studies have identified MOLF genetic variants impacting Toll-like receptor (TLR) signaling, including alleles associated with *Tlr5* [57], *Irak1bp1* [56], *Irak2* [70], *Irak2c* [71], and *Cyld* [72]. These variants appear to alter immune responses of MOLF mice to several stimuli, such as lipoteichoic acid, poly(I:C), lipopolysaccharide, and schistosome infection [18, 56, 70]. IMQ is a TLR7 agonist and previous work has identified TLR7 expression in a subpopulation of mouse interfollicular epidermal keratinocytes [73]. In our study, IMQ was poorly tolerated by MOLF mice and two of ten IMQ-treated mice died prior to completing the 5-day treatment (see “Methods”). A previous study has demonstrated elevated IL-6 production by MOLF macrophages following TLR stimulation [56], which may have contributed to the mortality we observed [3]. Among MOLF mice surviving treatment, TLR-associated genes did not exhibit aberrant IMQ responses compared to other strains (Additional file 12). Rather, we identified an aberrant epidermal response suggestive of defective KC differentiation and barrier formation (Fig. 7). These epidermal effects may be secondary to TLR-dependent and TLR-independent acute immune responses in MOLF mice, and consistent with this, genes associated with IFN-α were uniquely upregulated by IMQ in MOLF males (e.g., *Ifit1*, *Ifit2*, *Ifit3*; Additional file 11e). Activation of these and other immune responses in MOLF mice may promote NALP3 inflammasome activation and apoptosis within the epidermis [74]. Future work will be needed to address these possibilities and identify the locus (loci) responsible. These findings, however, demonstrate the potential for MOLF mice, and possibly other wild-derived strains, to exhibit cutaneous responses differing from common laboratory strains. Further analysis of such mice and their unique allelic diversity may be valuable to other areas of experimental dermatology, where established observations may be based largely upon classic inbred strains (e.g., B6 and BALB/c).

This study is the first to report results from RNA-seq-based comparisons of IMQ expression responses among multiple mouse strains. Our findings are novel and informative, but we note six study limitations. First, we have focused on gene expression responses to IMQ. This approach is objective and quantitative, but other aspects of IMQ dermatitis not considered in our study, such as histological characteristics and drug treatment responses, represent additional criteria for comparing IMQ phenotypes among strains and to human skin diseases [1]. Second, this study evaluated Aldara (5% IMQ) at a topical dose of 62.5 mg and analyzed the resulting phenotype after 5 days of treatment, based on our observation that the cutaneous phenotype has reached steady state and is fully developed one day after the final application (day 6). Given this protocol, we have not examined early inflammatory responses 24–48 hours post-treatment, which may also differ depending upon strain and sex [74]. Along these lines, we cannot exclude the possibility that strain and sex differences we’ve identified reflect kinetic differences in IMQ response, potentially associated with strain variation in absorption [3]. Third, to ensure comparability, we used a common treatment protocol in all experiments, although this same protocol may not be ideal for each strain. A lower dose or less prolonged treatment, for example, may be appropriate for MOLF mice. Potentially, an IMQ protocol specifically tailored to each strain would achieve greater uniformity of IMQ responses or better transcriptional correspondence to human psoriasis. Fourth, this study focused exclusively on the IMQ dermatitis developing on back skin. Ear skin is another common application site and may yield responses different from those described here [4]. Fifth, our analyses have focused on IMQ responses of each strain, i.e., the expression difference between IMQ and CTL samples. Notably, however, baseline gene expression as measured in CTL samples also varied among strains and may contribute to IMQ response differences (Additional file 3). Sixth, control experiments in this study were performed using a benign lanolin-derived occlusion cream, which lacks the isostearic acid vehicle component of the Aldara preparation. Some effects we’ve attributed to IMQ may thus alternatively be due to isostearic acid vehicle, although in prior work vehicle effects have been limited to early responses (<24 h) [74] rather than the day 6 phenotypes examined here.

Mechanistic studies of human psoriasis have been hindered by the lack of an animal model that closely recapitulates all aspects of the human disease [1]. To fill this gap, many mouse phenotypes have been developed, each with strengths and weaknesses relative to human psoriasis [2]. IMQ dermatitis has been widely investigated as a psoriasiform phenotype, in part due to its macroscopic appearance, histologic features, and partial dependence upon pathways known to mediate development of the human disease [3]. Similar to other mouse psoriasiform phenotypes [2], this study shows that the IMQ dermatitis expression signature exhibits strong resemblance to human psoriasis (0.05 ≤ *r*_s_ ≤ 0.45; Additional file 8), with mouse–human correlation estimates better than those reported for other types of acute inflammatory response [75]. This correspondence, however, varies among strains and was strongest in B6 mice (Fig. 8d; Additional file 8a; Additional file 13b, e). It is also important to recognize that, regardless of strain, IMQ-driven expression shifts do not uniquely match psoriasis, but are consistent with several human skin conditions (e.g., eschars, acne, infection, wounding; Fig. 8). The basis for this correspondence is activation of core pathways related to positive regulation of immune response, neutrophil chemotaxis, leukocyte migration, and bacterial defense response (Figs. 3f and 8c). Along with this, decreased expression of homeostatic genes is a common effect of IMQ across strains that is also observed in psoriasis and other skin conditions (Fig. 3g; Additional file 9a). To some degree, therefore, IMQ may trigger innate immune responses and breakdown of epidermal homeostasis intrinsic to several forms of cutaneous pathology [45].

Psoriasis is a complex genetic disease with at least 41 genetic susceptibility loci contributing to the pathogenesis [76], and there continues to be progress towards deciphering the genetics of other skin diseases as well [77]. Considering the additional influence of environmental factors [78], it is tempting to argue that studies focused exclusively on genetically homogenous inbred mice, despite all their advantages, can never succeed in fully replicating human diseases and their complexity [79]. An advantage of IMQ, however, is its flexibility and convenience as an experimental approach, which in this study allowed us to demonstrate strain- and sex-dependent effects. A study of similar scale using any other proposed model of psoriasisiform dermatitis would have been difficult or impossible. This flexibility and ease-of-use remains the key advantage of the IMQ model and, in principle, could allow for more robust mechanistic studies that routinely consider the roles of sex and genetic background. Evaluation of multiple strains may lead to conflicting results, possibly challenging observations established from focused studies of individual strains [10, 11]. This approach, however, should offer dividends through more robust conclusions and stronger reproducibility of experimental results [13], ultimately improving the odds that mechanistic findings are successfully translated from mice to inform our understanding of disease progression in human patients [10].

## Conclusions

The characteristics of IMQ dermatitis have been extensively investigated in prior mouse studies, with the expectation that such work carries implications for human psoriasis [3–6]. Mechanisms established by these studies, however, may be influenced by genetic background, complicating inferences with regard to human psoriasis. This study showed that key features of the cutaneous phenotype generated by Aldara (5% IMQ) are influenced by strain and sex, including features related to central aspects of psoriasis lesion development, such as epidermal proliferation, IL-17A signaling, and T lymphocyte activity. This study also shows that gene expression patterns associated with IMQ dermatitis, while bearing significant resemblance to human psoriasis, are also aligned closely with expression signatures of other human skin diseases (e.g., wounding, acne, eschars, and infection). For some strains, expression responses to IMQ were most consistent with expression shifts observed in skin wounds or infections (BALB/c, 129/SvJ, DBA, MOLF). Nonetheless, IMQ-induced expression shifts on the B6 background were more consistent with psoriasis than any other disease included in our analyses, and overall, the B6 phenotype matched psoriasis better than other strain phenotypes. B6 mice may therefore provide a better genetic background than other strains for using IMQ to model psoriasis in the laboratory mouse.

## Additional files

Additional file 1: Histograms of weight change, epidermal thickness, and spleen weight.
Additional file 2: Mapping of reads to mouse genome (*n* = 56 samples).
Additional file 3: CTL sample expression among mouse strains and comparison to normal human skin.
Additional file 4: RNA-seq exploratory analyses.
Additional file 5: Comparison of IMQ responses between males and females.
Additional file 6: Number of differentially expressed genes and associations with CTL body weight, epidermal thickness, and spleen weight.
Additional file 7: Microarray dataset comparison.
Additional file 8: Comparison of IMQ responses to human psoriasis lesions.
Additional file 9: Gene Ontology (GO) biological process (BP) terms enriched among psoriasis-decreased DEGs and correspondence with IMQ responses.
Additional file 10: IL-17 family gene expression (*Il17a*, *Il17b*, *Il17c*, *Il17d*, *Il17e*, *Il17f*).
Additional file 11: Genes uniquely altered by IMQ in MOLF males.
Additional file 12: Genes associated with Toll-like receptor (TLR) signaling are disproportionately elevated by IMQ in all strains.
Additional file 13: Psoriasis-specific genes with altered expression in psoriasis lesions but not other human skin diseases.

## Abbreviations

B6: C57BL/6 J
BP: Biological process
CTL: Control
DC: Dendritic cell
DEG: Differentially expressed gene
FDR: False discovery rate
FPKM: Fragments per kilobase of transcript per million mapped reads
GEO: Gene Expression Omnibus
GO: Gene Ontology
IFN: Interferon
IGP: Immunological Genome Project
IL: Interleukin
IMQ: Imiquimod
KC: Keratinocyte
MSF: mediterranean spotted fever
pDC: Plasmacytoid dendritic cell
TLR: Toll-like receptor
TNF: Tumor necrosis factor.

## References

[1] Gudjonsson JE, Johnston A, Dyson M, Valdimarsson H, Elder JT (2007). Mouse models of psoriasis. J Invest Dermatol.

[2] Swindell WR, Johnston A, Carbajal S, Han G, Wohn C, Lu J, Xing X, Nair RP, Voorhees JJ, Elder JT (2011). Genome-wide expression profiling of five mouse models identifies similarities and differences with human psoriasis. PLoS One.

[3] van der Fits L, Mourits S, Voerman JS, Kant M, Boon L, Laman JD, Cornelissen F, Mus AM, Florencia E, Prens EP, Lubberts E (2009). Imiquimod-induced psoriasis-like skin inflammation in mice is mediated via the IL-23/IL-17 axis. J Immunol.

[4] Flutter B, Nestle FO (2013). TLRs to cytokines: mechanistic insights from the imiquimod mouse model of psoriasis. Eur J Immunol.

[5] Pantelyushin S, Haak S, Ingold B, Kulig P, Heppner FL, Navarini AA, Becher B (2012). Rorgammat + innate lymphocytes and gammadelta T cells initiate psoriasiform plaque formation in mice. J Clin Invest.

[6] Van Belle AB, de Heusch M, Lemaire MM, Hendrickx E, Warnier G, Dunussi-Joannopoulos K, Fouser LA, Renauld JC, Dumoutier L (2012). IL-22 is required for imiquimod-induced psoriasiform skin inflammation in mice. J Immunol.

[7] Elder JT, Bruce AT, Gudjonsson JE, Johnston A, Stuart PE, Tejasvi T, Voorhees JJ, Abecasis GR, Nair RP (2010). Molecular dissection of psoriasis: integrating genetics and biology. J Invest Dermatol.

[8] Kong BY, Haugh IM, Schlosser BJ, Getsios S, Paller AS (2016). Mind the gap: sex bias in basic skin research. J Invest Dermatol.

[9] Bezdek S, Hdnah A, Sezin T, Mousavi S, Zillikens D, Ibrahim S, Ludwig RJ, Sadik CD. The genetic difference between C57Bl/6J and C57Bl/6N mice significantly impacts Aldara-induced psoriasiform dermatitis. Exp Dermatol. 2016. doi:10.1111/exd.13131.10.1111/exd.1313127315297

[10] Churchill GA (2014). Misleading results: don’t blame the mice. Science.

[11] Iwata H, Witte M, Samavedam UK, Gupta Y, Shimizu A, Ishiko A, Schroder T, Seeger K, Dahlke M, Rades D (2015). Radiosensitive hematopoietic cells determine the extent of skin inflammation in experimental epidermolysis bullosa acquisita. J Immunol.

[12] Prinz F, Schlange T, Asadullah K (2011). Believe it or not: how much can we rely on published data on potential drug targets?. Nat Rev Drug Discov.

[13] Collins FS, Tabak LA (2014). Policy: NIH plans to enhance reproducibility. Nature.

[14] Sarup P, Sorensen JG, Kristensen TN, Hoffmann AA, Loeschcke V, Paige KN, Sorensen P (2011). Candidate genes detected in transcriptome studies are strongly dependent on genetic background. PLoS One.

[15] Burnett C, Valentini S, Cabreiro F, Goss M, Somogyvari M, Piper MD, Hoddinott M, Sutphin GL, Leko V, McElwee JJ (2011). Absence of effects of Sir2 overexpression on lifespan in C. elegans and Drosophila. Nature.

[16] Liao CY, Rikke BA, Johnson TE, Diaz V, Nelson JF (2010). Genetic variation in the murine lifespan response to dietary restriction: from life extension to life shortening. Aging Cell.

[17] Chandler CH, Chari S, Dworkin I (2013). Does your gene need a background check? How genetic background impacts the analysis of mutations, genes, and evolution. Trends Genet.

[18] Stephan K, Smirnova I, Jacque B, Poltorak A (2007). Genetic analysis of the innate immune responses in wild-derived inbred strains of mice. Eur J Immunol.

[19] Gudjonsson JSW, Michaels K, Sutter A, Diaconu D, Fritz Y, Xing X, Sarkar M, Liang Y, Tsoi A, Ward N (2016). Imiquimod has strain-dependent effects in mice and does not uniquely model human psoriasis. Exp Dermatol.

[20] Di Meglio P, Duarte JH, Ahlfors H, Owens ND, Li Y, Villanova F, Tosi I, Hirota K, Nestle FO, Mrowietz U (2014). Activation of the aryl hydrocarbon receptor dampens the severity of inflammatory skin conditions. Immunity.

[21] Bai J, Liu Z, Xu Z, Ke F, Zhang L, Zhu H, Lou F, Wang H, Fei Y, Shi YL, Wang H (2015). Epigenetic downregulation of SFRP4 contributes to epidermal hyperplasia in psoriasis. J Immunol.

[22] Kjaer TN, Thorsen K, Jessen N, Stenderup K, Pedersen SB (2015). Resveratrol ameliorates imiquimod-induced psoriasis-like skin inflammation in mice. PLoS One.

[23] Petkov PM, Ding Y, Cassell MA, Zhang W, Wagner G, Sargent EE, Asquith S, Crew V, Johnson KA, Robinson P (2004). An efficient SNP system for mouse genome scanning and elucidating strain relationships. Genome Res.

[24] Chia R, Achilli F, Festing MF, Fisher EM (2005). The origins and uses of mouse outbred stocks. Nat Genet.

[25] Shah PP, Desai PR, Patel AR, Singh MS (2012). Skin permeating nanogel for the cutaneous co-delivery of two anti-inflammatory drugs. Biomaterials.

[26] Ando N, Nakamura Y, Aoki R, Ishimaru K, Ogawa H, Okumura K, Shibata S, Shimada S, Nakao A (2015). Circadian gene clock regulates psoriasis-like skin inflammation in mice. J Invest Dermatol.

[27] Wolfram JA, Diaconu D, Hatala DA, Rastegar J, Knutsen DA, Lowther A, Askew D, Gilliam AC, McCormick TS, Ward NL (2009). Keratinocyte but not endothelial cell-specific overexpression of Tie2 leads to the development of psoriasis. Am J Pathol.

[28] Ward NL, Hatala DA, Wolfram JA, Knutsen DA, Loyd CM (2011). Cutaneous manipulation of vascular growth factors leads to alterations in immunocytes, blood vessels and nerves: Evidence for a cutaneous neurovascular unit. J Dermatol Sci.

[29] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal.

[30] Del Fabbro C, Scalabrin S, Morgante M, Giorgi FM (2013). An extensive evaluation of read trimming effects on Illumina NGS data analysis. PLoS One.

[31] FASTX-Toolkit. http://hannonlab.cshl.edu/fastx_toolkit/. Accessed 8 Mar 2017.

[32] FastQC: a quality control tool for high throughput sequence data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/. Accessed 8 Mar 2017.

[33] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[34] Speir ML, Zweig AS, Rosenbloom KR, Raney BJ, Paten B, Nejad P, Lee BT, Learned K, Karolchik D, Hinrichs AS (2016). The UCSC Genome Browser database: 2016 update. Nucleic Acids Res.

[35] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[36] Anders S, Pyl PT, Huber W (2015). HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics.

[37] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc.

[38] Wang L, Wang S, Li W (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics.

[39] DeLuca DS, Levin JZ, Sivachenko A, Fennell T, Nazaire MD, Williams C, Reich M, Winckler W, Getz G (2012). RNA-SeQC: RNA-seq metrics for quality control and process optimization. Bioinformatics.

[40] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[41] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol.

[42] Landau WM, Liu P (2013). Dispersion estimation and its effect on test performance in RNA-seq data analysis: a simulation-based comparison of methods. PLoS One.

[43] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a powerful and practical approach to multiple testing. J R Stat Soc B.

[44] Bult CJ, Eppig JT, Blake JA, Kadin JA, Richardson JE (2016). Mouse genome database 2016. Nucleic Acids Res.

[45] Swindell WR, Sarkar MK, Liang Y, Xing X, Gudjonsson JE. Cross-disease transcriptomics: Unique IL-17A signaling in psoriasis lesions and an autoimmune PBMC signature. J Invest Dermatol. 2016;136:1820–30.10.1016/j.jid.2016.04.035PMC523456527206706

[46] Karim R, Meyers C, Backendorf C, Ludigs K, Offringa R, van Ommen GJ, Melief CJ, van der Burg SH, Boer JM (2011). Human papillomavirus deregulates the response of a cellular network comprising of chemotactic and proinflammatory genes. PLoS One.

[47] Swindell WR, Xing X, Fritz Y, Diaconu D, Simon DI, Ward NL, Gudjonsson JE. Deficiency of myeloid-related proteins 8 and 14 (Mrp8/Mrp14) does not block inflammaging but prevents steatosis. Oncotarget. 2016;7:35535–51.10.18632/oncotarget.9550PMC509494327224926

[48] Kim CC, Lanier LL (2013). Beyond the transcriptome: completion of act one of the Immunological Genome Project. Curr Opin Immunol.

[49] Gulati N, Krueger JG, Suarez-Farinas M, Mitsui H (2013). Creation of differentiation-specific genomic maps of human epidermis through laser capture microdissection. J Invest Dermatol.

[50] Lopez-Pajares V, Qu K, Zhang J, Webster DE, Barajas BC, Siprashvili Z, Zarnegar BJ, Boxer LD, Rios EJ, Tao S (2015). A LncRNA-MAF:MAFB transcription factor network regulates epidermal differentiation. Dev Cell.

[51] Greco JA, Pollins AC, Boone BE, Levy SE, Nanney LB (2010). A microarray analysis of temporal gene expression profiles in thermally injured human skin. Burns.

[52] Novais FO, Carvalho LP, Passos S, Roos DS, Carvalho EM, Scott P, Beiting DP (2015). Genomic profiling of human Leishmania braziliensis lesions identifies transcriptional modules associated with cutaneous immunopathology. J Invest Dermatol.

[53] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[54] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol.

[55] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) method. Methods.

[56] Conner JR, Smirnova II, Poltorak A (2008). Forward genetic analysis of Toll-like receptor responses in wild-derived mice reveals a novel antiinflammatory role for IRAK1BP1. J Exp Med.

[57] Sebastiani G, Leveque G, Lariviere L, Laroche L, Skamene E, Gros P, Malo D (2000). Cloning and characterization of the murine toll-like receptor 5 (Tlr5) gene: sequence and mRNA expression studies in Salmonella-susceptible MOLF/Ei mice. Genomics.

[58] Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M (2016). KEGG as a reference resource for gene and protein annotation. Nucleic Acids Res.

[59] Clayton JA (2016). Studying both sexes: a guiding principle for biomedicine. Faseb J.

[60] Sofen H, Smith S, Matheson RT, Leonardi CL, Calderon C, Brodmerkel C, Li K, Campbell K, Marciniak SJ, Wasfi Y (2014). Guselkumab (an IL-23-specific mAb) demonstrates clinical and molecular response in patients with moderate-to-severe psoriasis. J Allergy Clin Immunol.

[61] Papp KA, Leonardi C, Menter A, Ortonne JP, Krueger JG, Kricorian G, Aras G, Li J, Russell CB, Thompson EH, Baumgartner S (2012). Brodalumab, an anti-interleukin-17-receptor antibody for psoriasis. N Engl J Med.

[62] Leonardi C, Matheson R, Zachariae C, Cameron G, Li L, Edson-Heredia E, Braun D, Banerjee S (2012). Anti-interleukin-17 monoclonal antibody ixekizumab in chronic plaque psoriasis. N Engl J Med.

[63] Tortola L, Rosenwald E, Abel B, Blumberg H, Schafer M, Coyle AJ, Renauld JC, Werner S, Kisielow J, Kopf M (2012). Psoriasiform dermatitis is driven by IL-36-mediated DC-keratinocyte crosstalk. J Clin Invest.

[64] Ramirez-Carrozzi V, Sambandam A, Luis E, Lin Z, Jeet S, Lesch J, Hackney J, Kim J, Zhou M, Lai J (2011). IL-17C regulates the innate immune function of epithelial cells in an autocrine manner. Nat Immunol.

[65] Wohn C, Ober-Blobaum JL, Haak S, Pantelyushin S, Cheong C, Zahner SP, Onderwater S, Kant M, Weighardt H, Holzmann B (2013). Langerin(neg) conventional dendritic cells produce IL-23 to drive psoriatic plaque formation in mice. Proc Natl Acad Sci U S A.

[66] Asselin-Paturel C, Brizard G, Pin JJ, Briere F, Trinchieri G (2003). Mouse strain differences in plasmacytoid dendritic cell frequency and function revealed by a novel monoclonal antibody. J Immunol.

[67] Nakano H, Yanagita M, Gunn MD (2001). CD11c(+)B220(+)Gr-1(+) cells in mouse lymph nodes and spleen display characteristics of plasmacytoid dendritic cells. J Exp Med.

[68] Grine L, Dejager L, Libert C, Vandenbroucke RE (2015). Dual inhibition of TNFR1 and IFNAR1 in imiquimod-induced psoriasiform skin inflammation in mice. J Immunol.

[69] Guenet JL, Bonhomme F (2003). Wild mice: an ever-increasing contribution to a popular mammalian model. Trends Genet.

[70] Smith PM, Jacque B, Conner JR, Poltorak A, Stadecker MJ (2011). IRAK-2 regulates IL-1-mediated pathogenic Th17 cell development in helminthic infection. PLoS Pathog.

[71] Conner JR, Smirnova II, Poltorak A (2009). A mutation in Irak2c identifies IRAK-2 as a central component of the TLR regulatory network of wild-derived mice. J Exp Med.

[72] Schworer SA, Smirnova II, Kurbatova I, Bagina U, Churova M, Fowler T, Roy AL, Degterev A, Poltorak A (2014). Toll-like receptor-mediated down-regulation of the deubiquitinase cylindromatosis (CYLD) protects macrophages from necroptosis in wild-derived mice. J Biol Chem.

[73] Yin C, Zhang T, Qiao L, Du J, Li S, Zhao H, Wang F, Huang Q, Meng W, Zhu H (2014). TLR7-expressing cells comprise an interfollicular epidermal stem cell population in murine epidermis. Sci Rep.

[74] Walter A, Schafer M, Cecconi V, Matter C, Urosevic-Maiwald M, Belloni B, Schonewolf N, Dummer R, Bloch W, Werner S (2013). Aldara activates TLR7-independent immune defence. Nat Commun.

[75] Seok J, Warren HS, Cuenca AG, Mindrinos MN, Baker HV, Xu W, Richards DR, McDonald-Smith GP, Gao H, Hennessy L (2013). Genomic responses in mouse models poorly mimic human inflammatory diseases. Proc Natl Acad Sci U S A.

[76] Tsoi LC, Spain SL, Ellinghaus E, Stuart PE, Capon F, Knight J, Tejasvi T, Kang HM, Allen MH, Lambert S (2015). Enhanced meta-analysis and replication studies identify five new psoriasis susceptibility loci. Nat Commun.

[77] DeStefano GM, Christiano AM. The genetics of human skin disease. Cold Spring Harb Perspect Med. 2014;4:a015172.10.1101/cshperspect.a015172PMC420021125274756

[78] Dika E, Bardazzi F, Balestri R, Maibach HI (2007). Environmental factors and psoriasis. Curr Probl Dermatol.

[79] Mak IW, Evaniew N, Ghert M (2014). Lost in translation: animal models and clinical trials in cancer treatment. Am J Transl Res.

# Supplementary material for: Imiquimod has strain-dependent effects in mice and does not uniquely model human psoriasis
**Source:** Genome Med. 2017 Mar 9;9:24. doi: 10.1186/s13073-017-0415-3

**Additional File 1. Histograms of weight change, epidermal thickness and spleen weight.**

(A, D) Distribution of weight change in CTL ( $n = 70$ ) and IMQ ( $n = 70$ ) mice. Negative values indicate weight loss with CTL or IMQ treatment. (B, E) Distribution of  $\log_{10}$ (epidermal thickness) in CTL ( $n = 69$ ) and IMQ ( $n = 70$ ) mice. (C, F) Distribution of spleen weight in CTL ( $n = 69$ ) and IMQ ( $n = 69$ ) mice. Dotted red lines in (A) – (F) represent density estimates obtained using the Gaussian kernel.

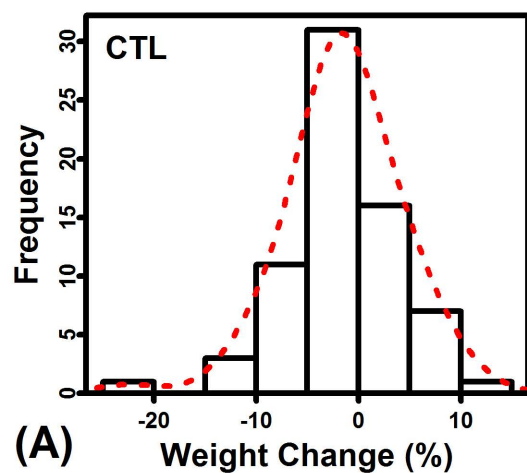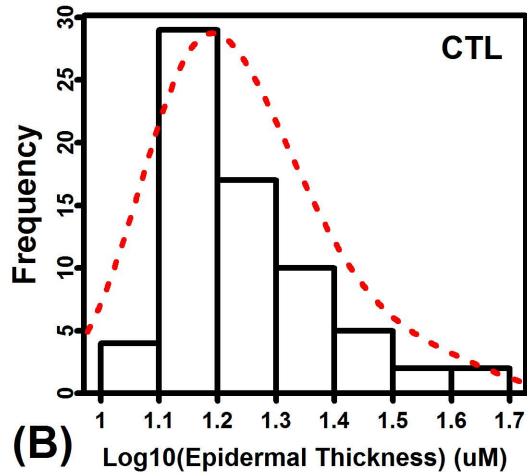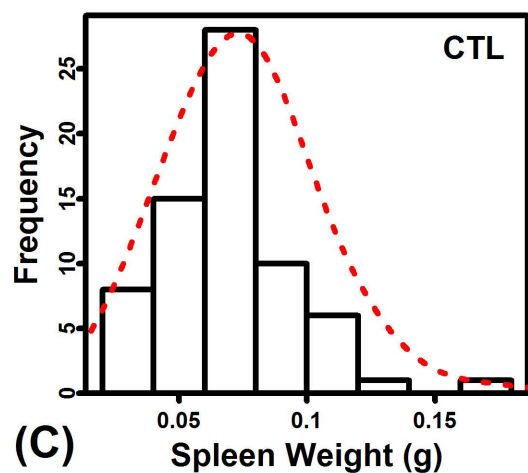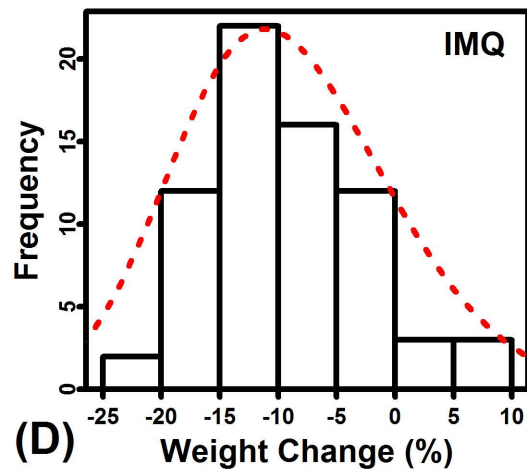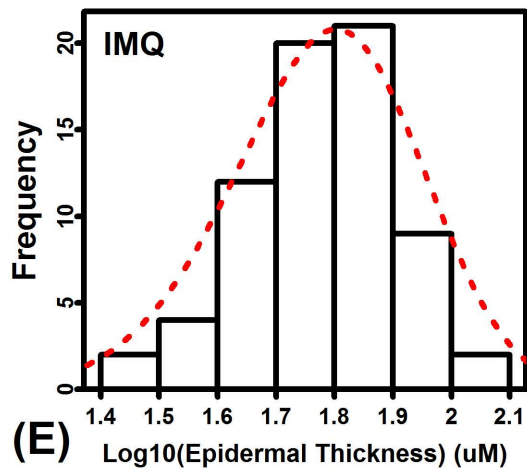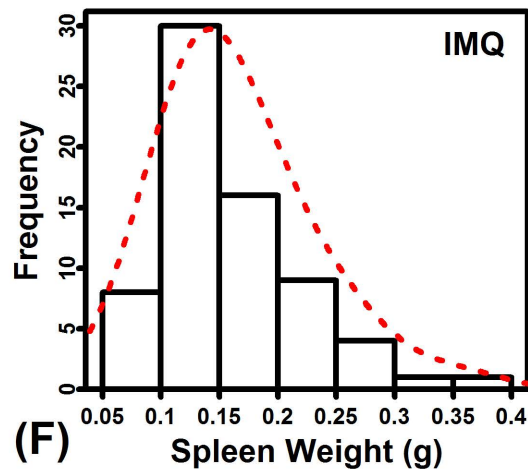

**Supplement:** Additional file 1: — Histograms of weight change, epidermal thickness, and spleen weight.

# Supplementary material for: Imiquimod has strain-dependent effects in mice and does not uniquely model human psoriasis
**Source:** Genome Med. 2017 Mar 9;9:24. doi: 10.1186/s13073-017-0415-3

**Additional File 6. Number of differentially expressed genes and associations with CTL body weight, epidermal thickness and spleen weight.** Differentially expressed genes were identified for each strain-sex combination ( $\text{FDR} < 0.10$ ;  $\text{FC} > 2.0$  or  $\text{FC} < 0.5$ ). The number of differentially expressed genes identified is shown (vertical axis) and compared to (A) CTL body weight, (B) CTL epidermal thickness and (C) CTL spleen weight ( $r$  = Spearman rank correlation;  $P$  = Spearman correlation p-value; dashed line: robust linear regression estimate).

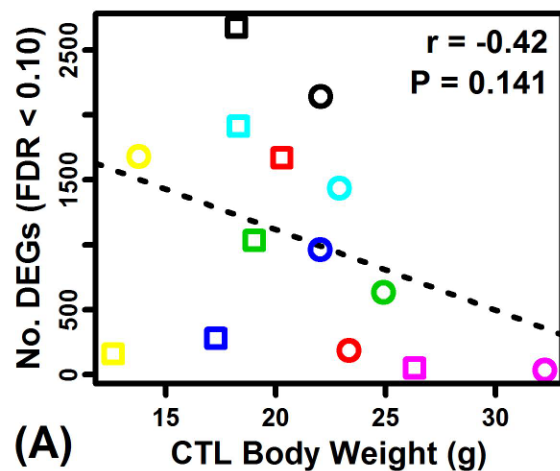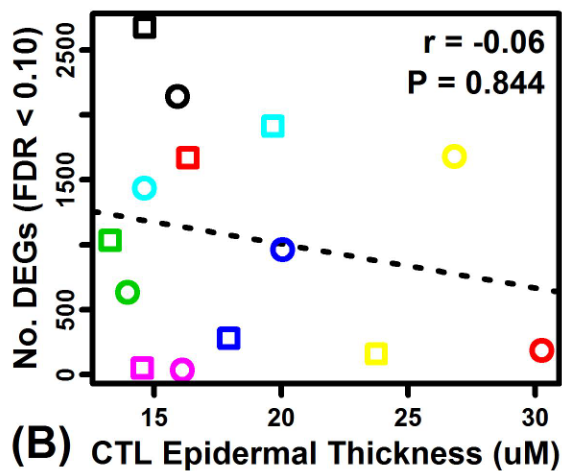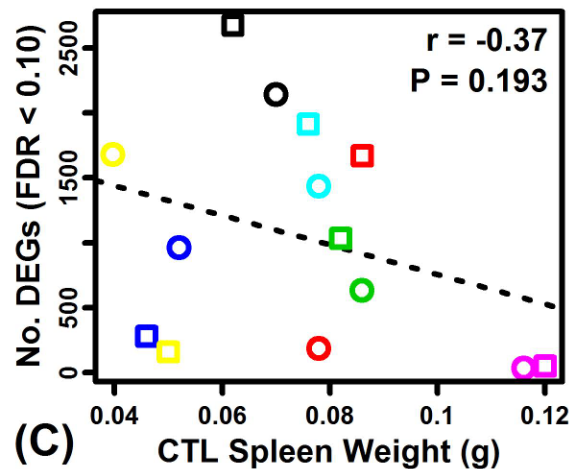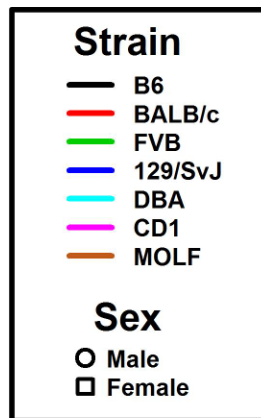

**Supplement:** Additional file 6: — Number of differentially expressed genes and associations with CTL body weight, epidermal thickness, and spleen weight.

# Supplementary material for: Imiquimod has strain-dependent effects in mice and does not uniquely model human psoriasis
**Source:** Genome Med. 2017 Mar 9;9:24. doi: 10.1186/s13073-017-0415-3

**Additional File 8. Comparison of IMQ responses to human psoriasis lesions. (A)**

IMQ/psoriasis FC comparison. Gene density plots compare mouse FC estimates (IMQ/CTL) to psoriasis FC estimates (involved/uninvolved skin) for homologous genes. (B) Psoriasis-increased DEGs. Enrichment of psoriasis-increased DEGs was assessed relative to gene lists ranked according to IMQ response (\*FDR < 0.05). (C) Psoriasis-decreased DEGs. Enrichment of psoriasis-decreased DEGs was assessed relative to gene lists ranked according to IMQ response (\*FDR < 0.05). (E) Genes most strongly elevated in human psoriasis lesions. (F) Genes most strongly decreased in human psoriasis lesions.

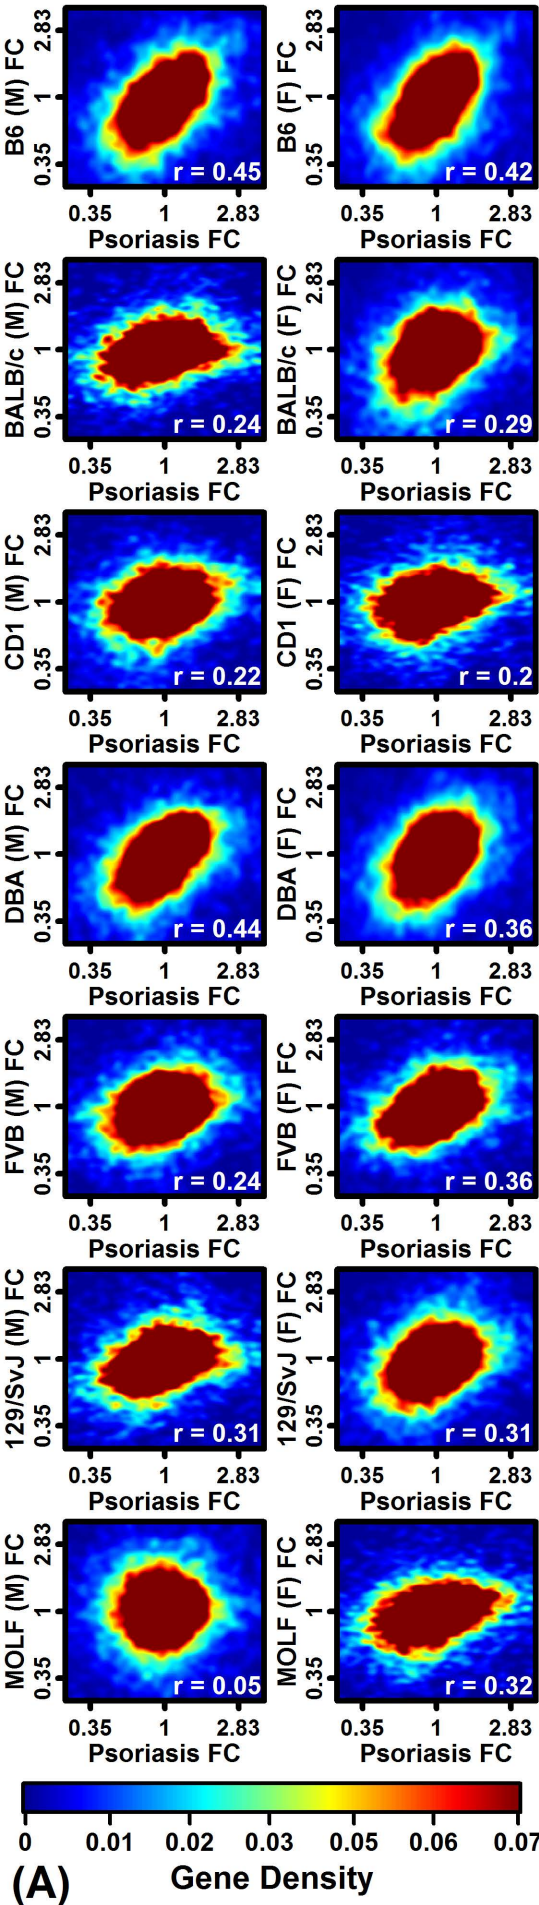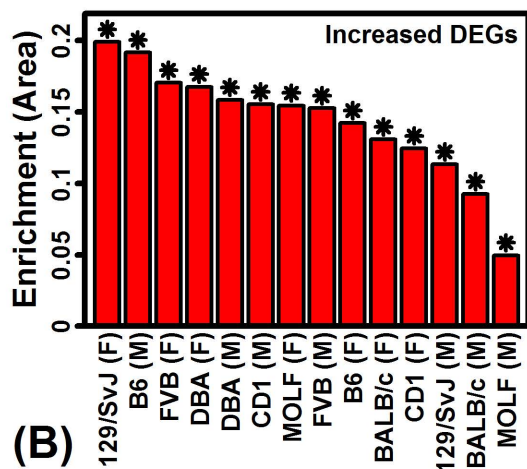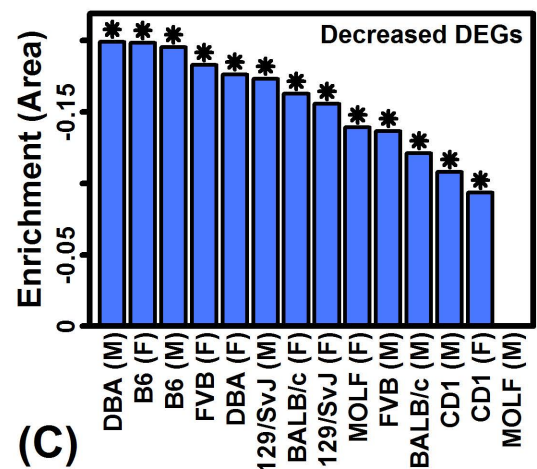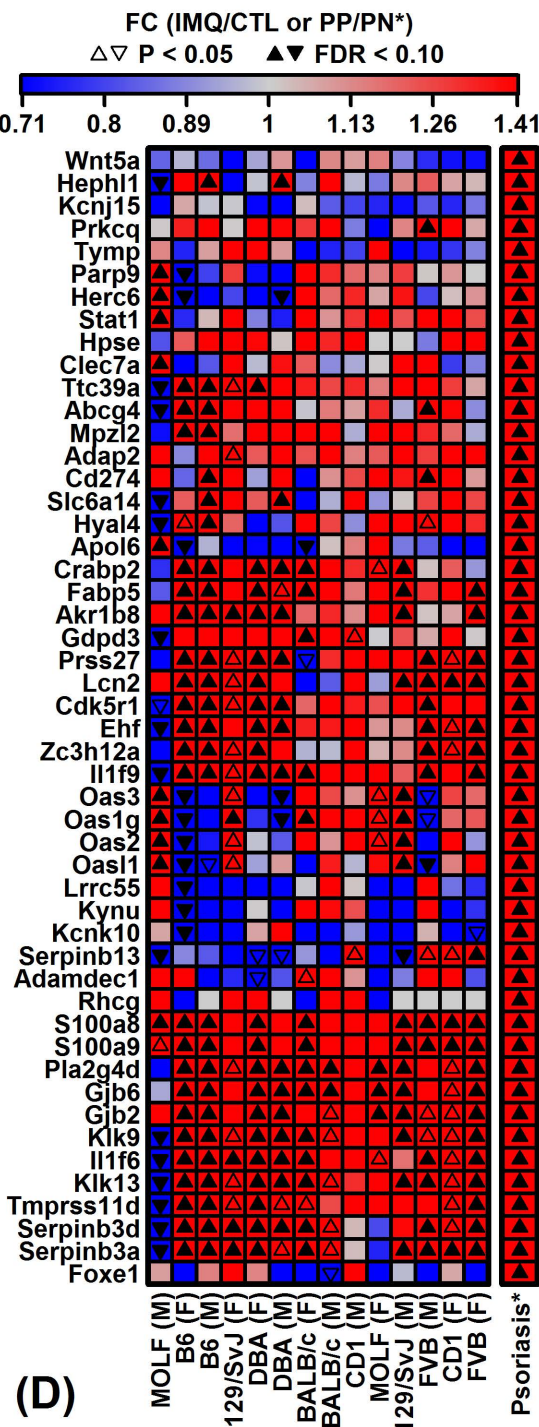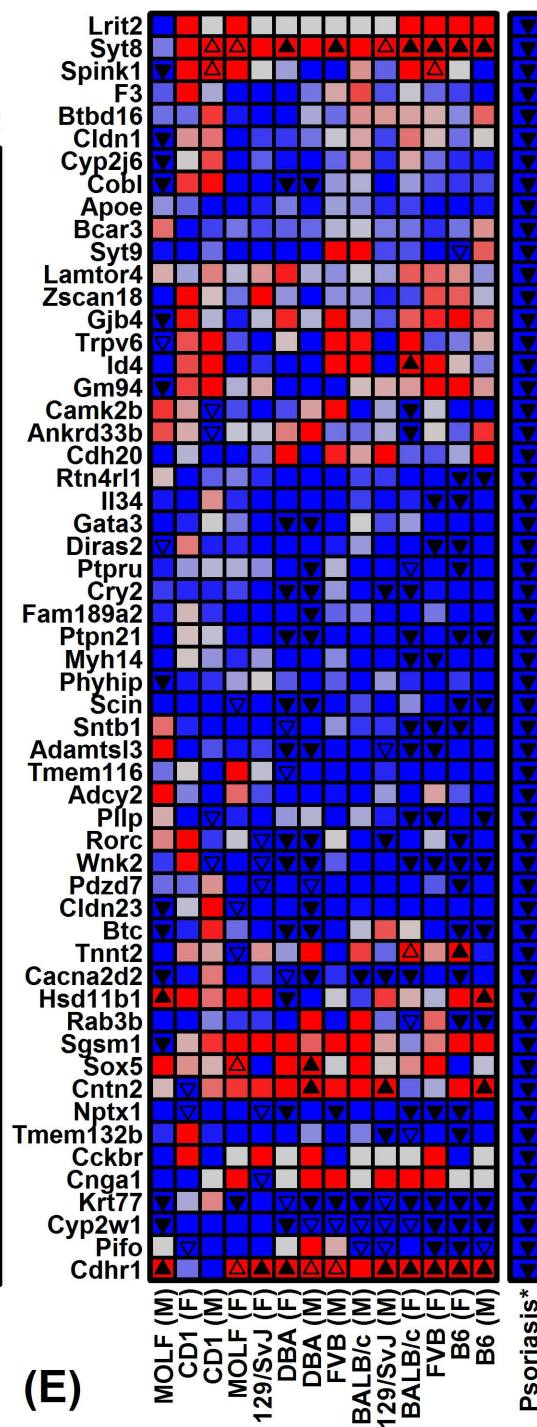

**Supplement:** Additional file 8: — Comparison of IMQ responses to human psoriasis lesions.

# Supplementary material for: Imiquimod has strain-dependent effects in mice and does not uniquely model human psoriasis
**Source:** Genome Med. 2017 Mar 9;9:24. doi: 10.1186/s13073-017-0415-3

**Additional File 10. IL-17 family gene expression (*Il17a*, *Il17b*, *Il17c*, *Il17d*, *Il17e*, *Il17f*).** RT-PCR was used to evaluate relative gene expression of IL-17 family genes in B6 and BALB/c mice ( $n = 5$  per strain/sex/treatment group;  $n = 40$  mice total). Groups without the same letter differ significantly ( $P < 0.05$ , Tukey honest significant difference; Error bars: standard error of the mean; p-values: strain-by-treatment interaction effect). *Rn18s* was used as an endogenous control to estimate relative gene expression.

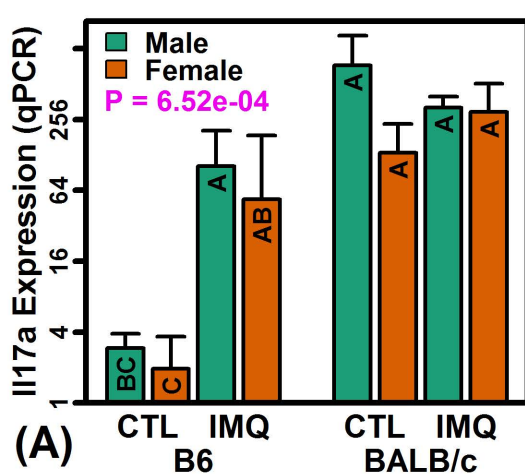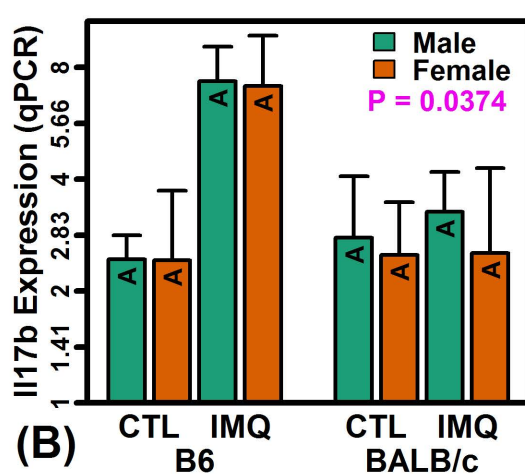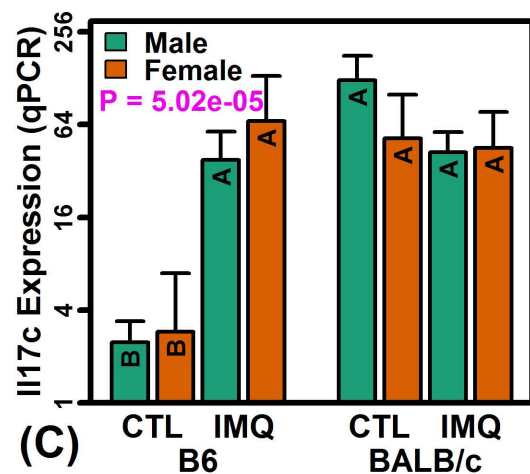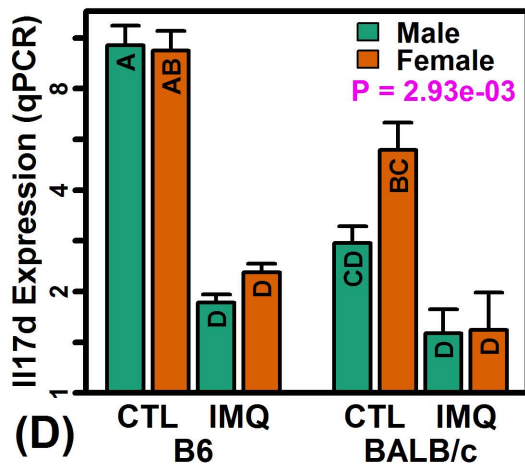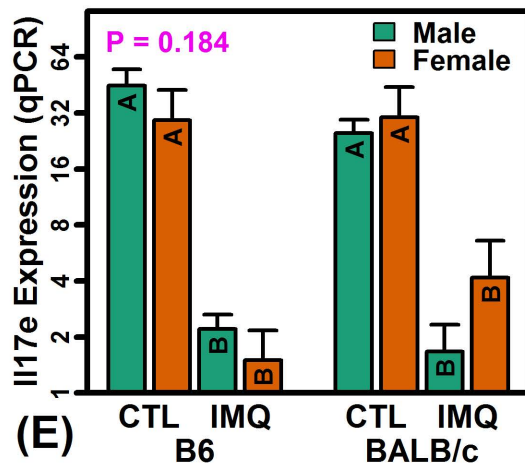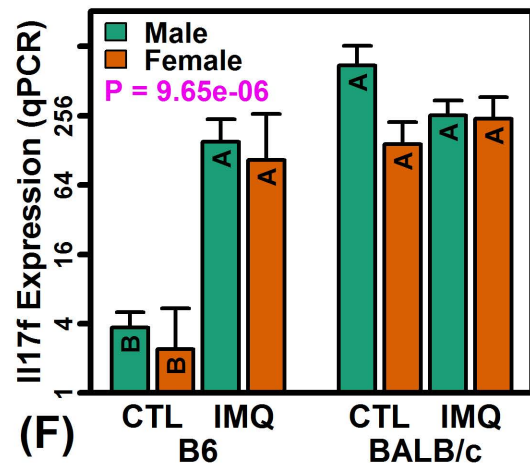

**Supplement:** Additional file 10: — IL-17 family gene expression (Il17a, Il17b, Il17c, Il17d, Il17e, Il17f).

# Supplementary material for: Imiquimod has strain-dependent effects in mice and does not uniquely model human psoriasis
**Source:** Genome Med. 2017 Mar 9;9:24. doi: 10.1186/s13073-017-0415-3

**Additional File 11. Genes uniquely altered by IMQ in MOLF males.** (A) Genes uniquely increased by IMQ in MOLF males. (B) Genes uniquely decreased by IMQ in MOLF males. (C, D) RT-PCR analysis of (C) *Il1f5* and (D) *Krt1* expression ( $n \geq 4$  per strain/sex/treatment group;  $n = 38$  mice total). Groups without the same letter differ significantly ( $P < 0.05$ , Tukey honest significant difference; Error bars: standard error of the mean; p-values: strain-by-treatment interaction effect). *Rn18s* was used as an endogenous control to estimate relative gene expression. (E) GO BP terms enriched among genes uniquely increased by IMQ in MOLF males (right margin: exemplar IMQ-increased genes). (F) GO BP terms enriched among genes uniquely decreased by IMQ in MOLF males (right margin: exemplar IMQ-decreased genes).

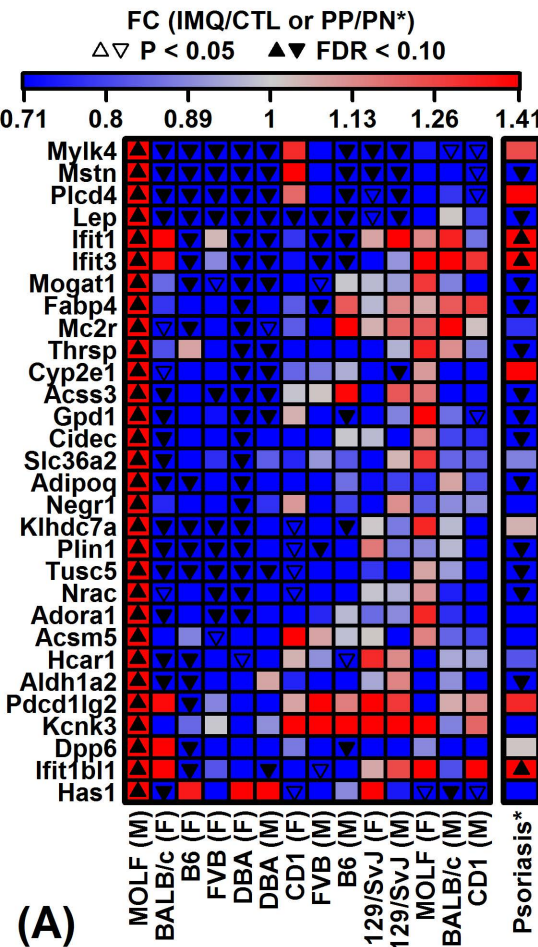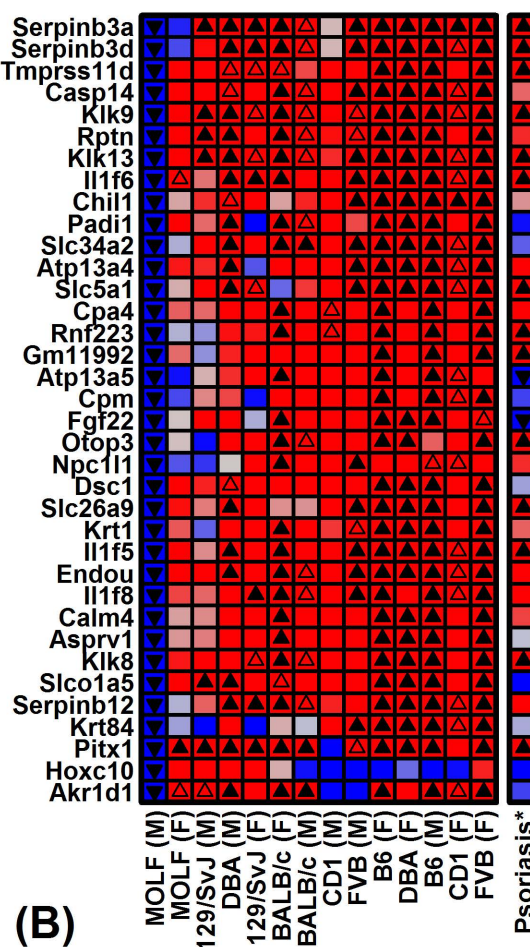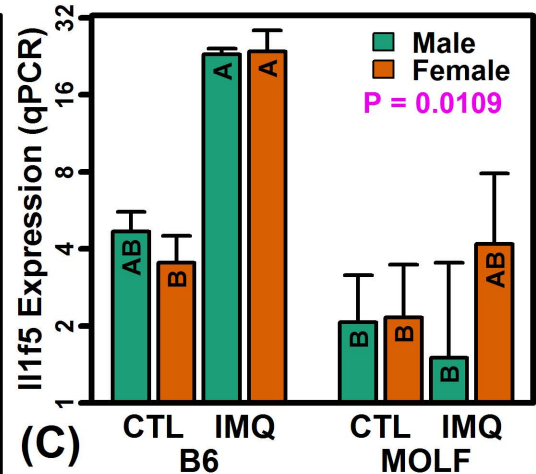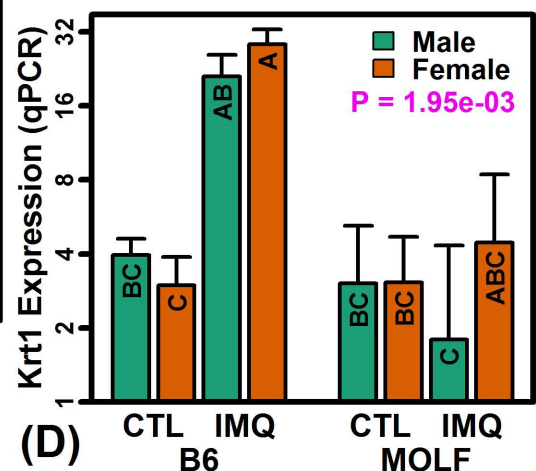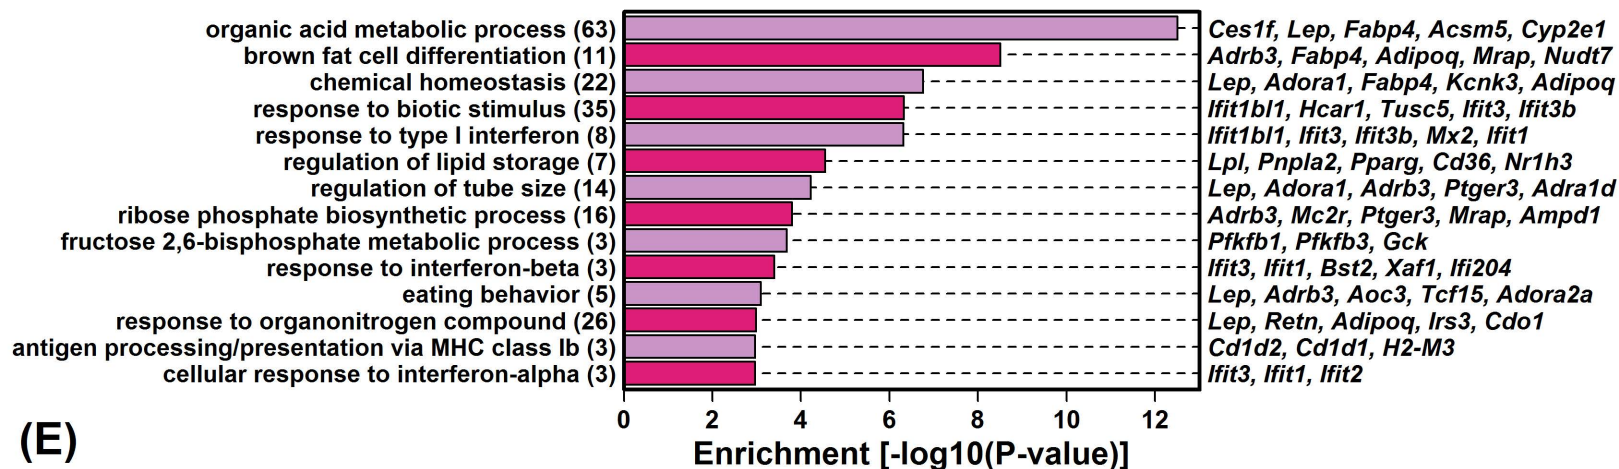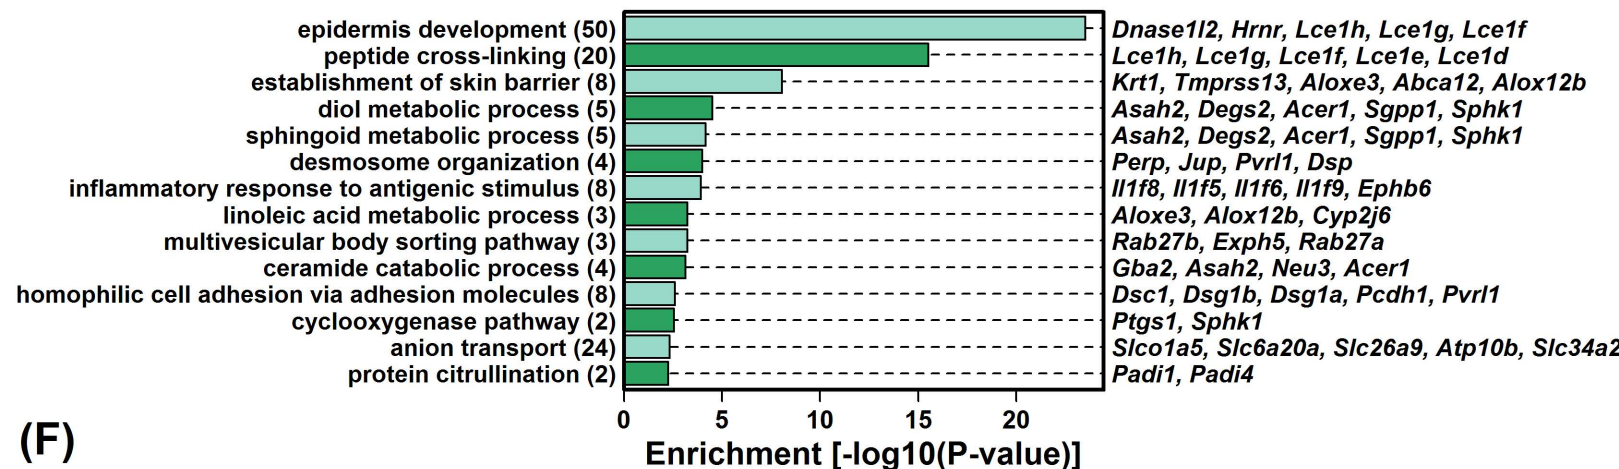

**Supplement:** Additional file 11: — Genes uniquely altered by IMQ in MOLF males.

# Supplementary material for: Imiquimod has strain-dependent effects in mice and does not uniquely model human psoriasis
**Source:** Genome Med. 2017 Mar 9;9:24. doi: 10.1186/s13073-017-0415-3

**Additional File 13. Psoriasis-specific genes with altered expression in psoriasis lesions but not other human skin diseases.** (A) Psoriasis-increased DEGs with the most psoriasis-specific expression patterns. Psoriasis-specificity is measured by the psoriasis specificity index (horizontal axis), with larger values indicating more psoriasis-specific expression. Heatmap colors depict IMQ expression responses for homologous mouse genes. (B) Match scores. Scores represent average FC (IMQ/CTL) of the 30 genes shown in (A) (right margin: average score for each strain-sex group; red font:  $P < 0.05$ , Wilcoxon rank sum test). (C) *Atp1b1* expression (B6 and BALB/C). *Atp1b1* is the most psoriasis-specific gene with elevated expression in psoriasis lesions. (D) Psoriasis-decreased DEGs with the most psoriasis-specific expression patterns. Larger psoriasis specificity index values indicate more psoriasis-specific expression. Heatmap colors depict IMQ expression responses for homologous mouse genes. (E) Match scores. Scores represent average FC (CTL/IMQ) of the 30 genes shown in (D). (F) *Krt13* expression (B6 and BALB/C). *Krt13* is the most psoriasis-specific gene with decreased expression in psoriasis lesions. In (C) and (F), groups without the same letter differ significantly ( $P < 0.05$ , Tukey honest significant difference; Error bars: standard error of the mean).

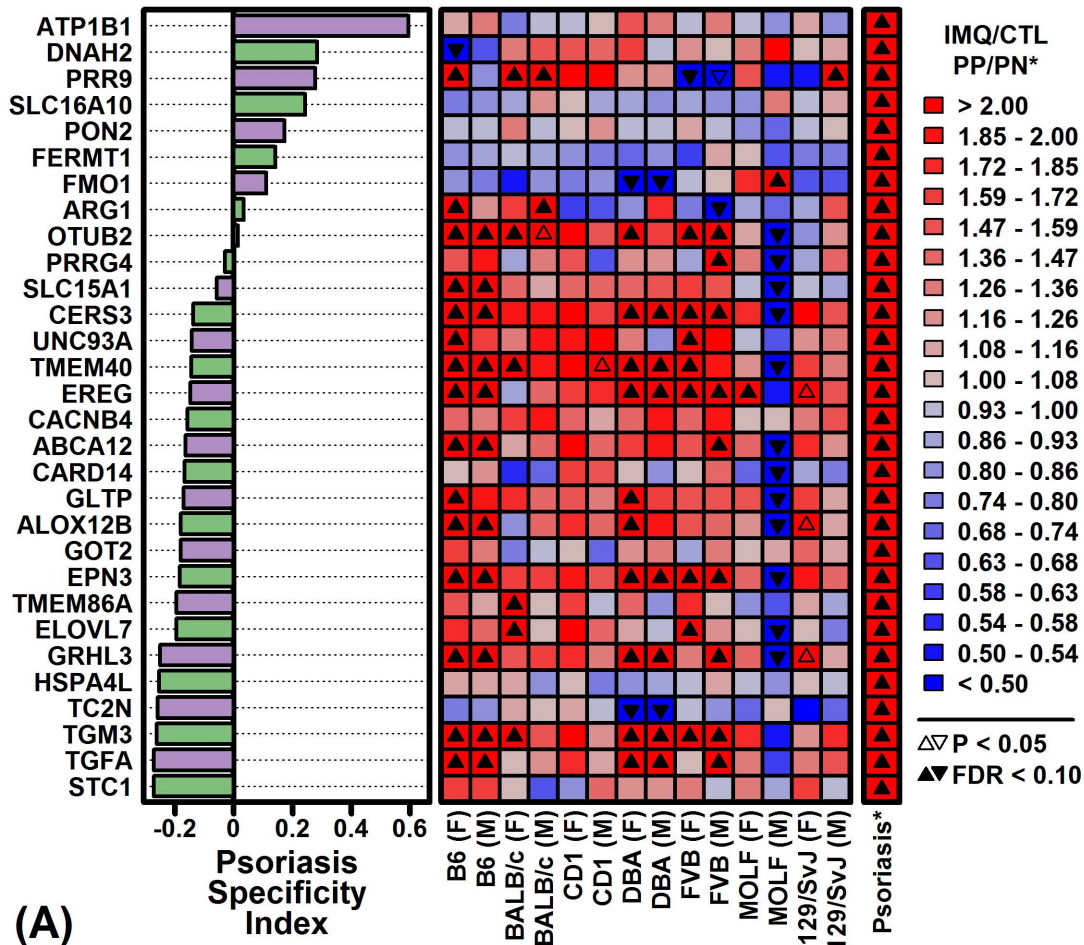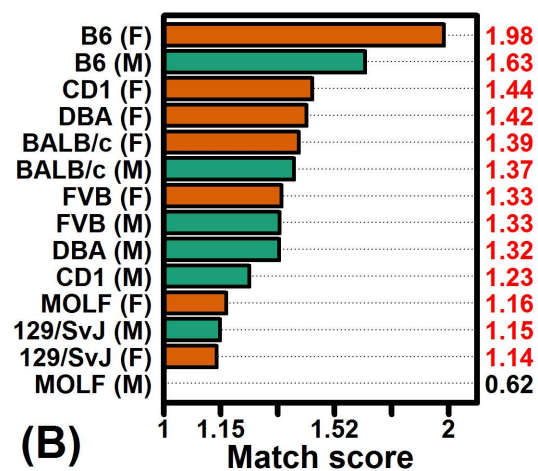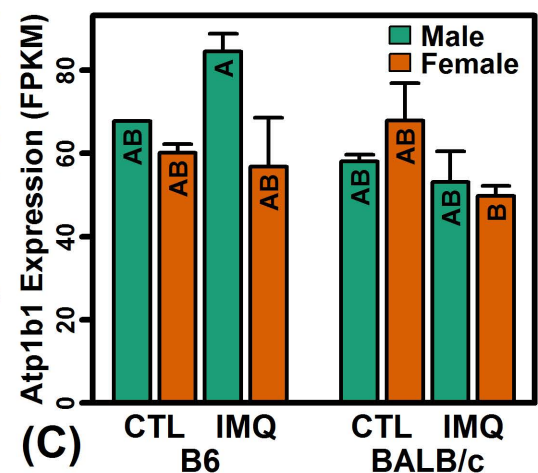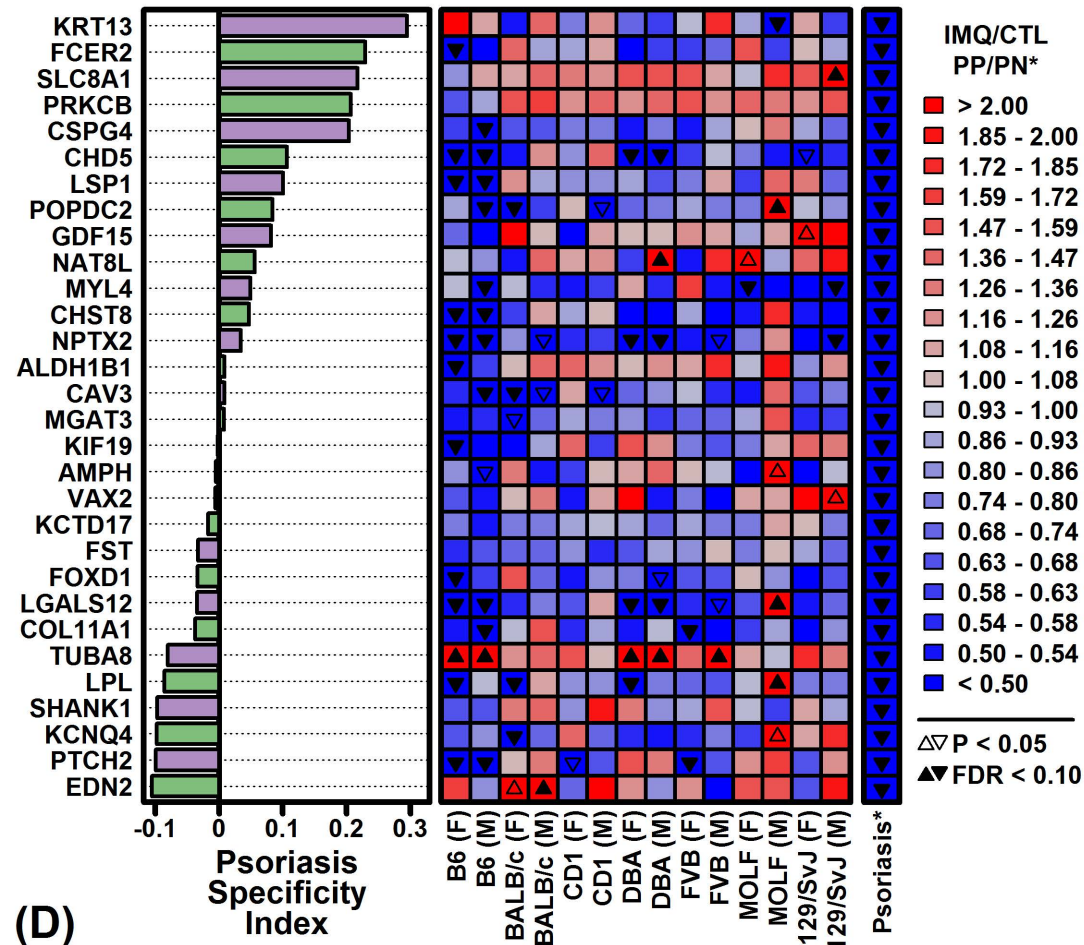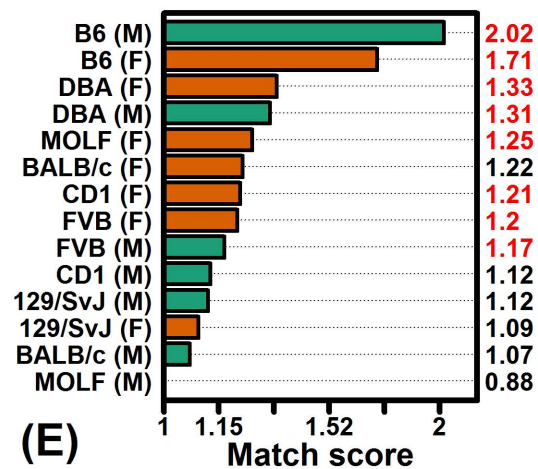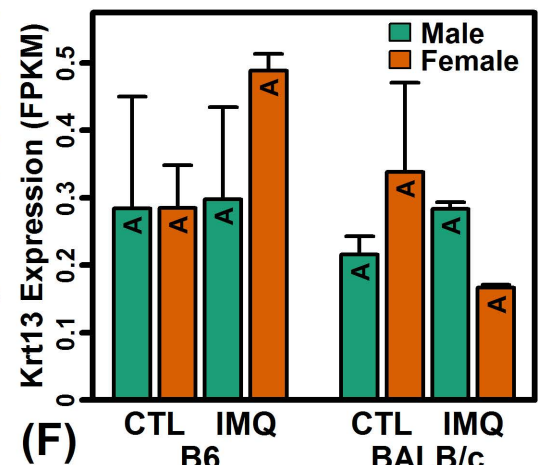

**Supplement:** Additional file 13: — Psoriasis-specific genes with altered expression in psoriasis lesions but not other human skin diseases.

How the deposited data were processed for this re-analysis (not part of the article)

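The 56 skin samples came from male and female mice of 7 strains (B6, BALB/c, CD1, DBA, FVB, MOLF and 129/SvJ) that received CTL or IMQ cream, with 2 mice per strain, sex and treatment. Each sample is 1 mouse and no replicates were pooled. Strain, sex, treatment and replicate number were taken from the labels, and no label was changed because of a sample's values.

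As deposited, each file holds a raw read count and an FPKM value for every gene. For the count values, the authors trimmed single-end reads of poly(A) libraries with cutadapt and the FASTX-Toolkit. They then mapped them to GRCm38 with TopHat2, discarded reads with multiple locations, and counted reads per gene with htseq-count in its strict intersection mode, without normalization. The FPKM values were computed by the authors with Cufflinks, and the confidence limits that the paper's detection criterion needs are not part of the values used here. FPKM served only as a check. Its Spearman correlation with CPM within a sample ranged from 0.944 to 0.958.

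Total counts per sample ranged from 21425331 to 40521849, with a median of 28889417. The smallest change that a sample can show is 1 read, and the precision of each fold change is given by its SE, taken from the information matrix of the fitted negative binomial model. No SE exists where neither CTL mouse had a read. Of the 24358 genes, 115 had no match in the RefSeq annotation of GRCm38 and were left out of the protein-coding set of 20498, as were genes of other types.

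Computations used R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For each of the 14 sex–strain combinations, 2 IMQ samples were compared with 2 CTL samples by edgeR's likelihood ratio test, with TMM normalization, trended and then tagwise dispersions, and Benjamini-Hochberg adjustment. Genes were tested when their CPM was above 0.25 in at least 1 of the 4 samples. A DEG had an FDR under 0.1 and an FC above 2 or below 0.5. With an FDR under 0.1 and no limit on the FC, edgeR was also used to test the sex-by-treatment interaction within each strain (8 samples), the differences between strains among the 28 CTL samples with sex as a factor, and the strain-by-treatment interaction of B6 and BALB/c (16 samples, with a term for each sex–strain combination). In the same way, each combination's response was tested against the mean of the other 13 in a fit over 56 samples.

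Gene lists were copied from the labels in the paper's figures. A list score is the mean log2 CPM over its genes with a prior count of 1. Within a strain, IMQ and CTL scores were compared by a 2-sided exact permutation test of 4 mice against 4. Its p-values are given without adjustment unless stated. The difference between the responses of B6 and BALB/c mice was tested by permuting residuals 100000 times with sex in the model, and p-values were adjusted over 14 lists by Benjamini-Hochberg. Fold changes of combinations were compared by Spearman correlation, and relations over the 14 combinations by permutation.

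Genes were named by a rule. All genes that the paper names in a sentence were reported, with at most 5 genes per list by smallest FDR, and at most 5 unnamed genes per family of tests, by smallest FDR in each direction among those with both IMQ mice on the same side of both CTL mice. In the closing section the limit was 10 genes per pattern, besides marker genes listed beforehand.

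The alternatives were the quasi-likelihood test, DESeq2, DESeq2's size factors within edgeR, no filter, a filter at 1 CPM in at least 2 samples, all gene types, and a single fit over 56 samples. For strains, each pair was also fitted on its own. Correlations were repeated with Pearson coefficients and DESeq2 fold changes, variance shares and scores with a prior count of 0.25 or with genes of higher expression, and match scores with the arithmetic mean. Each replicate was left out in turn. Because the labels give the mice of different groups the same replicate numbers, that number was also used as a block. The labels do not state what equal numbers share. After the data had been seen, 2 alternatives were added, a block that crosses the replicate numbers and an exchange of 2 DBA libraries.

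The procedure was tested on simulated data with the mean abundances and library sizes of the samples and a biological coefficient of variation of 0.2, in which 200 genes were changed by a log2 fold change of 2. The likelihood ratio test on 2 against 2 samples recovered 187 of them with 14 false calls among 15737 genes, the quasi-likelihood test 185 and DESeq2 180. Recovery was 157 for the sex-by-treatment interaction, with 18 false calls, and 185 for CTL strains, with 30. It was 178 for B6 against BALB/c, with 33 false calls, and 178 for one combination against the others, with 36. In each of these 4 tests the share of false calls was above the FDR threshold of 0.1. In the data the coefficient ranged from 0.183 to 0.411, so the simulation does not cover the fits with the widest spread. Results for 1 gene that the paper names are not reported here. Human data, microarrays, gene annotation terms and outside signature databases were not used here.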

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

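The tests of the missing Xist signal in FVB, of the exchange of DBA libraries, of the library series between B6 and BALB/c, and of the epidermal share in MOLF males were chosen only after the result was seen, as were the check without the adipocyte markers Lep and Adipoq, the calibration of the exchange test in other strains, and the comparison of the sex score with the ranges of the other DBA mice. The other tests were chosen before the data were examined.

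Sample values were compared within 98 groups of 4 to 10 mice, and 12 groups held a sample far from the others, where chance alone gives 4.9. Of these 12, 5 concern sex-linked genes of 3 libraries discussed in the next paragraphs. The total count of B6 male CTL 2 was 40.52 M reads, against 23.81 to 26.52 in the other B6 CTL mice, and that of MOLF male IMQ 2 was 22.99 M reads, against 29.42 to 30.37 in the other MOLF IMQ mice. Xist reached a log2 CPM of 9.48 in B6 female CTL 1 (others 8.15 to 8.26), and the mean of the Y-linked genes was -3.87 in B6 female CTL 2 (others -3.41 to -3.36), which is background in every B6 female. The chemokine score was 2.21 in B6 female CTL 2 (others 1.75 to 1.82), the CD3 score 2.04 in BALB/c male IMQ 2 (others 3.33 to 3.56), and the eschar score 5.37 in BALB/c male IMQ 1 (others 4.55 to 4.66). For these 7 values neither a technical nor a biological explanation was tested, and for such values chance alone gives 4.9.

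The sex-linked counts of 2 DBA libraries went against their labels. In the library labelled DBA male IMQ 2, Xist was at 8.41 and the Y-linked genes at -3.48, while the other DBA males had -0.96 to -0.13 and 5.53 to 5.63. In the library labelled DBA female IMQ 2, Xist was at 1.07 and the Y-linked genes at 5.68, while the other females had 7.86 to 9.14 and -3.26 to -3.11. Among the 56 samples, these were the 2 whose Y-linked and Xist counts both contradict the label, so a mislabelled sample is a candidate explanation. An exchange of the 2 libraries was tested over 13670 autosomal genes. DBA male IMQ 2 correlated by 0.59 with DBA female IMQ 1 and by 0.61 with DBA male IMQ 1, and DBA female IMQ 2 by 0.01 with DBA male IMQ 1 and by 0.18 with DBA female IMQ 1. In the other strains only 7 of 12 libraries correlated better with their own sex, so this test has little power and decides nothing. A score of 25 autosomal genes per direction, chosen in the other strains, was 1.79 in DBA male IMQ 2 and 2.42 in DBA female IMQ 2. The other DBA males ranged from 1.89 to 2.9 and the other females from 1.39 to 2.22. The score put 20 of 24 libraries of left-out strains on the side of their sex, but the ranges of DBA males and females overlap, so this score adds nothing. The sex-linked counts show which sex each library came from, while the cause remains open, since a mouse recorded with the wrong sex cannot be told apart from an exchange of libraries. No biological explanation was tested.

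FVB female CTL 2 had an Xist log2 CPM of -0.34, against 8.97 to 10.31 in the other 3 FVB females. A mislabelled male is ruled against by the Y-linked genes, which had 11 reads in all. The mean log2 CPM of 4 genes that escape X inactivation was 6.91, within the 6.87 to 7.32 of the 4 males and below the 7.33 to 7.59 of the other females, though both ranges nearly touch. The mean over 440 other X-linked genes was 4.32, within the 4.16 to 4.40 of the other FVB samples. A single X chromosome is therefore a possible explanation, as a hypothesis from 1 mouse. No condition in the design bears on it, and no biological contrast was tested.

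B6 and BALB/c mice differed in the change of 11 of 14 list scores (permutation test of the interaction, 4 mice per strain and treatment, Benjamini-Hochberg over 14 lists). Some lists share genes, such as Mybl2 in the organelle fission and CD8.7e lists, so these are not 11 separate differences. B6 rose more by 1.13 for psoriasis-increased genes (adjusted p = 0.0072), 1.21 for organelle fission (0.0055), 1.72 for genes induced by IL-17A (0.0055), 0.54 for cytokines (0.027), 0.80 for CD8.7e genes (0.0055), 0.35 for suprabasal genes (0.046), 0.81 for regenerated epidermis (0.0072), 1.12 for the eschar genes (0.04) and 0.44 for psoriasis-specific increased genes (0.04). The CD3 score fell in B6 and rose in BALB/c, a difference of -2.89 (0.0055), and psoriasis-specific decreased genes differed by -0.78 (0.024). In each of these lists all 4 IMQ mice of B6 lay on the same side of all 4 CTL mice, whereas in BALB/c this held for the suprabasal and eschar lists. With differences taken within replicate number and sex, none of the 11 had an adjusted p-value below 0.05 in an exact test. For most lists the unadjusted p of that test was 0.029, the smallest it can give, and its adjusted value 0.05. It therefore decides nothing for them. The lists above that floor were cytokines (adjusted p = 0.08) and psoriasis-specific increased (0.11) and decreased genes (0.08). Across single genes, 2233 responded differently in B6 and BALB/c mice (edgeR likelihood ratio test with Benjamini-Hochberg adjustment). Of 100 splits of the 16 mice, 4 gave as many genes, the real one included. The other 3 gave up to 4678, and each of them exchanges the strain in 3 or 4 of the 4 same-numbered pairs of IMQ mice. The median of the other splits was 4 genes. A difference in hair cycle stage was predicted to raise the hair shaft score more in B6, but it changed by -1.34 in B6 and 0.35 in BALB/c. The 2 strains also belong to different library series. In FVB, the strain with both series, 91 genes responded differently in the 2 series, but that comparison has fewer mice. Within each of the 2 strains, CTL and IMQ mice share a series, so that only a series effect on the response itself could produce the difference. Such an effect cannot be told apart from the difference between B6 and BALB/c.

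In MOLF and FVB mice, the response differed between the sexes in 588 and 452 genes (edgeR likelihood ratio test of the interaction with Benjamini-Hochberg adjustment). The 8 mice of a strain allow 8 splits that keep same-numbered pairs as the real one does, too few for a share below 0.05. In MOLF mice 1 of the 8 gave as many genes, the real one itself, with 421 in the next and a median of 101. Dividing the MOLF mice by replicate number gave 330. In FVB mice 2 of the 8 did, the real one and the split that exchanges the sexes in one treatment, which gave 1255 genes. That split turns the interaction into a difference between males and females, and the median of the others was 164. Of 10 further splits that cross the replicate numbers, 0 gave as many in either strain, with at most 344 genes in MOLF and 261 in FVB mice. In FVB the replicate number is also the library series. The split by series gave 91 genes and a block for the series 545, so the series does not account for the difference. Because 8 splits allow no share below 0.05, they cannot decide whether either count exceeds that of a random division of the mice. In addition, 1 of the FVB females lacks Xist. The sexes may still differ in their response, which is a hypothesis here.

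The response of MOLF males differed from the mean of the other 13 combinations in 2552 genes (edgeR likelihood ratio test with Benjamini-Hochberg adjustment). A larger share of fat and muscle in the IMQ biopsies is a candidate explanation for a part of this. The adipocyte marker score changed by 2.88 in MOLF males and by -1.52 to 0.10 in the others, and the skeletal muscle score by 1.11 against -2.06 to -0.13. The adipocyte markers include Lep and Adipoq, which the paper names as elevated in MOLF males. Without both, the score changed by 2.86 against -1.24 to 0.21. After expression was adjusted for both scores over 14683 genes, the correlation of fold changes with B6 males went from -0.13 to 0.23 and the mean with the other 13 combinations from -0.04 to 0.19. With the 6 remaining adipocyte markers the adjusted correlation with B6 males was 0.19. The same adjustment moved the correlation of DBA and B6 males from 0.67 to 0.51, so it also removes signal that does not belong to MOLF males. The decrease of the 31 suprabasal genes went from -1.67 to -1.21 and stayed more than the predicted 0.5 times as large, so fat and muscle do not account for all of it. A lower epidermal share is opposed by the basal epidermis markers, which changed by -0.24 while suprabasal markers changed by -2.30. For the suprabasal genes, these shares of the biopsies thus left a part of the decrease unexplained, in 2 mice per group. For the rest of the response, a biological difference in MOLF males cannot be separated from the composition of the biopsies.

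Genes with another type than protein coding, or with no type, in the annotation used were tested in the same way. The paper does not report on them as a set, and whether those with no type code for proteins was not tested. In B6 females 184 of 1163 were DEGs (edgeR likelihood ratio test, Benjamini-Hochberg), 60 increased and 124 decreased, followed by 130 in B6 males and 112 in BALB/c females. The most frequent was AF251705, without a gene type, increased in 9 combinations. Another 3 genes, among them the lncRNA Gm13710, were increased in 8. No such gene was decreased in more than 7 combinations. Neither a technical nor a biological explanation was tested for them.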

How the results depend on the processing

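Apart from 2 settings, the exchange of 2 DBA libraries and the block that crosses replicate numbers, which were chosen only after the results were seen, the tests and alternatives in this part were set before the data were examined. A count of genes is reported here when it moved by more than 1.5 times, a value without a test when it moved by more than 1 SD between replicates, and a value with a test when it crossed the test's threshold or changed its direction. The cause was not tested for any of these changes.

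With the quasi-likelihood test of edgeR in place of the likelihood ratio test, the number of DEGs was 3 in BALB/c males, 329 in DBA males, 1067 in DBA females, 333 in FVB males, 636 in FVB females, 1056 in MOLF males, 433 in 129/SvJ males and 1 in 129/SvJ females. The count was 0 in CD1 males, CD1 females and MOLF females, where 656, 399 and 928 genes had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. Sex-by-treatment genes then numbered 37 in FVB mice and 68 in MOLF mice. The count was 0 in B6 mice, BALB/c mice, CD1 mice, DBA mice and 129/SvJ mice, where 491, 516, 125, 685 and 207 genes had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. Genes that responded unlike the mean of the other combinations numbered 82 in B6 females, 2 in CD1 females, 2 in FVB males and 33 in 129/SvJ females. The count was 0 in B6 males, BALB/c females, CD1 males, DBA females, FVB females, MOLF females and 129/SvJ males, where 1517, 1494, 1034, 1321, 524, 558 and 381 genes had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. With one edgeR fit over all 56 samples, DEGs numbered 1433 in B6 males, 33 in BALB/c males, 738 in BALB/c females, 1 in CD1 males, 638 in DBA males, 172 in FVB males, 226 in FVB females, 24 in MOLF females, 209 in 129/SvJ males and 743 in 129/SvJ females. With DESeq2, DEGs numbered 74 in CD1 males and 512 in 129/SvJ females, sex-by-treatment genes 9 in DBA mice, 734 in FVB mice and 8 in 129/SvJ mice, and genes that differed between CTL mice of a strain and another 2731 in FVB mice on average. With DESeq2's size factors in place of TMM, DEGs numbered 25 in CD1 males. With genes above 1 CPM in at least 2 samples, sex-by-treatment genes numbered 13 in BALB/c mice and genes with a divergent response 1 in CD1 males and 0 in FVB females, where 449 had an unadjusted p-value under 0.05. With each pair of strains in its own fit, CTL strain differences averaged 1432 in 129/SvJ mice. With the replicate number as a block, DEGs numbered 136 in CD1 males, 103 in MOLF females and 1215 in 129/SvJ females, sex-by-treatment genes 12 in 129/SvJ mice and divergent-response genes 78 in B6 males. The difference in score between B6 and BALB/c mice kept its size in 11 lists but its adjusted p-value, from an exact test of 4 differences against 4 with Benjamini-Hochberg adjustment over 14 lists, no longer lay below 0.05. The differences and adjusted p-values were 1.13 (0.05) for psoriasis-increased genes, 1.21 (0.05) for organelle fission, 1.72 (0.05) for IL-17A-induced genes, 0.54 (0.08) for cytokines, 0.8 (0.05) for CD8.7e genes, -2.89 (0.05) for CD3 genes, 0.35 (0.05) for suprabasal genes, 0.81 (0.05) for regenerated-epidermis genes, 1.12 (0.05) for eschar genes, 0.44 (0.11) for psoriasis-specific increased genes and -0.78 (0.08) for psoriasis-specific decreased genes. In 8 of these lists the unadjusted p-value was 0.029, the smallest that this exact test can give, and its adjusted value was exactly 0.05. The log2 fold change of Cdhr1 in CD1 males reversed from -1.29 to 0.17. With arithmetic in place of geometric means, match scores for increased genes were 2.14 in B6 males, 3.12 in B6 females, 1.8 in BALB/c females, 1.6 in DBA males, 1.85 in DBA females, 1.61 in FVB males, 1.95 in FVB females, 0.791 in MOLF males and 1.19 in 129/SvJ males. For decreased genes they were 2.32 in B6 males, 1.33 in CD1 females, 1.48 in DBA males, 1.56 in DBA females, 1.02 in MOLF males, 1.55 in MOLF females, 1.23 in 129/SvJ males and 1.41 in 129/SvJ females, where the score of MOLF males changed side of 1. Pearson in place of Spearman correlation gave 0.47 between B6 females and CD1 females, 0.73 between B6 females and DBA females, 0.63 between B6 females and FVB females, 0.84 between B6 males and B6 females and 0.39 between FVB males and FVB females. With genes above 1 CPM in at least 28 samples, the share of strain was 31.2% and the share of the main axis was 31.2%. With a prior count of 0.25, the share of strain was 30.4% and the share of the main axis was 17.9%, and the suprabasal score difference between B6 and BALB/c mice was 0.33 and no longer passed. With list genes above a mean of 1 CPM, the cytokine score change in BALB/c mice reversed to -0.01. Exchanging the DBA IMQ libraries numbered 2 between the sexes, a setting chosen after seeing the data, gave 276 in DBA males and 3283 in DBA females, 377 in DBA mice for the sex-by-treatment genes, and a correlation of 0.56 between B6 males and DBA males. A block pairing different replicate numbers, chosen after seeing the data, gave 252 in MOLF females.

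Each result below was recomputed with 1 sample or replicate left out at a time, and its lowest and highest values are given. The correlation of fold changes between B6 males and other males ranged from 0.09 to 0.53 in BALB/c males, 0.04 to 0.48 in CD1 males, 0.56 to 0.67 in DBA males, 0.15 to 0.61 in FVB males, -0.26 to 0.01 in MOLF males and 0.36 to 0.55 in 129/SvJ males. The correlation of fold changes between B6 females and other females ranged from 0.22 to 0.57 in BALB/c females, -0.07 to 0.46 in CD1 females, 0.57 to 0.71 in DBA females, 0.32 to 0.62 in FVB females, 0.23 to 0.5 in MOLF females and 0.08 to 0.66 in 129/SvJ females. The correlation of fold changes between males and females of a strain ranged from 0.74 to 0.81 in B6 mice, 0.35 to 0.62 in BALB/c mice, -0.17 to 0.59 in CD1 mice, 0.56 to 0.76 in DBA mice, 0.01 to 0.38 in FVB mice, -0.18 to 0.43 in MOLF mice and 0.35 to 0.68 in 129/SvJ mice. Shares of variation in percent ranged from 37.3 to 37.3 for strain, 9.74 to 11.8 for treatment, 3.02 to 5.25 for sex, 22.8 to 23.7 for the main axis and 12.4 to 18.4 for the other axis. With 1 sample per condition no share between replicates remains, so that those of strain, treatment and sex rise by construction. Match scores for increased genes ranged from 1.57 to 1.97 in B6 males, 1.73 to 2.29 in B6 females, 1.19 to 1.57 in BALB/c males, 1.29 to 1.49 in BALB/c females, 0.904 to 1.63 in CD1 males, 0.502 to 2.04 in CD1 females and 1.26 to 1.57 in DBA males. Match scores for increased genes ranged from 1.34 to 1.56 in DBA females, 1.27 to 1.73 in FVB males, 1.28 to 1.56 in FVB females, 0.501 to 0.642 in MOLF males, 1.09 to 1.35 in MOLF females, 1.09 to 1.2 in 129/SvJ males and 1.08 to 1.72 in 129/SvJ females. Match scores for decreased genes ranged from 1.64 to 2.33 in B6 males, 1.53 to 2.2 in B6 females, 0.839 to 1.18 in BALB/c males, 0.978 to 1.4 in BALB/c females, 0.936 to 1.36 in CD1 males, 1.2 to 1.36 in CD1 females and 1.16 to 1.39 in DBA males. Match scores for decreased genes ranged from 1.08 to 1.35 in DBA females, 1.07 to 1.46 in FVB males, 1.02 to 1.38 in FVB females, 0.654 to 1.17 in MOLF males, 1.05 to 1.42 in MOLF females, 0.974 to 1.16 in 129/SvJ males and 0.814 to 1.29 in 129/SvJ females. Mean numbers of genes differing between CTL mice ranged from 816 to 859 in B6, 654 to 1320 in BALB/c, 578 to 2272 in CD1, 354 to 1044 in DBA, 668 to 1086 in FVB, 942 to 2277 in MOLF and 951 to 1350 in 129/SvJ. In BALB/c mice the score change reversed in some fits, with ranges from -0.19 to 0.26 for organelle fission, -0.09 to 0.38 for IL-17A-induced genes, -0.09 to 0.1 for cytokines, -0.16 to 0.25 for chemokines and -0.02 to 0.23 for CD8.7e genes. Among named genes, log2 fold changes that reversed ranged from -0.8 to 0.62 for Ccnb1 in BALB/c males, -2.19 to 2.99 for Cdhr1 in CD1 males, -0.29 to 2.63 for Cxcl13 in CD1 males, -0.85 to 0.17 for Cyp2g1 in BALB/c females, -1.47 to 0.34 for Mrgprb3 in CD1 males, -0.67 to 0.29 for Ncapg in BALB/c males, -2.08 to 0.26 for Retnla in CD1 females and -0.59 to 0.26 for Sema3d in CD1 males. Fold changes over both sexes of BALB/c mice that reversed ranged from -0.2 to 0.37 for Ccnb1, -0.26 to 0.16 for Ccne1, -1.83 to 0.41 for Il17b, -0.05 to 0.22 for Lsp1, -0.24 to 0.15 for Mybl2, -0.15 to 0.27 for Ncapg, -0.22 to 0.27 for Nfkbiz, -0.05 to 1.01 for Slpi and -0.25 to 0.23 for Zc3h12a. Fold changes over both sexes of B6 mice that reversed ranged from -0.22 to 0.22 for Slc8a1. Differences between B6 and BALB/c responses that reversed ranged from -0.47 to 0.0 for Cspg4 and -0.28 to 0.05 for Itgam.

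The number of genes that responded differently in B6 and BALB/c mice stayed within 1.5 times its value in all 6 alternatives and in all 16 fits that left out a mouse. Of 140 list score values under other settings, 127 kept their direction and side of the threshold. For fold changes of named genes in single combinations, 456 of 503 values did so, 42 became weaker and 4 stronger. For named genes in the fit over B6 and BALB/c mice, 190 of 191 values for the difference and 366 of 382 for the response within a strain did. For differences of MOLF males from the mean response 111 values did and 1 became weaker. For sex-by-treatment differences of named genes 100 of 110 values did, 8 became weaker and 2 stronger. With a mouse left out, 300 of 424 fold changes of named genes in single combinations stayed within 1 SD and 10 reversed. In the fit over B6 and BALB/c mice, 482 of 512 differences were unchanged in direction and side of the threshold with a mouse left out, 21 weaker, 5 stronger and 4 reversed, and of 1024 responses within a strain 35 were weaker, 8 stronger and 24 reversed. Leaving out a mouse in a fit of 4 samples leaves a single one in an arm. Counts of DEGs were therefore not recomputed that way, and fold changes carry no test there. Counts of sex-by-treatment genes and of divergent-response genes come from fits of 8 and 56 samples, where a test would have remained possible. They were not recomputed with a mouse left out either, so their dependence on single mice is not known. Under the filter at 1 CPM in at least 2 samples, Il17b dropped out of the fit over B6 and BALB/c mice and gave no value. Depth limits the fold changes of genes with few reads: where neither CTL mouse of a combination had a read, the fold change rests on the prior count and has no SE. Each alternative set beforehand was run.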

Differences from the paper's values

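All tests in this part were set before the data were examined, and none was chosen only after a result was seen. Of 64 values compared with the paper's, 10 from its text and 54 read by eye from its figures, 63 lay within the limits set for a difference. These limits were wide. A correlation differed when its sign reversed or it moved by more than the SD of fits with a sample left out. Other values also had to be off by more than 1.5 times. For Cyp2g1 the value compared was a number of strains, so its direction did not enter. The number of genes with a sex-by-treatment interaction in MOLF mice was 588, against the paper's 350 (edgeR likelihood ratio test, Benjamini-Hochberg). With the replicate number as a block it was 444, which is within 1.5 times the paper's value. The other alternatives did not close the gap, with 68 genes by the quasi-likelihood test, 772 by DESeq2, 592 with DESeq2's size factors, 562 without a filter and 572 with a filter at 1 CPM in at least 2 samples. In FVB mice the count was 452 against the paper's 422 and was 422 without a filter.

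The paper gives Cyp2g1 as decreased by IMQ in males and increased in females. Here its direction was the opposite, with a log2 fold change of 2.11 in B6 males and -2.81 in B6 females, and the interaction passed an unadjusted edgeR test at 0.05 in 6 strains. The paper names B6 and MOLF as the strains whose CTL skin differed most from others. In the single fit, the mean number of differing genes was 3560 in MOLF, 3032 in CD1, 2937 in BALB/c and 2183 in B6 mice. The means of CD1 and BALB/c mice cannot be told apart from a difference between library series, so their ranks above B6 decide nothing. With each pair of strains fitted on its own it was 3060 in MOLF, 2848 in BALB/c and 2670 in B6 mice.

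According to the paper, clustering parted IMQ from CTL samples. Here the largest of 4 clusters held 26 IMQ and 13 CTL samples, while another held 14 samples, all CTL, and the nearest neighbor had the same treatment for 45 of 56 samples. The paper contrasts a set of B6, BALB/c, DBA and 129/SvJ profiles with MOLF, CD1 and FVB. Correlations of strain profiles averaged -0.08 and -0.14 within these sets and -0.20 between them, and among CTL samples alone -0.17, -0.22 and -0.14, so that the contrast did not hold in CTL skin. The paper counts CD1 among the strains with deviating response vectors, whereas the vectors of CD1 males and females lay 11.8 and 4.16 degrees from the mean of the other combinations. In length, the vector of CD1 females, 27.9, was the shortest after that of MOLF males, 23.7, and its shift of 27.5 on the main axis was below the gap of 72.8 between its 2 IMQ samples. The paper describes the response of MOLF males as negatively correlated with other strains. Here the coefficients with DBA males (0.08), 129/SvJ males (0.19) and 129/SvJ females (0.09) were positive, and those with the remaining combinations of other strains were negative. The coefficient with MOLF females, of the same strain, was 0.15.

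The paper lists Cntn2 among genes increased in most strains, and here it was a DEG in 3 of 14 combinations and positive in 11. Klk9, which the paper describes as induced in most strains except MOLF males, was increased in 7 of 14 combinations. It was positive in 13, with the negative value in MOLF males. Il1f8, likewise described as elevated in most strains, was increased in 6 and positive in 13. Of the genes induced by IL-17A, 5 were increased in BALB/c mice, against the paper's 6. The paper restricts the decrease of Cspg4 to B6 mice. Its FDR was also below the threshold in DBA females (log2 fold change -0.94) and FVB females (-0.99), with an FC above 0.5, and the responses of B6 and BALB/c mice did not differ for this gene (-0.30). The paper ranks MOLF males and 129/SvJ mice lowest for the psoriasis-specific genes, whereas for decreased genes the score of BALB/c males, 1.02, was below the 1.08 and 1.13 of 129/SvJ males and females.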

Other observations

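No test in this part was chosen only after its result was seen, apart from the comparison of single counts under a shared estimate of the spread.

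The number of DEGs varied between combinations, and a larger spread between replicates is a possible explanation. Over the 14 combinations the number of DEGs was related to the biological coefficient of variation (Spearman rho -0.62, 2-sided permutation p = 0.021, Benjamini-Hochberg adjusted p = 0.042 over 12 p-values). Without the 2 combinations with the most extreme variation rho was -0.47, and the spread and the fold changes are estimated from the same 4 mice, so the relation does not settle the question. With one shared estimate of the spread over all 56 samples, the ratio of the largest to the smallest count was 2085 instead of 64.0. That ratio rests on a count of 1, in CD1 males, and decides nothing. Under the shared estimate of 0.248 the count rose from 276 to 743 in 129/SvJ females, whose coefficient of variation was 0.411. In CD1 females (0.367) it rose from 50 to 60. It fell from 959 to 209 in 129/SvJ males (0.183) and from 1036 to 226 in FVB females (0.19). However, it also fell in CD1 males (0.326), from 42 to 1, and in MOLF females (0.288), from 161 to 24. Their own spread was above the shared estimate, so unequal spread predicts a rise there. Library size was predicted to go with more DEGs, but rho with the smallest total count of the 4 samples was -0.52. The strain is the biological explanation in the design. With the shared estimate, counts still ran from 2085 in B6 females, 1433 in B6 males and 1368 in DBA females to much lower values. These were 60 in CD1 females, 33 in BALB/c males and 24 in MOLF females. Such values argue against unequal spread as the explanation of the whole range. Strain alone does not account for it either, since MOLF males had 1240 under the same estimate.

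In 129/SvJ females, the mice with the same replicate number deviated together, with a correlation of 0.66 between the deviations of CTL and IMQ mice. The hair shaft marker score differed between replicates 1 and 2 by 5.88 in CTL and 12.03 in IMQ mice. The next largest pair of differences of the same sign was -0.33 and -0.38, in BALB/c males. A difference in hair cycle stage may therefore have contributed, which remains a hypothesis from 4 mice. The adipocyte marker score differed by -0.79 and -0.59, and 129/SvJ males showed larger differences of -1.03 and -0.97. The skeletal muscle score differed in opposite directions, at -1.33 and 0.66, so that the share of fat and muscle is no explanation for this pattern. No biological explanation from the design was tested.

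The list scores of B6 and BALB/c mice differed more in CTL than in IMQ skin for some lists. For genes induced by IL-17A the mean log2 CPM was 3.92 in B6 and 5.54 in BALB/c CTL mice, and 5.78 and 5.68 in IMQ mice. For psoriasis-increased genes it was 2.67 and 3.89 in CTL mice, and 4.36 and 4.44 in IMQ mice. The strain difference within CTL or IMQ skin was not tested.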
